# Action of multiple intra-QTL genes concerted around a co-localized transcription factor underpins a large effect QTL

**DOI:** 10.1038/srep15183

**Published:** 2015-10-28

**Authors:** Shalabh Dixit, Akshaya Kumar Biswal, Aye Min, Amelia Henry, Rowena H. Oane, Manish L. Raorane, Toshisangba Longkumer, Isaiah M. Pabuayon, Sumanth K. Mutte, Adithi R. Vardarajan, Berta Miro, Ganesan Govindan, Blesilda Albano-Enriquez, Mandy Pueffeld, Nese Sreenivasulu, Inez Slamet-Loedin, Kalaipandian Sundarvelpandian, Yuan-Ching Tsai, Saurabh Raghuvanshi, Yue-Ie C. Hsing, Arvind Kumar, Ajay Kohli

## Abstract

Sub-QTLs and multiple intra-QTL genes are hypothesized to underpin large-effect QTLs. Known QTLs over gene families, biosynthetic pathways or certain traits represent functional gene-clusters of genes of the same gene ontology (GO). Gene-clusters containing genes of different GO have not been elaborated, except *in silico* as coexpressed genes within QTLs. Here we demonstrate the requirement of multiple intra-QTL genes for the full impact of QTL *qDTY*_*12.1*_ on rice yield under drought. Multiple evidences are presented for the need of the transcription factor ‘no apical meristem’ (*OsNAM*_*12.1*_) and its co-localized target genes of separate GO categories for *qDTY*_*12.1*_ function, raising a regulon-like model of genetic architecture. The molecular underpinnings of *qDTY*_*12.1*_ support its effectiveness in further improving a drought tolerant genotype and for its validity in multiple genotypes/ecosystems/environments. Resolving the combinatorial value of *OsNAM*_*12.1*_ with individual intra-QTL genes notwithstanding, identification and analyses of *qDTY*_*12.1*_has fast-tracked rice improvement towards food security.

Drought recurrently causes natural plant population and agricultural crop failure. Drought has had long-term, irrevocable adverse affects on two billion and killed 11 million people in the last century, more than any other natural hazard^1^. Rice (*Oryza sativa*) is particularly sensitive to water deficit and exhibits significant yield losses even under mild drought^2^. Rice and its cultivation is the main source of food and livelihood for the millions of poor on marginal rainfed lands prone to drought, increasingly so under the exacerbated droughts predicted by climate-change scenarios^3^.

Conventional, marker-assisted, and transgenic breeding approaches exist for generating drought tolerant rice. Although precision genome engineering is continually evolving, inhibitory costs and intractable philosophies weigh down transgenic product development. Conventional breeding is temporally demanding. With temporal and technical advantages, marker-based QTL mapping and field tests combined with candidate gene cloning seems more practicable for crop improvement. However, limited examples exist of cloning the cardinal gene underpinning plant QTLs^4^. For drought tolerance, QTLs *Pro-W2*^5^ and *Dro1*^6^ have been cloned from Arabidopsis and rice, respectively. Nonetheless, validity of *Dro1* or other QTLs is uncertain in multiple genotypes/environments/ecosystems. Indeed, genotypes with the same functional allele of *Dro1* exhibited different root growth angles^7^.

Various rice breeding lines, morpho-physiological traits, QTLs, and genes are known for drought tolerance^8^,^9^,^10^. Despite such promising reports and significant investment over the decades, high yielding rice varieties that are more drought tolerant than the available landraces are rare. This is mainly because the identified factors were mostly valid at the vegetative stage, with no effect on yield under stress. Also, different rice varieties inhabit different eco-geographies. For example, genomic distinctions exist between the *O. sativa* sub-classes *indica*, *temperate japonica*, *tropical japonica* and *aus*^11^, which have regional and topographical niches in the four ecosystems of irrigated, rainfed lowland, rainfed upland and flood prone rice cultivation areas. The inter-specific NERICA rice arising from the *O. sativa* x *O. glaberrima* cross is largely grown in Africa. Therefore, most factors identified for drought tolerance may not have consistent effects in different environments and in different genetic backgrounds. Minor-effect QTLs may also thus be specific to environmental and genetic niches. Such QTLs are generally underpinned by a single gene such as the *Dro1*, which are increasingly seen to be part of a set of minor QTLs^7^. Genetic, genomic, and/or molecular characterization of the interactions among such minor QTLs is challenging due to the intricate and inter-dependent network of effects at the transcript, protein, and metabolite levels, which confound the results.

Large-effect QTLs comprise multiple small-effect QTLs, especially for complex traits^12^ and large-effect QTLs for traits under abiotic selection are more stable^13^. Attempts at identifying large-effect QTLs with broad utility in crop improvement are a relatively recent phenomenon and even more recent is the limited success in such attempts. We reported a large-effect QTL on rice chromosome 12 for yield under drought (*qDTY*_*12.1*_)^14^ from crossing an *aus* and an *indica* rice genotype, i.e. Vandana and Way Rarem, respectively. Vandana is drought tolerant variety in Indian upland ecosystems and can produce some yield under severe drought. Way Rarem is a high yielding Indonesian rice variety that is susceptible to drought. Two well proven aspects of this QTL currently make it particularly unique. First, *qDTY*_*12.1*_ from Way Rarem increases the yield advantage of an already drought tolerant genotype, Vandana, under reproductive stage drought^14^. Second, *qDTY*_*12.1*_is valid in multiple genotypes^14^,^15^, multiple ecosystems^9^,^15^ (upland and lowland) and in multiple edaphic and climatic environments of different countries^9^,^15^,^16^,^17^. Meta-analysis of grain yield QTL identified under drought in grasses showed the presence of *qDTY*_*12.1*_ in 85% of the cases, the highest of all QTLs^9^. The present study was thus undertaken to understand the molecular factors underpinning such a versatile and stable QTL.

Previous results that formed the backdrop of the present undertakings were an increased water uptake capacity of the QTL^+^lines^18^ and the fractionation of *qDTY*_*12. 1*_ in two sub-QTLs^19^. Based on these results, the driving hypotheses were that *qDTY*_*12.1*_ may affect root growth and that there would be more than a single gene underpinning the functionality of *qDTY*_*12.1*_. To test these hypotheses, near isogenic lines (NILs) of *qDTY*_*12.1*_were generated and characterized. We identified and validated the transcription factor ‘no apical meristem’ (*OsNAM*_*12.1*_) as the mainstay of *qDTY*_*12.1*_. The *qDTY*_*12.1*_NILs exhibited increased root and panicle branching, transpiration efficiency, and yield under drought. Transgenic rice plants overexpressing *OsNAM*_*12.1*_ exhibited partial recapitulation of these responses and implied unaccounted factors. Explicably, promoters of six intra-QTL genes contained *NAM* binding-sites. Three more co-localized genes were putative functional partners or were at least co-expressed with *OsNAM*_*12.1*_. QPCR, EMSA and transcriptome analysis supported a central role for *OsNAM*_*12.1*_ in concert with the co-localized genes. Such a multigenic nature of *qDTY*_*12.1*_was confirmed through further analyses of transgenic plants overexpressing or complementing *OsNAM*_*12.1*_, intra-QTL recombinants, and insertion mutants. The effectiveness of *qDTY*_*12.1*_ in multi-environment field tests was thus rationalized by our results. This novel report on extensive molecular characterization of a QTL contributed by a susceptible variety that improves stress tolerance, as well as the identification of *cis*-interacting genes belonging to independent GO-terms within a QTL highlights the complex molecular interactions behind complex traits such as grain yield under drought. Further elaboration of the function and deeper crosstalk of these genes remain to be conducted but together they most likely form the basis for the stability and versatility of large-effect *qDTY*_*12.1*_. Similar identification and analyses of large-effect QTLs, combined with gene-based marker-assisted-precision breeding for complex traits, might fast-track crop improvement.

## Results

### Generation and characterization of qDTY_12.1_ NILs

NILs of Vandana with *qDTY*_*12.1*_were developed using a marker assisted backcrossing scheme (Figure S1). These NILs carried the Way Rarem *qDTY*_*12.1*_ allele with 93.4 to 95.9% recovery of the Vandana genome (Table S1 , Figure S2). Two sets of field studies were conducted for characterization of the *qDTY*_*12.1*_; BC_2_-derived lines were tested in six trials across three seasons, and another 11 trials were conducted across six seasons with the selected NILs. The average additive effect of *qDTY*_*12.1*_ on grain yield ranged from 4% in well-watered conditions to 104% under severe drought (means of additive effect from Fig. 1). No significant differences between Vandana and the NILs were observed in terms of yield and yield-related traits, under non-stress conditions (Table S1). However, under drought, the NILs had the following distinguishing features from the recipient parent Vandana: 300–600 kg ha^−1^ more grain yield, with the best performing NIL, IR84984-83-15-481-B (481-B), 25 times better than Vandana (693 compared to 27 kg ha^-1^); increased height, biomass, and harvest index (Fig. 1 and Table S1); and increased secondary branching of the panicle, concomitant with an increased number of filled grains per panicle (Fig. 2A and S4). The performance of Vandana (recipient), Way Rarem (donor), and the NIL 481-B were visually distinguishable under reproductive-stage drought in field conditions (Figure S3A); NIL 481-B flowered and set grains while Way Rarem did not, and Vandana exhibited a few panicles but much less than 481-B. After the NILs were fixed and showed no further ‘within line’ segregation, NIL 481-B showed similar grain type to that of the recipient parent Vandana (bulk plot harvest), (Figure S3D). The NILs also showed increased drought tolerance at the seedling stage, measured as an increase in shoot growth and root branching (Figure S5). Transpiration efficiency (TE) under drought was consistently higher in 481-B than Vandana through each of four different methods used for its measurement (Figure S6). NIL 481-B had increased root branching *in vitro* under PEG-simulated water-deficit (Fig. 2A), and this increased root branching was evidenced by lateral root growth under drought in the greenhouse (Figure S7A) and in the field (Figure S7B). These results supported the yield advantage of *qDTY*_*12.1*_ under drought and suggested 481-B as the NIL appropriate for further studies.

### Identification of candidate genes

Identification of candidate genes was based on the hypothesis that multiple genes underlie *qDTY*_*12.1*_ functionality because the original 3.6 Mb QTL region^14^ reduces to 1.8 Mb and fractionates into two sub-QTLs of 0.5 and 0.07 Mb with distributed yield advantage^19^. Of these, only the 0.5 Mb sub-QTL was detected in a metaQTL analysis^9^. For high-density mapping around and between the peak markers of the sub-QTLs and for simultaneous identification of the putative candidate genes, the 1.8 Mb DNA was sequenced. Excluding the (retro)transposons, expressed and hypothetical proteins, 53 gene models were compared between Vandana and Way Rarem. More SNPs and indels were noted within the larger sub-QTL (Figure S8) where a *cellulose synthase* gene (LOC_Os12g29300; Os*CESA10*_*12.1*_) was completely absent in Vandana. Genevestigator-mediated values for fold-change in gene expression under drought, when combined with the number of SNPs, revealed 30 *qDTY*_*12.1*_ genes with major differences between Vandana and Way Rarem (Figure S8, selection 1). *In silico* data and literature mining revealed that among the 30 genes, 17 were co-expressed with two or more other drought-responsive genes (Figure S8, selection 2). After further *in silico* analysis for promoter *cis*-regulatory elements, protein-domains, and protein partners responsive to drought, 13 putative candidate genes were shortlisted (Figure S8, selection 3; Fig. 3A,B). Ten of these genes (containing the central yellow dot in Figure S9) were chosen for further analysis due to either putatively direct regulation by *OsNAM*_*12.1*_ or a direct link to strongly inducible drought responsive transcription factors (Figure S9). The gene *OsWAK*_*12.1*_ was an exception and was chosen based on strong evidence from the literature for its function highly relevant to stress tolerance^20^. Nine of these 10 genes spread along *qDTY*_*12.1*_ were finally used as gene-based markers in combination with the five original SSR markers to ensure marker collinearity at an average marker distance of about 0.2 cM for high-density mapping (Fig. 3B). Such a fine mapping strategy ensured simultaneous progress on identification of the candidate gene underpinning *qDTY*_*12.1*_. Nearly 1900 BC_2_F_3_ lines (Figure S1, red box) were genotyped with the five SSR markers along *qDTY*_*12.1*_. This led to the identification of 33 intra-QTL recombinant lines, which were further analyzed with 14 collinear markers (5 SSR +9 gene-based). This analysis revealed that a higher number of Way Rarem alleles along *qDTY*_*12.1*_ corresponded with a higher yield under drought (Fig. 3C). This result supported a role for multiple *qDTY*_*12.1*_ genes in yield under drought. Bayesian MCMC (R/qtlbim) analysis of this data fractionated *qDTY*_*12.1*_ into 4 regions (Figure S8B) and suggested genes underlying the four LOD peaks as the four putative candidate genes; an amidohydrolase, a nodulin/SWEET13, no-apical-meristem, and an auxin response factor (*OsAH*_*12.1*_, *OsMtN3*_*12.1*_, *OsNAM*_*12.1*_ and *OsARF*_*12.1*_, respectively). The four genes together accounted for 21.9% of the heritability, although only *OsMtN3*_*12.1*_ and *OsNAM*_*12.1*_ lay around the original LOD peak subtended by the marker RM511 in the 36 Mb QTL. Thus the choice for the strongest candidate gene was between *OsMtN3*_*12.1*_ and *OsNAM*_*12.1*_.

### Molecular basis for multiple candidate genes

The four genes, *OsAH*_*12.1*_, *OsMtN3*_*12.1*_, *OsNAM*_*12.1*_ and *OsARF*_*12.1*_ were putative functional interactors with other nine genes in a manner suggestive of a drought-responsive local co-expression hub centred on *OsNAM*_*12.1*_ (Figure S9; Table S2). Promoter *cis*-regulatory element analysis had predicted the presence of *NAM/NAC* binding sites CATGTG, TTNCGTR, and TTNCGTRrc in six genes, including the four putative candidate genes (Table S3 and Figure S9). Several binding sites described by Jensen and Skriver^21^ were used to build the latter two degenerate consensus motifs. Recombinant OsNAM_12.1_ binding to promoter fragments of all six genes was confirmed through the electrophoretic mobility shift assay (EMSA; Figure S10). The EMSA results demonstrated variable extent of binding of the recombinant OsNAM_12.1_ to the specific competitor, despite similar experimental conditions. This was reflected in variable intensities of the band shift (lane 2, Figure S10), which arose due to variable amounts of free r-OsNAM_12.1_ available to bind to the specific hot probe. The specific binding increased as expected in the absence of the competitor (lane 3, Figure S10).

Quantitative real-time PCR (qPCR) analysis (Figure S11) revealed that, except for *OsWAK*_*12.1*_, the trends in up- or down-regulation of the nine genes under drought were the same in Vandana and Way Rarem. However, the strength of such regulation was different in the two genotypes for some genes such as *OsAH*_*12.1*_, *OsPOEI19*_*12.1*_, *OsMtN3*_*12.1*_ and *OsNAM*_*12.1*_ (Figure S11). The drought-responsive trend was reversed only for *OsNAM*_*12.1*_, from a slight down-regulation in Vandana and Way Rarem to an appreciable up-regulation in 481-B. In 481-B, the *OsNAM*_*12.1*_ content was relatively less than either parent under well watered conditions but more than either parent under drought. Thus, both the expression trends and the content of *OsNAM*_*12.1*_ are affected in 481-B, further justifying the selection of *OsNAM*_*12.1*_ as the critical candidate gene. Such alterations in the expression trends or content of these genes in 481-B compared to Way Rarem in well watered or drought conditions suggested *trans* effects of the Vandana genomic background. This is the case for *OsGdpD*_*12.1*_, *OsAFC2*_*12.1*_, *OsPOEI19*_*12.1*_, *OsGDP*_*12.1*_and *OsARF*_*12.1*_. If expression patterns of the nine genes in 481-B are considered ideal for the drought tolerant morpho-physiology, then *OsNAM*_*12.1*_, *OsGDP*_*12.1*_ and *OsPOEI19*_*12.1*_ are up-regulated, *OsAH*_*12.1*_, *OsAFC2*_*12.1*_, *OsMtN3*_*12.1*_ and *OsARF*_*12.1*_are down-regulated, and *OsGdpD*_*12.1*_ and *OsWAK*_*12.1*_ show no change. In terms of drought response, 481-B could be a conditional over-expresser of *OsNAM*_*12.1*_ whereby its putative target genes assayed by EMSA should also be conditional over-expresser in 481-B compared to Way Rarem. Four of the six targets assayed by EMSA do show such an upregulation under drought in 481-B. *OsMtN3*_*12.1*_ was an exception and *OsCesA10*_*12.1*_ was not analyzed due to the lack of this gene in Vandana. The high-density mapping, EMSA, and qPCR results together reinforced the hypothesis that multiple genes are involved in *qDTY*_*12.1*_ functionality. Additionally, these results led to the hypothesis that *OsNAM*_*12.1*_ may be at the centre of a concerted response to drought.

### OsNAM_12.1_ over-expression recapitulates 481-B drought response

To validate the apparently central role of the Way Rarem *OsNAM*_*12.1*_, it was over-expressed in the drought susceptible rice genotype IR64. Three independent single copy events were analyzed at the T3 homozygous state. Transgenic plants (IR64-Tr) exhibited increased root and panicle branching and transpiration rate (Fig. 2B and S12). The number of root branches in event 1 was similar to that of the WT, but events 2 and 3 showed significantly more root branching than the WT (Figure S12A). Similarly, the number of secondary branches per panicle varied in the different events (Figure S12B) but was significantly different from the IR64-WT. Such variability among transgenic events is common and mostly related to position effects, but also may occur because of differences in spatio-temporal metabolic fluxes whereby the effect of a single gene, especially those involved in quantitative traits, may be masked by differential interactions between the proteins and/or metabolites. Nonetheless, event 2 showed increased branching in both roots and panicles and higher transpiration rates under drought compared to the WT, a phenotype similar to 481-B. Therefore, event 2 was chosen for further studies. Comparison of IR64-Tr-E2 with IR64-WT for panicle characteristics clearly established significant increase in the number of total spikelets and fertile spikelets in the transgenic plant (Figure S12D). Under drought its yield increase over the WT was nearly half that of 481-B over Vandana (‘SF’ in Figures S4 and S12D). Similarly, increase in root and panicle branching in IR64-Tr-E2 over IR64-WT lagged behind the increase in 481-B over Vandana and suggested a positive but sub-optimal effect of *OsNAM*_*12.1*_, once again supporting the multi-gene hypothesis.

### Root transcriptome comparison

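Root RNA of 4 genotypes was labelled with the dye Cy3 and hybridised to a custom Agilent array of rice transcripts, 1 root sample per array. The genotypes were Vandana, its near isogenic line NIL-481-B, IR64-WT and IR64-Tr-E2, a line of the cultivar IR64 made to overexpress OsNAM12.1 (LOC_Os12g29330). Roots were collected at 25 days after sowing from well-watered plants and from plants in a drydown that began at 75% of field capacity. Well-watered soil was held at 1.2 times field capacity for IR64-WT and IR64-Tr-E2 and at field capacity for NIL-481-B and Vandana, so that this level differs between the backgrounds. Each combination of genotype and treatment had 3 arrays, except well-watered IR64-Tr-E2, which had 2 (replicates 1 and 3). No array labelled replicate 2 of that group was analysed here. The methods describe sowing in 5 biological replicates and root samples from 5 plants of each genotype and treatment. They do not state whether plants were pooled for an array, so the spread between arrays may be that of single plants or of pools. The authors deposited the Feature Extraction output of each array, whose processed signal is a background-corrected intensity on a linear scale, not yet normalized between arrays. After control spots and spots marked as outliers were left out, repeated spots were averaged, which gave 52901 probes, each named in the files by its rice locus. Their log2 intensities were quantile normalized, the normalization that the methods name. Between 31.6% and 64.2% of the spots on an array were well above background, and the lowest shares were on Vandana well-watered replicate 3 (31.6%), IR64-WT well-watered replicate 3 (35.3%) and IR64-WT drought replicate 2 (39.3%). All 23 arrays entered a single limma fit with a mean per genotype and treatment and a shared estimate of the spread. A probe was called changed at a difference of more than 2-fold and a Bonferroni-adjusted p below 0.05 over all probes, as in the methods, whose text does not name the test. Single genes are given with the Benjamini-Hochberg adjusted p of the same fit. With 2 or 3 arrays per group, the number of arrays limits the precision. The array labelled Vandana well-watered replicate 2 had the expression of the IR64 lines in probes that separate the backgrounds. It is kept under its label.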

To understand how *OsNAM*_*12.1*_ over-expression influences the target genes within *qDTY*_*12.1*_and across the genome to affect root growth, the root transcriptome of Vandana, 481-B, IR64-Tr-E2, and IR64-WT were compared under control and drought conditions. This revealed differential expression of 7674 genes (Figure S13A-C). 

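Drought changed 159 probes in IR64-WT (130 higher and 29 lower under drought), 153 in IR64-Tr-E2 (138 higher and 15 lower), 58 in NIL-481-B (56 higher and 2 lower) and 71 in Vandana (62 higher and 9 lower). In at least 1 genotype 202 probes were called. Fits of only the arrays compared, which estimate the spread from fewer arrays, gave 2 calls in IR64-WT, 2 in IR64-Tr-E2, 8 in NIL-481-B and 0 in Vandana, where 9748 probes had an unadjusted p below 0.05 in the fit of all arrays (limma). After Benjamini-Hochberg adjustment in place of Bonferroni, 2492 probes were called in IR64-WT, 4170 in IR64-Tr-E2, 306 in NIL-481-B, 875 in Vandana and 5169 in at least 1 genotype. With 1 array left out at a time, the count in at least 1 genotype lay between 150 and 225. The lowest counts were 91 in IR64-WT without its drought replicate 1, 76 in IR64-Tr-E2 without its drought replicate 3, 31 in NIL-481-B without its drought replicate 2 and 40 in Vandana without its drought replicate 2. Without the array labelled Vandana well-watered replicate 2, 55 probes were called in Vandana and 199 in at least 1 genotype. A probe called in some genotypes and not in others is not thereby shown to differ between them. Among the probes called in IR64-WT, LOC_Os01g68290 rose from a log2 signal of 3.05 ± 0.41 (SD, n = 3 arrays, of which 1 was well above background) to 13.48 ± 0.90 (SD, n = 3), a difference of 10.42 (standard error 0.65, adjusted p = 1.61e-07, limma). LOC_Os11g26570 rose by 9.36 (adjusted p = 1.15e-06, limma), with 1 of 3 well-watered arrays well above background, and LOC_Os10g39610 rose at least 339-fold (adjusted p = 1.23e-07, limma). A bound of this kind is given where no array of the dimmer group was well above background, whose signal is raised to the lowest signal well above background on each array. Among those that fell, LOC_Os07g25060 was at least 132-fold lower under drought (adjusted p = 2.38e-04, limma), LOC_Os10g18760 at least 35.1-fold lower (adjusted p = 2.48e-06, limma) and LOC_Os02g37190 at least 40.7-fold lower (adjusted p = 1.58e-05, limma). Each of these 6 probes had no overlap between the treatments over the 6 IR64-WT arrays. The rule that named them required this, so it is not separate evidence of a change. Chance gives such a separation in 10% of probes with 3 arrays against 3.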

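Between IR64-Tr-E2 and IR64-WT under drought, 0 of the 52901 probes were called, and the smallest Benjamini-Hochberg adjusted p was 0.875 (limma). There were 804 probes (1.52%) at an unadjusted p below 0.05, a smaller share than the 0.05 that chance alone would give on average. The difference between the drought responses of the 2 lines (drought minus well watered) was called for 0 probes as well. For it 1771 probes (3.35%) were at an unadjusted p below 0.05, again a smaller share than that of chance. Benjamini-Hochberg adjustment, the other normalization and background settings, slide as a block and a fit of the compared arrays alone also gave 0 calls for both comparisons. With 1 array left out there were at most 2 calls under drought (without IR64-WT drought replicate 2). For the response there were 41 calls without IR64-Tr-E2 well-watered replicate 1 and 26 without its replicate 3, in fits where the lone remaining array is assumed to vary like the other groups. Of changes of 4 log2 units added to arrays simulated from the observed mean and spread of each probe, 71% were recovered at Bonferroni under drought and 44% in the response, and of changes of 2 log2 units 15% and 2%. After Benjamini-Hochberg adjustment these shares were 96% and 75%, and 57% and 18%, over probes of the brighter part of the array. Further probes that differed in the same simulation can raise these adjusted shares, and shifts shared by a whole array were not simulated. Table S4 lists 394 probes as OsNAC downregulated and 143 as OsNAC upregulated, and was chosen by the paper on this experiment. Over the downregulated list the median difference in drought response, IR64-Tr-E2 minus IR64-WT, was -0.50 (log2, jackknife error over arrays 0.53), with 288 probes lower and 106 higher in IR64-Tr-E2. Over the upregulated list it was 1.92 (jackknife error 0.93), with 137 probes higher and 6 lower. Leaving out 1 array at a time gave -0.78 to -0.18 and 1.44 to 2.41, and normexp background correction -0.10 and 0.46. After the 75th percentile shift in place of quantile normalization the median response difference over all probes moved to -0.44, and relative to it the downregulated list lay at 0.08 and the upregulated list at 2.02. Adjusted over the list alone, 0 probes of either list were called for the response, the same as over all probes. Between the well-watered lines 10 probes of the upregulated list and 0 of the downregulated list were called over the list alone, against 0 of either over all probes. Since the list was chosen on this experiment, this is not independent evidence.

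**Figure D1:**
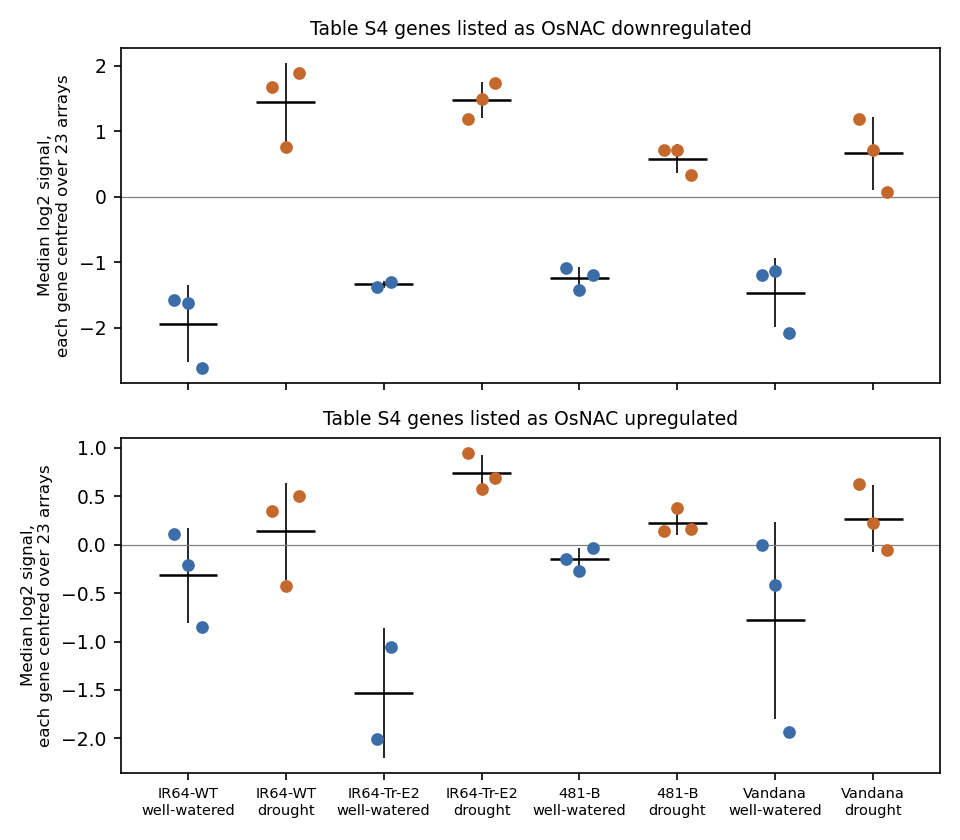
Median log2 signal of the 394 genes listed as OsNAC downregulated (top) and the 143 listed as OsNAC upregulated (bottom) in Table S4 on each of the 23 arrays, each gene centred on its median over all arrays. Points are arrays (blue, well watered; orange, drought), horizontal lines are group means and vertical lines 1 SD. The downregulated list lies at -2.61 on IR64-WT well-watered replicate 3, its lowest array, and the upregulated list is lowest on IR64-Tr-E2 well-watered replicate 1 (-2.00) and Vandana well-watered replicate 3 (-1.93).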

For IR64-WT *versus* IR64-Tr-E2 under stress, 553 genes were distinctly regulated (Figure S14; Table S4). Gene sets that were more up-regulated in the transgenic roots under drought were related to auxin, brassinosteroid and ABA signal transduction; WRKY-mediated transcription regulation; mitochondrial electron transport; redox regulation (glutathione S-transferases); transport regulation (aquaporins) and wall associated kinase complexes (Table S4). Conversely, stress responsive and acclimation related genes such as cell-death specific cysteine proteases, LEAs, dehydrins, heat-shock proteins, oxidoreductases and stress-associated transcription factors of the Myb, HSF and C3H zinc finger protein family were more up-regulated in the WT roots (Table S4). 

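Families were tallied over the genes described in Table S4, since no description of all probes was used here. The difference in drought response is IR64-Tr-E2 minus IR64-WT (log2). The 4 aquaporin probes had a median of 1.56, with 3 higher in IR64-Tr-E2. The 9 glutathione S-transferases had a median of 0.41 (6 higher), of which Table S4 lists 4 as upregulated and 5 as downregulated. The 2 WRKY probes had a median of 1.91 (both higher) and the 2 probes of mitochondrial electron transport 0.40 (1 higher). Of the 4 wall-associated kinases, 3 were higher. Single probes for brassinosteroid, abscisic acid and auxin signalling lay at 2.94, 2.76 and 0.14. All 8 medians were above 0, also relative to all probes after the 75th percentile shift. Table S4 was chosen by the paper on this experiment, and all probes of WRKY, brassinosteroid and abscisic acid signalling and 3 of the 4 aquaporins are listed as upregulated there, so that these signs follow in part from the choice. None of these probes was called on its own. For the aquaporins the median difference was 0.71 under drought and -0.83 when well watered, and for the WRKY probes 0.96 and -0.95.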

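Over the genes of Table S4, the 11 LEA probes had a median difference in drought response of 0.01 (log2, IR64-Tr-E2 minus IR64-WT), with 5 lower and 6 higher in IR64-Tr-E2. Under drought alone all 11 had the higher mean in IR64-Tr-E2, by a median of 0.40. The 5 dehydrins had a median of -0.05 (3 lower) and the 15 heat-shock proteins -0.24 (9 lower). For the 4 oxidoreductases it was -0.82 (3 lower), for the 6 MYB factors -0.41 (4 lower), for the 2 C3H zinc finger proteins -0.02 (1 lower) and for the 3 HSF probes 0.12 (1 lower). The medians under drought alone were 0.19 for the dehydrins, 0.32 for C3H zinc finger proteins, 0.11 for HSF probes and 0.01 for oxidoreductases. They were -0.07 for heat-shock proteins and -0.05 for MYB factors. Cysteine proteases had 0 matching descriptions in Table S4. After the 75th percentile shift, taken relative to all probes, the median stayed below 0 in 1 of these 7 families (oxidoreductases, -0.14) and lay above 0 in the others. None of these probes was called between the lines. The number of the 15 families of both directions whose median had the paper's sign was 13 and moved between 9 and 15 with 1 array left out, the lowest without IR64-Tr-E2 drought replicate 1. All probes of the 7 families are listed as OsNAC downregulated, a list chosen by the paper on this experiment, so that the tally is not independent evidence.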

A curtailed reaction to stress by the transgenic roots may be a cause or effect of regular function, as implied by the upregulation of genes for better water uptake and transport and energy sufficiency. Such a response most likely led to their better homeostatic/physiological status for continued but modified growth under stress as opposed to the impeded growth of WT roots.

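Over the 159 probes called in IR64-WT, the drought response of IR64-Tr-E2 followed that of IR64-WT with a slope of 1.01 (regression through the origin, with a jackknife error of 0.10 over arrays). With 1 array left out the slope lay between 0.942 and 1.06, and with slide as a block it was 0.948. The 49 probes called in both NIL-481-B and Vandana gave a slope of 1.04. That choice uses the spread over all 23 arrays and the array labelled Vandana well-watered replicate 2, which had the expression of the IR64 lines. The same 49 probes passed the threshold in IR64-WT and IR64-Tr-E2 too, so that a slope near 1 follows in part from the choice. Of these 49, 43 are listed as OsNAC downregulated in Table S4. The genes listed as OsNAC downregulated rose under drought by a median of 3.18 (log2) in IR64-WT and 2.79 in IR64-Tr-E2. Between the lines their median difference was 0.06 under drought (jackknife error 0.42) and 0.46 when well watered (0.22), both IR64-Tr-E2 minus IR64-WT. For the genes listed as OsNAC upregulated these values were 0.57 (0.43) and -1.22 (0.68). Normexp background correction brought the well-watered medians to 0.11 and -0.31.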

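The qDTY12.1 probes were taken as the 273 with loci from LOC_Os12g26030 to LOC_Os12g29550 on chromosome 12, the range that Table S4 marks. The paper describes OsNAM12.1 as overexpressed in IR64-Tr-E2, by qPCR of roots at the heading stage. On these arrays, of roots at 25 days after sowing, OsNAM12.1 had log2 signals of 7.77 ± 0.30 (SD, n = 2) in well-watered IR64-Tr-E2 and 7.38 ± 0.05 (SD, n = 3) in well-watered IR64-WT. Under drought they were 6.83 ± 0.54 and 6.15 ± 1.12 (SD, n = 3 each). The difference of 0.67 under drought (standard error 0.51, adjusted p = 1, limma) and of 0.39 when well watered (standard error 0.57, adjusted p = 0.971, limma) were both short of the threshold. The well-watered arrays of the lines did not overlap, and with slide as a block the well-watered difference was -0.10. The probe fell by 1.23 with drought in IR64-WT (standard error 0.51, adjusted p = 0.2, limma). Of the 273 probes, 2 were called for drought in at least 1 genotype. OsGDP12.1 (LOC_Os12g29400) was called in both IR64 lines and LOC_Os12g26380 in Vandana. After Benjamini-Hochberg adjustment 20 probes were called, 11 in IR64-WT, 14 in IR64-Tr-E2, 2 in NIL-481-B and 4 in Vandana. Leaving out 1 array at a time gave 1 to 4 calls, the highest without IR64-WT well-watered replicate 1. LOC_Os12g26380 fell under drought in every genotype, by 6.21 in Vandana (standard error 0.74, adjusted p = 1.99e-04, limma; 1 of 3 drought arrays well above background), and was at least 12.1-fold lower in IR64-WT, 18.6-fold in IR64-Tr-E2 and 9.26-fold in NIL-481-B. These bounds do not rank the genotypes. The fall in NIL-481-B was not called after normexp background correction or without any 1 of 4 of its 6 arrays.

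**Figure D2:**
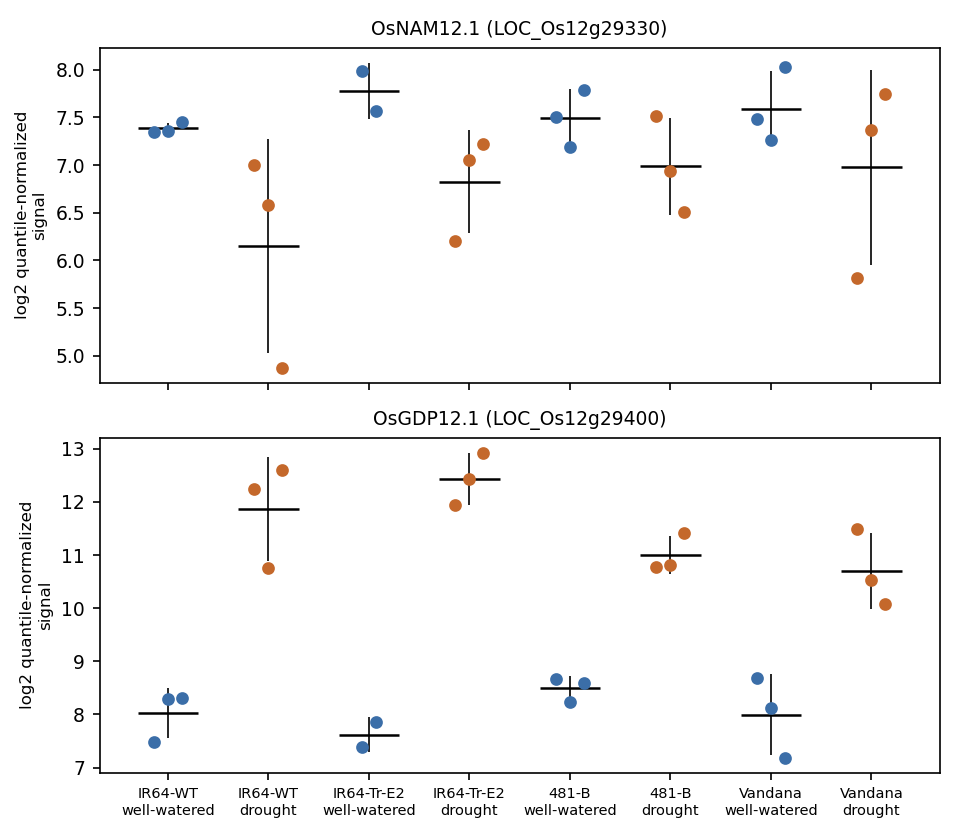
Log2 quantile-normalized signal of OsNAM12.1 (top) and OsGDP12.1 (bottom) on each array by genotype and treatment. Points are arrays (blue, well watered; orange, drought), horizontal lines are group means and vertical lines 1 SD. OsNAM12.1 arrays of IR64-Tr-E2 and IR64-WT overlap under drought, and OsGDP12.1 is higher on every drought array than on every well-watered array of the same genotype.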

Within *qDTY*_*12.1*_, 38 genes were differentially regulated under drought. 

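OsGDP12.1 rose with drought by 3.85 (log2, standard error 0.48, adjusted p = 1.42e-04) in IR64-WT and by 4.82 (standard error 0.53, adjusted p = 5.44e-05) in IR64-Tr-E2, in limma's test with Benjamini-Hochberg adjustment. In NIL-481-B it rose by 2.50 (adjusted p = 0.0202, limma) and in Vandana by 2.70 (adjusted p = 0.00766, limma). The NIL-481-B call was lost without any 1 of 5 of its 6 arrays, and the Vandana call without its drought replicate 1 or well-watered replicate 3. OsDR12.1 (LOC_Os12g27830) was at least 2.62-fold higher under drought in IR64-WT (adjusted p = 0.0404, limma; 2 of 3 drought arrays well above background) and at least 2.03-fold higher in IR64-Tr-E2 (adjusted p = 0.0078, limma). In NIL-481-B and Vandana it was not well above background on any array. Both calls were lost after the 75th percentile shift, the IR64-WT call also with slide as a block and without any 1 of 4 of its 6 arrays, and the IR64-Tr-E2 call without its well-watered replicate 1. OsMtN312.1 (LOC_Os12g29220) rose by 1.45 in IR64-Tr-E2 (standard error 0.29, adjusted p = 0.00653, limma), where neither well-watered array was well above background. It rose by 0.79 in IR64-WT (adjusted p = 0.0918, limma), 0.03 in NIL-481-B and 0.19 in Vandana. The call in IR64-Tr-E2 was lost after the 75th percentile shift and without its well-watered replicate 1. OsWAK125 (LOC_Os12g29430) rose by 3.57 in IR64-Tr-E2 (adjusted p = 0.0178, limma), a call lost without drought replicate 1 of that line and without its well-watered replicate 1, where the rise was 1.90. It rose by 1.36 in IR64-WT, was well above background on 1 of 6 arrays in NIL-481-B and was at least 1.35-fold lower under drought in Vandana, all short of the threshold. OsCDP12.1 (LOC_Os12g26940) rose by 0.95 in IR64-WT (adjusted p = 0.179, limma) and 1.01 in IR64-Tr-E2 (adjusted p = 0.139, limma). For OsARF12.1 (LOC_Os12g29520) the rise was 2.23 in IR64-WT (adjusted p = 0.183, limma) and at least 2.66-fold in IR64-Tr-E2 (adjusted p = 0.141, limma). For none of the 6 genes was the difference in drought response between IR64-Tr-E2 and IR64-WT called (each adjusted p = 1, limma). It was 2.21 (standard error 1.13) for OsWAK125 and 0.97 (0.72) for OsGDP12.1, in a comparison where 18% of simulated changes of 2 log2 units were recovered after Benjamini-Hochberg adjustment.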

Six of the initially shortlisted 13 genes (*OsCDP*_*12.1*_*, OsDR*_*12.1*_*, OsWAK125*_*12.1*_*, MtN3*_*12.1*_*, GDP*_*12.1*_, and *OsARF*_*12.1*_) were prominently up-regulated (Figure S15). These included the EMSA-validated targets of *OsNAM*_*12.1*_ and/or qPCR-validated drought responsive genes. 

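Members of the families of qDTY12.1 genes were sought among the gene descriptions of Table S4. A NAM gene outside the region had a difference in drought response of 2.82 (log2, IR64-Tr-E2 minus IR64-WT), of which 1.65 lay in the drought arrays and -1.17 in the well-watered arrays. A cellulose synthase lay at -0.06. The 3 MtN3 probes, of which 1 is in the region, had a median of 0.66, with 2 higher in IR64-Tr-E2. GRAM domain genes were represented by OsGDP12.1 alone, at 0.97. Pollen Ole e proteins had 0 matching descriptions. None of these differences was called over all probes. The 75th percentile shift put the cellulose synthase at 0.31 and kept the sign of the others.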

Other genes putatively *trans*-regulated by *OsNAM*_*12.1*_ included members of gene families, representatives of which were implicated as *cis*-regulated by *OsNAM*_*12.1*_ in *qDTY*_*12.1,*_ for example: GDP, AFC2, POLE, CESA, MtN3, NAM and WAK. Importantly, expression of *qDTY*_*12.1*_genes compared between IR64-Tr-E2 and IR64-WT under drought largely mirrored the differences in expression of these genes compared between Vandana and 481-B (Figure S15). 

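The paper's statement cites a figure of drought against well-watered folds of its differentially expressed region genes, while all 273 qDTY12.1 probes were used here. Across these probes, the differences under drought of IR64-Tr-E2 minus IR64-WT and of NIL-481-B minus Vandana had a Pearson's r of 0.00163 (jackknife error 0.231 over arrays). Spearman's rho was 0.0179. The signs were the same in 52.0% of the probes, against 49.4% of the probes elsewhere on the array. These are correlations across genes, which are not independent replicates, and no p-value is given. Among the 120 region probes well above background on every array of at least 1 group, r was -0.0784 and 46.7% had the same sign. Taken on the drought responses in place of the levels under drought, r was -0.117, against -0.256 for the probes elsewhere. With 1 array left out at a time r lay between -0.0967 (without Vandana drought replicate 3) and 0.129 (without Vandana drought replicate 1), and among the 20 probes changed by drought after Benjamini-Hochberg adjustment, a choice made after seeing the data, it was 0.107. Between NIL-481-B and Vandana under drought 0 region probes were called by limma, and 0 after Benjamini-Hochberg adjustment, and 9 (3.30%) had an unadjusted p below 0.05. On the whole array 2 probes were called for this comparison and 1072 (2.03%) had an unadjusted p below 0.05. Both shares are below the 0.05 that chance alone would give on average.

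**Figure D3:**
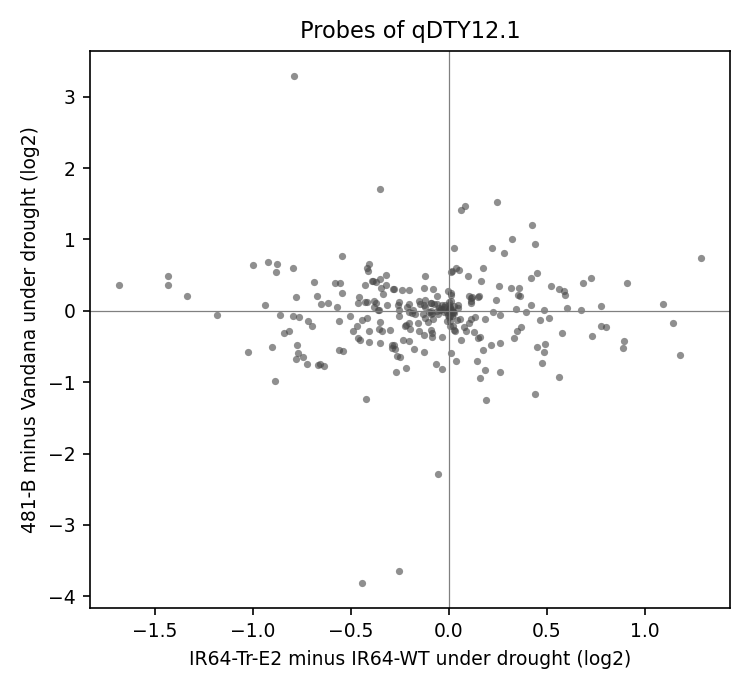
Difference under drought of NIL-481-B minus Vandana against IR64-Tr-E2 minus IR64-WT (both log2) for each of the 273 qDTY12.1 probes. Each point is a probe; the points spread around 0 on both axes, with r at 0.00163.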

For most genes, however, IR64-Tr-E2 exhibited higher scales of regulation (positive or negative) compared to 481-B under drought. This suggested the effect of *OsNAM*_*12.1*_ and supported it as a centrally important gene of *qDTY*_*12.1*_. 

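The absolute drought response was larger in IR64-Tr-E2 than in NIL-481-B for 190 of the 273 qDTY12.1 probes (69.6%). Of the probes elsewhere on the array, 73.2% had a larger response in IR64-Tr-E2 than in NIL-481-B. IR64-WT had the larger response against NIL-481-B in 63.7% of the region probes and in 66.3% of the others. The mean of the IR64-Tr-E2 response rests on 5 arrays and that of NIL-481-B on 6. After the 75th percentile shift, which moved the median IR64-Tr-E2 response of all probes to -1.12 and that of NIL-481-B to -0.03, the share in the region was 87.9%. It was 79.2% among the probes kept by a filter on dim probes and 66.7% to 72.9% with 1 array left out. From the differences between IR64-Tr-E2 and IR64-WT, which it sets beside those between Vandana and NIL-481-B, and from the larger responses of IR64-Tr-E2, the paper proposes that OsNAM12.1 is a central gene of qDTY12.1. The paper also rests this on mapping in recombinant lines, promoter binding, qPCR and transgenic plants, none of which these arrays test.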

Retrotransposons within *qDTY*_*12.1*_(CACTA, TY3-gypsy subclasses) were more prominently suppressed in the transgenic roots under stress. 

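Table S4 marks 4 transposon or retrotransposon probes in qDTY12.1. The retrotransposon LOC_Os12g28440 fell with drought by 2.53 (log2) in IR64-Tr-E2 and by 0.80 in IR64-WT, LOC_Os12g29080 (Ty3-gypsy) by 2.65 and 0.76, and LOC_Os12g29110 (Ty3-gypsy) by 2.57 and 0.78. The differences in response were -1.73, -1.89 and -1.78, each with an adjusted p of 1 (limma). Of the falls, that of LOC_Os12g29080 in IR64-Tr-E2 was called (adjusted p = 0.0496, limma), and not after the 75th percentile shift (0.0502) or without any 1 of the 5 arrays. The falls of LOC_Os12g28440 and LOC_Os12g29110 in IR64-Tr-E2 were called with slide as a block (adjusted p = 0.0444 and 0.0439, limma) and with dim probes filtered (0.0385 and 0.0335). Under drought alone all 3 had the lower mean in IR64-Tr-E2, with a smallest difference of -0.65 for LOC_Os12g29080, and when well watered the higher mean, by between 0.73 and 1.23. The transposon LOC_Os12g27980 went the other way, with a rise of 2.09 in IR64-Tr-E2 and 1.15 in IR64-WT. The median over the 4 probes was -1.76, with a jackknife error of 1.05 over arrays, and -1.39 relative to all probes after the 75th percentile shift. In NIL-481-B and Vandana the 3 retrotransposons fell by between 1.05 and 2.11.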

Their functional significance, and relationship to *OsNAM*_*12.1*_ under drought, if any, requires further research. Nevertheless, the transcriptome analysis reiterated possible roles for multiple genes of *qDTY*_*12.1*_ for its optimal functionality while highlighting putative *trans*-genomic and *cis*-*qDTY*_*12.1*_ gene sets affected by *OsNAM*_*12.1*_.

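Further shortlisted genes of qDTY12.1 changed with drought on these arrays. OsPOLE1912.1 (LOC_Os12g28770) fell by 2.51 (log2, standard error 0.47, adjusted p = 0.00503, limma) in IR64-WT and by 3.41 (standard error 0.53, adjusted p = 0.00116, limma) in IR64-Tr-E2, with no overlap between the treatments. The falls of 2.06 in NIL-481-B (adjusted p = 0.0614, limma) and 1.68 in Vandana (adjusted p = 0.081, limma) were short of the threshold. Both passed it after normexp background correction and with dim probes filtered, and that in NIL-481-B also with slide as a block (adjusted p = 0.0378, limma) and without its drought replicate 3. OsGDPD12.1 (LOC_Os12g27102) was at least 1.63-fold higher under drought in Vandana (adjusted p = 0.0371, limma), a call lost after the 75th percentile shift, after normexp background correction, with slide as a block, and without any 1 of 4 of its 6 arrays, the array labelled Vandana well-watered replicate 2 among them. OsCesA1012.1, OsTFP12.1, OsAFC212.1, OsAH12.1, OsWAK12.1 (LOC_Os12g29434) and OsEP112.1 had fitted changes between -0.94 and 0.66 in the 4 genotypes, and none was called. Both ends rest on dim signals. The lowest is OsTFP12.1 in IR64-WT, with 0 of 3 arrays well above background in each treatment. The highest is OsCesA1012.1 in NIL-481-B, with 1 of 3 drought arrays and 0 of 3 well-watered arrays well above background. Table S2 gives LOC_Os12g29434 for OsWAK12.1, and the primers of Table S7 LOC_Os12g29430, which rose by 3.57 in IR64-Tr-E2 (adjusted p = 0.0178, limma).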

### Complementation of OsNAM_12.1_ in Vandana

The Vandana allele of *OsNAM*_*12.1*_ was different from the Way Rarem allele in three amino acids, K7N, S109N, and insertion of a P at 223, while the promoter of the Vandana allele lacked a 246 bp indel with critical drought responsive *cis*-regulatory elements (Figures S16 and S17). Due to these alterations, the Vandana allele might be a functional knock-out despite its RNA and protein expression. Thus, its possible complementation was assessed by over-expressing the Way Rarem allele in Vandana. These transgenic plants, especially the line V580, exhibited marginally increased root growth under normal conditions but extensively increased root growth under drought (Fig. 4). The three transgenic lines of Vandana were relatively shorter and sterility was more than in the WT plants. For this reason panicle branching or yield data were not comparable. Constitutive over-expression of NAM/NAC transcription factors is often known to lead to dwarf plants^22^, which was also observed with some transgenic lines of IR64. Sub-optimal effects of *OsNAM*_*12.1*_ on its putative target traits in IR64 and Vandana, compared to when it is introgressed as part of *qDTY*_*12.1*_, reiterated the need for Way Rarem alleles of additional *qDTY*_*12.1*_ genes. NAM/NAC genes regulate various genes, which in turn affect biochemical pathways and physiological mechanisms in different crops in response to biotic, abiotic and developmental cues^21^. The effect of NAC genes on drought tolerance in rice by root architecture modification is known^23^,^24^. However, the phylogeny and protein domain structure of *OsNAM*_*12.1*_ makes it rather unique (Figure S16), perhaps leading it to regulate unique sets of genes which might underlie the *OsNAM*_*12.1*_ effects on multiple traits under drought.

### Role of additional qDTY_12.1_ genes

In order to assess the importance of the additional genes implicated for a role in the functionality of *qDTY*_*12.1*_, insertion mutants were identified in the TRIM database^25^ for 7 of the 13 genes. Insertion-site flanking-sequence-analysis-mediated single site insertion-mutants were grown to obtain plants homozygous for the insertion. *OsAH*_*12.1*_ was evaluated as a knock-out (KO) mutant while the six other genes (*OsGDP*_*12.1*_, *OsAFC2*_*12.1*_, *OsPOLEI19*_*12.1*_*, OsCESA10*_*12.1*_, *OsWAK*_*12.1*_ and *OsARF*_*12.1*_) were evaluated as activation tag mutants (AT). All seven mutants exhibited increased root branching compared to the wild type in tube and pot studies (Fig. 4B, C). Increased root branching in the *OsAH*_*12.1*_-KO line supported the concept that it was a negative regulator of root branching; while root branching increased in 481-B under drought, it exhibited down-regulation of *OsAH*_*12.1*_ (Figure S11). As a corollary, other down-regulated genes such as *OsAFC2*_*12.1*_and *OsARF*_*12.1*_may also be negative regulators and hence their AT lines should exhibit reduced root branching. However, increased root branching of the *OsAFC2*_*12.1*_and *OsARF*_*12.1*_AT lines suggested that the role of these genes in 481-B may be under more complex genetic/genomic controls, not least of which might be the influence of altered expression trends and content of *OsNAM*_*12.1*_. Similarly, *OsWAK*_*12.1*_expression in 481-B did not change much under drought, yet the AT line showed increased root branching. On the contrary, increased root branching in the AT lines of other genes suggested more straightforward regulation since their expression under drought in 481-B was also up-regulated. These results in combination with the EMSA assays suggested that *OsNAM*_*12.1*_could be a positive or a negative regulator, similar to another drought-responsive transcription factor DREB2A^26^. The links depicted in the schematic Figure S9 suggest possibilities of crosstalk between the genes. For example, feedback and feed-forward loops may be possible in the case of *OsAFC2*_*12.1*_and *OsPOEI19*_*12.1*_ linked to *MYB* transcription factors and *OsNAM*_*12.1*_linked to the WRKY transcription factor. WRKY genes are extensively auto/cross regulated under stress^27^ and the *MYB* genes are feedback-regulated by their downstream target miRNA genes^28^. Similarly, direct or indirect putative links between the genes, illustrated by the blue lines connecting the green circles in Figure S9, may also influence each other’s expression. Such crosstalk among *NAM/NAC*, *MYB*, *WRKY*, and *CesA* genes has been well documented for the process of secondary cell wall formation^29^. Such intra-QTL crosstalk and genomic background difference/interaction might underlie variations in gene expression and trait phenotypes when 481-B, V580, and IR64-Tr-E2 are compared.

## Discussion

Altered root architecture and transpiration efficiency are related to drought tolerance^30^ occasionally through NAM/NAC family transcription factors^31^. However, our results implicated the concerted action of *OsNAM*_*12.1*_ in *qDTY*_*12.1*_ in novel traits. For example, increased secondary branching of the panicles and concomitantly in the number of spikelets under drought might be an important component of yield under drought. In addition to its known validity in multiple genotypes, environments, and ecosystems^32^, *qDTY*_*12.1*_ was valid not just at the reproductive stage but also at the seedling stage (Figure S5) making it a highly valuable QTL.

The variation noted among the NILs in Figure S5 was not due to background effects; all NILs were developed from one F3-derived line and two BC2-derived sister lines whose backgrounds were different only in one marker among all of the markers employed. A reason for variation among NILs could be the micro-heterogeneity common to drought experiments and quantitative traits. Another reason could be the gene x gene (G × G) interactions as seen through the metabolite and proteome analysis of *qDTY*_*12.1*_ NILs in comparison with the parental genotypes^33^,^34^. Such ‘interactions’ may assume higher proportions of variability that lead to differences among the NILs given the fact that *qDTY*_*12.1*_ was contributed by the susceptible parent Way Rarem, making the tolerant recipient parent Vandana even more tolerant. These implicated epistatic interactions may not be spatio-temporally constant due to metabolic fluxes. Such epistasis was documented earlier, and *qDTY*_*12.1*_ was shown to be epistatic to two QTLs from Vandana, i.e. *qDTY*_*2.3*_ and *qDTY*_*3.2*_^35^. This epistatic effect on gene expression was particularly observed on *OsNAM*_*12.1*_, where a drought-mediated down-regulation in parental and WT plants changed to an up-regulation under drought in the NIL 481-B and in transgenic plants of Vandana and IR64 overexpressing *OsNAM*_*12.1*_ (Figure S11). Additionally, the yield under drought was greatest when the entire QTL region was of the Way Rarem type (Fig. 3C). However, other intra-QTL gene combinations were also valid for increased yield under drought, implicating intra-QTL epistasis, which we detected on analysis of the data in Fig. 3C. Hence, the two levels of epistasis can be hypothesized to underlie variation in the performance of the NILs. Moreover, the fact remains that Vandana never performed as well as most of the NILs for yield under drought and allied traits, including shoot and root biomass. Thus it can be accepted that the features observed in the NILs were due to *qDTY*_*12.1*_ and not due to their minor differences in the genomic background.

Results on morpho-physiological characterization of the NIL 481-B taken together with the previous observation that *qDTY*_*12.1*_ increases water uptake under drought^18^ suggested that *qDTY*_*12.1*_ responded via developmental and physiological adaptations. Results of field tests under different soil types and different severity of drought^15^,^17^,^32^ suggest a complex, multi-trait-based mechanism driving *qDTY*_*12.1*_. This is borne out by the comparative primary metabolites and proteome analysis of 481-B, which reveal extensive changes in the content of sugars and amino acids in the roots and flag leaves under drought but not in the spikelets^33^,^34^.

A single SNP is enough to lead to a new phenotype, mostly if that is a non-synonymous change altering an amino acid. A single SNP altering a trans-acting protein binding site in the promoter can also be causal to a phenotype. Through our sequencing results we noted numerous changes in most of the genes when the *qDTY*_*12.1*_ region was compared between the parental lines Vandana and Way Rarem, highlighting the possible role of SNPs in non-synonymous changes in amino acids or in particular protein binding elements of the upstream sequences. Since genes that do not show SNPs between Vandana and Way Rarem had almost no chance of being a candidate gene, the first level of selection was only to state that all the genes that have SNPs are likely to be candidate genes. Those that had SNPs but whose expression was not influenced by drought, as judged through Genevestigator, did not go to the next stage of selection.

Gene expression of the nine interlinked genes was compared in the roots of the two parental (V and WR), NIL (481-B), WT (IR64) and transgenic plants (V580 and IR64-Tr-E2) (Figure S11). *OsNAM*_*12.1*_ was indeed over-expressed, as expected in the transgenic V580 and IR64-Tr-E2 but also in 481-B. Given the regulation of the five genes (whose promoter binding is documented in Figure S10) by *OsNAM*_*12.1*_ (*OsCesA10*_*12.1*_ was not compared as Vandana lacks the gene), as well as the mutant analysis for root proliferation (Fig. 4), the *OsAFC2*_*12.1*_ and *OsARF*_*12.1*_ should be up-regulated and *OsAH*_*12.1*_ should be down-regulated under drought in the three tolerant genotypes, i.e. 481-B, V580, and IR64-Tr-E2. Under drought *OsAH*_*12.1*_ is down-regulated in 481-B and V580 and the upward trend of IR64-WT is curtailed in IR64-Tr-E2, effectively amounting to comparative down-regulation. *OsAFC2*_*12.1*_ and *OsARF*_*12.1*_ are unexpectedly down-regulated in 481-B but their expression increases or remains similar under drought in V580 and IR64-Tr-E2. Overall, V580 and IR64-Tr-E2 exhibited similar expression trends for five of the nine candidate genes under drought, and these were largely similar to expression trends in 481-B. However, *OsAFC2*_*12.1*_, *OsMtN3*_*12.1*_*, OsWAK*_*12.1*_and *OsARF*_*12.1*_ exhibited differential expression, which was reminiscent of the genomic and intra-QTL epistatic interactions. Most genes in transgenics V580 and IR64-Tr-E2 (with the odd outlier) follow the expression trends of 481-B in response to drought, suggesting their optimal role in the drought responsive morpho-physiological changes conferred by *qDTY*_*12.1*_. Largely similar yet slightly different gene-combinations of the nine genes could result in similar responses (Fig. 3C). These aspects highlight the complex gene interactions underlying the multigene quantitative trait of drought tolerance, and our results demonstrate this complexity within a field-validated QTL with a major effect on yield. Thus, a gene-cluster subtending linked sub-QTLs has now been illustrated.

Linked, interacting, or fractionating QTLs are known^36^,^37^,^38^,^39^. Such fractionating QTLs that are functional through clustered and/or multiple genes of different gene ontologies (multi-GO) are advocated^40^ and hypothesized^41^,^42^ and the underlying clusters have been predicted *in silico*^43^,^44^,^45^. However, multi-GO genes predicted for the functionality of any plant QTL have never been validated. Similarly, genes in the functional gene clusters representing gene families^46^, biosynthetic pathways^47^ or certain traits^48^,^49^ belong to a single GO category. The plant self-incompatibility (SI) S-locus is a unique case of multi-GO locus in which SI is governed in different plant families through genes of different GO categories, i.e. the S-locus receptor kinase and S-locus cysteine rich protein (SRK/SCR) in *Brassicaceae*; S-RNase and S-locus F-box proteins (SRN/SLF) in *Solanaceae/Rosaceae;* and the pistil S-determinant (calcium signaling) and a transmembrane protein, (the pollen S-determinant; PrsS/PrpS) in *Papaveraceae*^50^,^51^. However, these cases of two alternative genes are different from the multigene, genetic architecture of a regulon implied by the drought-mediated response of several multi-GO genes regulated by *OsNAM*_*12.1*_. The translation initiation factor eIF4E is proposed as a central node of an RNA regulon coordinately orchestrating the expression of multiple genes at the post-transcriptional level^52^, but no DNA regulons for clustered genes are known in eukaryotes. Our results do not establish *qDTY*_*12.1*_ as a regulon definitively, but do suggest the potential for such a genetic architecture, which must be proven in the future through further analysis.

Due to their different GO categories, the potential roles of the genes in *qDTY*_*12.1*_putatively regulated by *OsNAM*_*12.1*_ span a variety of functions (Table S2). Two genes, *OsAH*_*12.1*_ and *OsAFC2*_*12.1*_, potentially have the ability for global transcriptome modulation through affecting DNA methylation and alternative splicing, respectively. *OsAH*_*12.1*_ is highly similar to a deaminase for s-adenosyl homocysteine (SAH), which is a potent inhibitor of DNA methyltransferases^53^, and *OsAFC2*_*12.1*_ is highly similar to a kinase for phosphorylation-mediated S/R protein activation as a component of the spliceosome (Table S2). However, the putative co-expression and crosstalk connections illustrated in Figure S9 implicate a role for all nine intra-QTL genes, which are further connected to important drought/stress responsive genes including WRKY transcription factors. *OsMtN3*_*12.1*_ is *Xa25*^54^, which was also identified as the *SWEET13*, and its homologs *SWEET11* and *SWEET14* were shown to be hexose sugar transporters^55^ which can have a critical role in drought tolerance^56^. Of the 13 rice *OsGdpD* genes, preliminary results implicate *OsGdpD*_*12.1*_ specifically in the elongation of anther filaments and root hairs, both of which may be important factors to counter reproductive stage drought. In white lupin, two *GdpDs* were shown to be associated with root hair development and phosphorus deficiency tolerance^57^, which may be linked to drought response due to reduced nutrient diffusion under drought^58^,^59^. Similarly, an Arabidopsis Gram Domain Protein (GDP; a likely ortholog of *OsGDP*_*12.1*_) was shown to be ABA- and stress-responsive and affected reproductive development^60^. A rice homolog of *OsWAK*_*12.1*_ was also associated with female gametophyte development^61^, while silencing of another *OsWAK* led to abnormal root development and anther indehiscence^20^. *OsPOEI19*_*12.1*_ has high similarity to an Arabidopsis ortholog (AT5GO5500) that is known to be functional in root hair elongation, while the cell wall forming cellulose synthases similar to *OsCesA10*_*12.1*_ are also known to be functional in root and root hair development^62^. Apart from these genes, the root transcriptome comparison between Vandana and 481-B under drought revealed upregulation of an AAA-type ATPase (LOC_Os12g28550) within *qDTY*_*12.1*_. 

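The ATPase probe (LOC_Os12g28550) had log2 signals under drought of 2.88 ± 0.50 in NIL-481-B and 2.42 ± 1.38 in Vandana (SD, n = 3 each), and was well above background on 1 of 3 arrays in each. The difference of 0.46, NIL-481-B minus Vandana, had a standard error of 0.76 and an adjusted p of 1 (limma), so that it did not exceed the spread between arrays.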

ATPases couple energy generation with macromolecule translocation^63^ and are known to enhance drought and salinity tolerance^64^. With two pertinent transcription factors, two additional putative transcriptome modulators responsive to drought, and a suite of genes associated with root or reproductive organ development, often under drought, *qDTY*_*12.1*_ is well structured as a large-effect QTL for yield under drought.

For insertion mutation in the co-localized genes and their effects on root phenotype, the positive effect of *OsARF*_*12.1*_-AT on lateral root development was reiterative of the role of ARFs^65^ but opposite to that expected from qPCR and transcriptome analysis which showed *OsARF*_*12.1*_ down regulation in 481-B and transgenic V580 while remaining almost unchanged in IR64-Tr-E2 under drought (Figure S11, S15). These results can be expected because *OsARF*_*12.1*_, categorized as *OsARF24*^66^,^67^, may be a negative regulator like its Arabidopsis ortholog *AtARF2*^68^, and perhaps functionally similar to *OsARF12*, which is known as a negative regulator of inorganic phosphorus absorption and translocation and lateral root growth^69^. 

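For OsARF12.1 the drought response was 0.71 (log2, standard error 0.90, adjusted p = 1, limma) in NIL-481-B and 1.49 (standard error 0.90, adjusted p = 0.391, limma) in Vandana. Under drought the mean was higher in NIL-481-B than in Vandana by 0.81 (standard error 0.90, adjusted p = 1, limma). The difference between their responses was -0.78 (standard error 1.27, adjusted p = 1, limma), and -1.46 without the array labelled Vandana well-watered replicate 2. Between IR64-Tr-E2 and IR64-WT under drought OsARF12.1 differed by 0.28 (standard error 0.90, adjusted p = 1, limma).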

Extensive characterization of the TRIM mutants is essential to establish their individual roles and the value of their combinatorial contribution to root architecture and to the function of *qDTY*_*12.1*_. However, our results reiterate the complexity of drought tolerance and the advantages of the large-effect QTLs. Additional large-effect QTLs valid in multiple systems have since been identified^32^, and preliminary analyses of two such QTLs support a similar multi-GO cluster-based functionality (AKo, unpublished results). In one of these instances, the most favored candidate gene is another NAM/NAC TF, which seems to be a master regulator similar to *OsNAM*_*12.1*_. Extensive network analysis in robust systems such as rice and Arabidopsis can identify such master regulators as exemplified recently for the transcription factor *HYR*^70^.

A limitation in our report is the lack of assessment of multiple genes in independent transgenic plants, and perhaps in various backgrounds, which could further validate the interactions of the multiple intra-QTL genes. Additionally, most experiments such as the qRTPCR and transcriptome analysis were performed on the root tissue whereas it would be useful to compare similar data for leaves, stems, and panicles. We have already performed such comparative studies for metabolites and proteomes^33^,^34^ and are currently undertaking the transcriptome comparison. Futhermore, characterization of additional intra-QTL genes could improve our understanding of *qDTY*_*12.1*_ function. For example, we excluded *OsCDP*_*12.1*_ and *OsDR*_*12.1*_ from further analysis when moving ahead with a selection of 10 genes from among the 13 shortlisted, but both of these genes showed strong correlation to drought response based on the transcriptome data (Figure S9). 

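On the arrays, OsCDP12.1 had a log2 signal of 6.17 ± 0.11 under drought and 5.21 ± 0.39 when well watered in IR64-WT (SD, n = 3 each), with no overlap between the treatments. In IR64-Tr-E2 it had 6.27 ± 0.32 (SD, n = 3) and 5.26 ± 0.47 (SD, n = 2), again without overlap. It rose by 0.29 in NIL-481-B and fell by 0.46 in Vandana, with overlap in both. OsDR12.1 had 5.06 ± 1.56 (SD, n = 3) under drought in IR64-WT and 5.21 ± 0.05 (SD, n = 3) in IR64-Tr-E2, where all 3 drought arrays and neither well-watered array were well above background.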

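Drought changed the AAA-type ATPase LOC_Os12g28550 by -0.12 (log2, standard error 0.76, adjusted p = 1, limma) in NIL-481-B and by -1.66 (standard error 0.76, adjusted p = 0.252, limma) in Vandana. The difference between these responses was 1.54 (standard error 1.07, adjusted p = 1, limma), and 0.66 without the array labelled Vandana well-watered replicate 2.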

Finally, the transcriptome data revealed an intra-QTL AAA-type ATPase that was differentially regulated in Vandana and 481-B under drought. This was not detected as a potential candidate gene by our strategy, most likely due to lack of SNP identification between its Vandana and Way Rarem alleles, which in turn may be a limitation of the depth (15x) of the sequencing data. However, the transcriptome data also revealed a similar expression differential for this ATPase under drought between IR64-WT and IR64-Tr-E2 overexpressing *OsNAM*_*12.1*_, suggesting that the ATPase may also be regulated by *OsNAM*_*12.1*_. Nevertheless, these transcriptome analysis results identified additional *cis*-genes, further supporting the multi-gene hypothesis. Such identification of markers at different functional levels based on omics and mechanistic understanding can facilitate precision breeding.

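In the IR64 lines the ATPase probe was well above background on every array. Under drought it had a log2 signal of 6.64 ± 0.93 in IR64-Tr-E2 and 5.92 ± 0.77 in IR64-WT (SD, n = 3 each), a difference of 0.73 (standard error 0.76, adjusted p = 1, limma). Its drought response was 0.77 in IR64-Tr-E2 and -0.20 in IR64-WT, with a difference of 0.97 (standard error 1.14, adjusted p = 1, limma).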

In summary, the involvement of more than a single cardinal gene in *qDTY*_*12.1*_ functionality was demonstrated by six lines of evidence: intra-QTL recombinants, qRT-PCR, EMSA, transgenic plants, root transcriptome, and insertion mutants. The results suggest a role for genomic and intra-QTL epistasis that should be explored further to ascertain the reasons for some unexpected results, for example the differences in gene expression of some of the *OsNAM*_*12.1*_ target genes in 481-B and V580. Exploring the contribution of epistasis will also help in further understanding the molecular mechanisms operative in 481-B for its benefits under drought. Our results reiterate a role for the NAM/NAC transcription factors in lateral root proliferation under drought and also implicate a novel role for *OsNAM*_*12.1*_ in increasing spikelet fertility and the number of secondary branches and spikelets in panicles under drought. This study elucidates the molecular nature of factors involved in a QTL donated by a susceptible variety, and demonstrates a gene-cluster of genes of independent GO-terms interacting in *cis* to affect a trait – both of which are novel contributions to our understanding of complex traits such as drought response. These results set the scene for identification of similar *cis*-acting multi-gene clusters with large effect on a trait. Already, additional drought-yield QTLs have been identified and their pyramiding is now supporting fast-tracked improvement of rice^32^. Finally, our results underscore the much espoused complementation of field-based breeding and whole-plant physiology with data mining, molecular biology and systems biology approaches to mitigate food scarcity, hunger and poverty through rice science^71^.

### Experimental procedures

#### Plant material

*qDTY*_*12.1*_ was identified in an F_3:4_ population derived from the cross Vandana/Way Rarem^14^. IR79971-B-102-B, one of the F_3_-derived lines was used as the donor for *qDTY*_*12.1*_. This line was backcrossed to Vandana to develop BC_2_- and BC_3_-derived populations and NILs as outlined in Figure S1. A set of contrasting +QTL and –QTL BC_2_F_3_-derived lines was used for yield and morpho-physiology studies, while the line 481-B was used for most molecular studies. The BC_2_F_3_ lines were also used to identify intra-QTL recombinants, which were then used for genotyping with 19 markers for high density mapping.

#### Reproductive-stage drought screening experiments

Field experiments were conducted from 2010–2013 at the International Rice Research Institute (IRRI), Los Baños, Laguna, Philippines, located at 14^o^ 13′N latitude, 121^o^ 15′E longitude, at an elevation of 21 m. Screening of BC_2_F_3:4_ and BC_3_F_3:4_ lines with *qDTY*_*12.1*_ developed through MAB, and subsequent AYTs and physiology studies, were conducted using an α-lattice or randomized complete block design along with Vandana, Way Rarem, in 2–4 replications of 1–4 row plots 1.5–3 m in length, 0.25 m row-to-row spacing and 2.0–2.5 g seed per linear meter. Fertilizer and crop management practices were followed as earlier^72^. Stress was initiated by withholding irrigation at 35 days after sowing (DAS), and irrigation supplied when the soil water tension fell below –50 kPa at 30-cm soil depth. Based on grain yield, the additive effect of a line

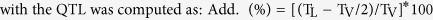

where Add. (%) is the percentage additive effect of the line with the QTL over the recipient parent (Vandana), T_L_ is the trait value for the line with the QTL, and T_V_ is the trait value of the recipient parent (Vandana).

#### Molecular breeding scheme

The MAB scheme for the transfer of *qDTY*_*12.1*_ into Vandana is shown in Fig. S1. Seeds from 62 different lines coming from BC_2_- and BC_3_-derived populations were multiplied under non-stress conditions and confirmed for the presence of *qDTY*_*12.1*_ along with background screening with segregating markers. Thirty-five selected lines with the *qDTY*_*12.1*_ segment were evaluated in advanced yield trials (AYTs) under upland stress and non-stress conditions and four BC_2_-derived and three BC_3_-derived lines with *qDTY*_*12.1*_, superior plant type, the highest Vandana genome recovery, and highest yield under non-stress conditions were identified. Additional information on drought screening and molecular breeding is provided in the Supplementary information.

#### Seedling stage trials

Seedling stage stress trials were established in upland fields in 2012 WS as described above. Drought was initiated at 7 DAS and plants were sampled to measure shoot biomass at 32 DAS. A seedling greenhouse study was conducted as described earlier^72^. Soil moisture treatments included well-watered (WW; maintained at field capacity) and drydown from field capacity (DD), with five replicates per genotype planted in an RCBD. Water uptake, shoot mass, and root length were determined as previously described^72^, including one nodal root from each plant with all lateral roots carefully spread apart in order to detect the number of root branches.

#### Generation of genotypic data

Rice SSR markers described earlier^14^ and three more (RM28076, RM28089, RM28099) were used for foreground, recombinant, and background selection on DNA extracted as described earlier^73^ from young leaves of 2-week-old plants. PCR was performed in 96-well plates as described^74^ and SYBR® Safe used to visualize DNA. The cM position described earlier^14^ was used for constructing chromosome maps, except for the three additional markers where the cM position was calculated based on the physical distance (Mb) of these markers from RM28048. Graphical genotyping software GGT2^75^ was used for the construction of chromosome maps of the selected lines. Nine additional gene-based markers were used (Fig. 3) for genotyping the intra-QTL recombinant lines.

#### Morpho-physiology measurements

Genetic variation for water uptake was determined by volumetric soil moisture at 10 cm depth increments (Diviner 2000, Sentek Sensor Technologies, Stepney SA, Australia). Root samples were taken at 58 (DAS) with 3 sub-replicates per plot using a 4-cm-diameter core sampler to a depth of 60 cm, washed, scanned, and analyzed as earlier described^76^. TE was assessed by carbon isotope analysis of the 2 youngest leaves sampled from 3 plants per plot at 2-week intervals from 21–70 DAS. Δ^13^C was calculated as

(-8-leaf ^13^C conc)

(1+(leaf ^13^C conc/1000))^77^

Instantaneous transpiration efficiency (TE) was determined at 44 DAS by LI-6400 portable gas exchange system (Li-Cor Inc., Lincoln, NE, USA). In all field trials, days to 50% flowering (DTF), mean plant height at maturity (PH), grain yield, and biomass were recorded as described earlier^78^ from a 2 m^2^ (stress) and 0.125–2.0 m^2^ (non-stress) area of each plot. Statistical analysis approach is outlined in Table S5. Statistical analyses for the physiology experiments were performed in R v. 2.8.0 (R Development Core Team, 2008) using ANOVA and LSD as the post-hoc test.

#### Root and panicle phenotyping

Mature dehusked seeds of all genotypes used were sterilized in 1% Sodium Hypochlorite and were germinated in autoclaved MS_0_ media pH to 5.8, in dark at 25–29 °C for 3 days. Ten pre-germinated seeds per line were transferred into MS_0_ with and without 10% (w/v) PEG-8000) in test tubes and were grown under light at 29 °C. The root morphology was observed after 8 days and was documented using Nikon D90 camera under diffused light. WinRhizo software (Régent Instruments, Quebec, Canada) was used for analysis of soil-grown root samples. Two-three week old seedlings were used for well watered or drought treated samples in pot based root phenotyping, and roots were assessed after reproductive stage drought in field based studies. Panicles were assessed for primary and secondary branches, total spikelet numbers, and filled spikelets after harvest from pots, screen-house field or open field. At least 3 panicles were samples from a minimum of 10 plants to facilitate usage of the data as a measure of yield.

#### SNPs in the 53 genes of qDTY_12.1_ region

Targeted sequencing of the QTL region from Vandana and Way Rarem genomes was performed with sequencing libraries using Agilent SureSelect protocol for paired-end Illumina platform (Agilent Technologies: SureSelectXT Target Enrichment System for Illumina Paired-End Sequencing Library, V1.4.1). Data processing, base calling, and extraction of cluster intensities were was done using RTA 1.12.4 (HiSeq Control Software 1.4.5). Sequence quality filtering script was executed in the Illumina CASAVA software (ver 1.8.2, Illumina, Hayward, CA). The raw Fastq reads were mapped/aligned to the IRGSP Build 5 (http://rgp.dna.affrc.go.jp/E/IRGSP/Build5/build5.html) reference sequence using the Bowtie2 (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml) aligner. A few rounds of quality control were typically performed for removal of reads with poor quality: reads with average scores less than 30 and with ambiguous (N) bases, PCR duplicate artifact and reads outside the SureSelect region. Finally, SNPs were identified in Genespring 12.5.

#### Candidate gene selection

There were 118 genes in 1.75 Mb spanning the QTL after dropping the (retro)transposons. These were analyzed *in silico* for expression under drought from three experiments, (GSE26280, GSE24048 and GSE6901) at *ricearray.org*. Manual differential expression analysis was conducted in Microsoft Excel using the relative values; SAM module in Excel (stat.stanford.edu/~tibs/SAM), SAM module in TIGR MeV4 (*tm4.org/mev*), and Genevestigator (*genevestigator.com*) were used. There were 28 recurrent genes common to the 30 genes selected as a first pass based on the number of SNPs in these analyses. After a literature survey and *in silico* analyses for gene ontology (GO; medcomp.medicina.unipd.it/Argot2/index.php), co-expression partners (RiceFREND: http://ricefrend.dna.affrc.go.jp/), promoter *cis*-regulatory elements (PLACE: http://www.dna.affrc.go.jp/PLACE/ and PlantCARE: http://bioinformatics.psb.ugent.be/webtools/plantcare/html/), protein domains (pFAM: http://pfam.xfam.org/ and PROSITE: http://prosite.expasy.org/), and protein partners (STRING: http://string-db.org/), 13 putative candidate genes were chosen. In another analysis, putative NAM binding sites were predicted in the 53 genes of the QTL. The NAM binding motif was generated from the literature, and binding sites were predicted using an in-house perl script.

#### High density mapping

Nearly 1900 BC_2_F_3_ lines were phenotyped for drought tolerance through yield analysis and these lines were then genotyped using 5 SSR markers described earlier^14^. Thirty four of these lines were genotyped with 14 collinear markers (five SSR and 9 candidate gene-based markers) using primers designed (Table S6) after comparing the Vandana and Way Rarem sequences obtained from the NGS data.

#### Preparation of c-DNA for expression study

Standard Trizol mediated (Ambion, Austin, TX, USA) RNA isolation was conducted. The cDNA was synthesized using the ImProm-II Reverse transcription system (Promega Corporation, Madison, USA) as per the manufacturer’s instruction.

#### Real-Time PCR protocol (qRT-PCR)

A 10 μl reaction volume consisted of 1.0 μl of normalized cDNA, 5 μl of 2X SYBR green PCR master mix (Roche Diagnostics GmbH, Germany) and 0.4 μl of 10 mM primer for each primer pair. Reactions were run in triplicate in a 7500 Fast Real-Time PCR System (Applied Biosystems, Foster City, USA). Amplification conditions were 50 °C for 2′, 95 °C for 2′, 40 cycles of denaturing at 95 °C for 10” and a combined annealing and extension step at 60 °C for 30″, followed by a disassociation stage from 60 °C to 95 °C (melting curve analysis). The comparative threshold cycle (ΔΔCt) method was used to quantify the relative expression levels. Primers used are listed in Table S7.

#### Recombinant OsNAM_12.1_

Recombinant OsNAM_12.1_ was expressed in BL21 *E. coli* cells from a *Bam*HI and *Xho*I construct in pET28A(+) (Novagen) amplified from pCAMBIA_NAM using the primers NAMpETFor and NAMpETRev (Table S7). Transformed cells were induced with 1 mM IPTG at 25 °C and induced cultures were lysed in 20 mM sodium phosphate, 0.5 M NaCl, pH 7.4 by sonication. The soluble fraction was extracted by centrifugation at 1000 × g for 30’. Protein was obtained after Ni sepharose column chromatography (GE healthcare), by eluting with 20 mM sodium phosphate, 0.5 M NaCl, 500 mM imidazole, pH 7.4.

#### Electrophoretic Mobility Shift Assay

EMSA was performed using the LightShift Chemiluminescent EMSA Kit (Thermo Scientific, USA) on about 200–400bp promoter regions of target genes amplified with the primers in Table S7. DNA was end labeled with biotin (Thermo Scientific, USA), purification using QIAquick Kit (QIAGEN) and 20 fmol/reaction of the labelled DNA was incubated in binding buffer (10 mM Tris-HCl pH 7.5, 40 mM NaCl, 5% glycerol, 1 mM EDTA), BSA (6 μg), poly (dIdC) (1 μg) with 140 ng of OsNAM_12.1_HIS for 20′ at 30 °C and run on 4% native PAGE. Signal was detected according to the manufacturer’s protocol. Unlabeled fragment was used as specific competitor.

#### Microarray material, hybridization and data analysis

Plants for the microarray analysis were grown during the 2013 wet season in soil-filled cylinders in a screenhouse as described previously^72^. Seeds of Vandana, 481-B, IR64 and the *OsNAM*_*12.1*_ overexpression line were sown in 5 biological replicates in a randomized complete block design for both the well watered and drought stress treatments. Soil in the well-watered treatment was maintained at field capacity for Vandana and 481-B and at 1.2x field capacity for IR64 and IR64-Tr-E2, based on the adaptation of those genotypes. The drought stress treatment for all genotypes was a drydown from 75% of field capacity. Tissue samples from roots of five different plants of each genotype for each treatment were collected at 25 DAS. After collection, all samples were wrapped in aluminum foil and placed directly into liquid nitrogen before storing at −80 °C. The plant material was lyophilized and then ground to a fine powder with liquid nitrogen prior to analysis.

A pilot study was conducted to identify and omit oligos with potential for cross hybridization across gene family members from rice root tissues. Upon selecting oligos with best Agilent base composition score, a custom eArray was designed for rice cDNA sequences from 59,336 target probes and 60K Agilent rice microarray (in a 60 K × 8 plex format) by Oaklabs GmBH. All of the unigene sets have been annotated and functionally classified into MapMan functional categories. Probe preparation, labelling, hybridization, and scanning of microarrays were carried out as described earlier^79^. Total RNA was isolated from root tissues using the TRIzol reagent (Invitrogen) and RNAeasy columns (Qiagen). RNA concentration was measured using a NanoDrop UV-VIS spectrophotometer (Peqlab) and quality of RNA samples was evaluated using RNA Nano 6000 kit (Agilent) and Bioanalyzer (Agilent). The Low Input Quick Amp Labeling kit for One-color Microarray-Based Gene Expression Analysis was used for labeling of RNA samples (50 ng) using cyanine 3 (Cy 3) fluorescent dye following the manufacturer’s instructions (Agilent). The labeled cRNA samples were subsequently purified using RNeasy mini spin columns (Qiagen) according to the manufacturer’s protocol and the quantity was recorded using a NanoDrop spectrophotometer. Based on that data, the specific activity and yield of cRNA were calculated. 600ng of Cy 3-labeled, amplified cRNA with a specific activity of above 6 were used for subsequent hybridization following the steps of the One-color Microarray-Based Gene Expression Analysis protocol (Agilent). Hybridizations were carried out at 65 °C for 17 h. Slides were washed and scanned at high resolution of 2 microns using an Agilent DNA Microarray Scanner G2565CA (Agilent). The resultant microarray TIF images were processed to run batch extractions by choosing the appropriate grid using Agilent’s Feature Extraction Software version 11.0. The quantified feature text file was first analysed for quality using the Agilent QC chart tool. The qualified experiments were further processed; raw data (gene expression) was first quantile normalized and fold changes were calculated between transgenic and wild type samples for control and drought stress treatments. The differentially regulated gene sets (>2.0 folds, with multiple correction using Bonferronic method (P < 0.05) were identified. The top regulated gene sets were subjected to coexpression analysis using the Spearman correlation test using the complete linkage algorithm implemented in Genespring 12.0. Only differentially regulated genes in common between the genotypes were considered for further analysis and interpretation.

#### TRIM mutant analysis

The TRIM lines used are described in Table S8. Root morphology was assessed as described above in ‘Root phenotyping’. Genotyping was performed to identify insertion homozygous, heterozygous or WT plants. Roots were imaged, and fixed and root parameters were analyzed using the Winrhizo program.

#### OsNAM_12.1_ constructs and plant transformation

The coding sequence of *OsNAM*_*12.1*_ was amplified from Way Rarem and Vandana total RNA using an RT-PCR system (Promega) according to the manufacturer’s protocol and cloned initially in Topo cloning vector (Zero Blunt^®^ TOPO^®^ PCR, Invitrogen) using gene specific primer pair (NAM101-119F/NAM891-909R). After sequence confirmation, *OsNAM*_*12.1*_ gene was cloned into the binary vector IRS 537, derivative of pCambia 1300 vectors as a *BamHI* and *KpnI* fragment. The construct was confirmed by restriction digestion and sequencing and transformed into *Agrobacterium tumefaciens* strain *LBA* 4404 using freeze-thaw the method^80^. The *Agrobacterium*-mediated plant transformation protocols used were as described previously^81^.

## Additional Information

**How to cite this article**: Dixit, S. *et al.* Action of multiple intra-QTL genes concerted around a co-localized transcription factor underpins a large effect QTL. *Sci. Rep.* **5**, 15183; doi: 10.1038/srep15183 (2015).

## Supplementary Material

Supplementary Information

Supplementary Table 4

## Figures and Tables

**Figure 1:**
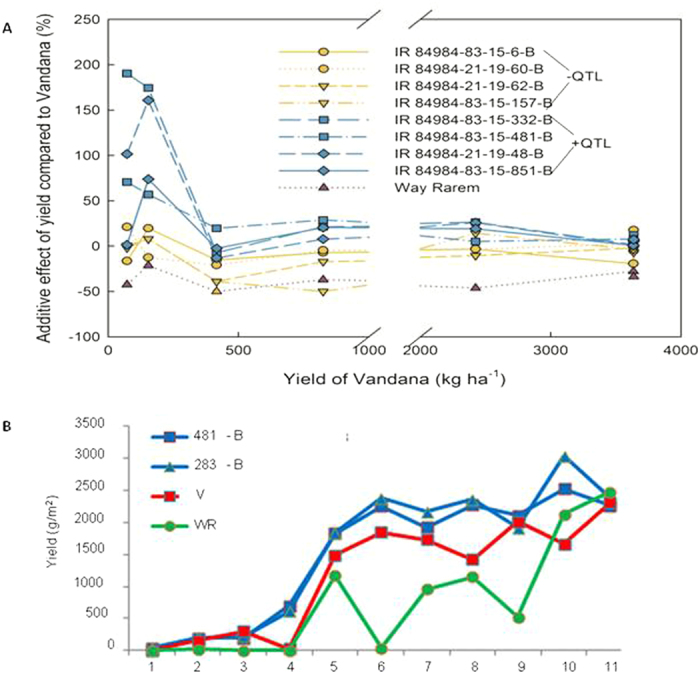
Effect of q*DTY*_*12.1*_ on yield under drought. (**A**) Additive effect of *qDTY*_*12.1*_ QTL+ and QTL- lines for grain yield over Vandana under varying severity of drought stress in six experiments conducted over three seasons at IRRI. (**B**) Grain yield data for the parental lines Vandana and Way Rarem and two NILs, 481-B and 283-B, from 11 trials over three years. NILs consistently outperformed the recipient parent Vandana for yield under drought.

**Figure 2:**
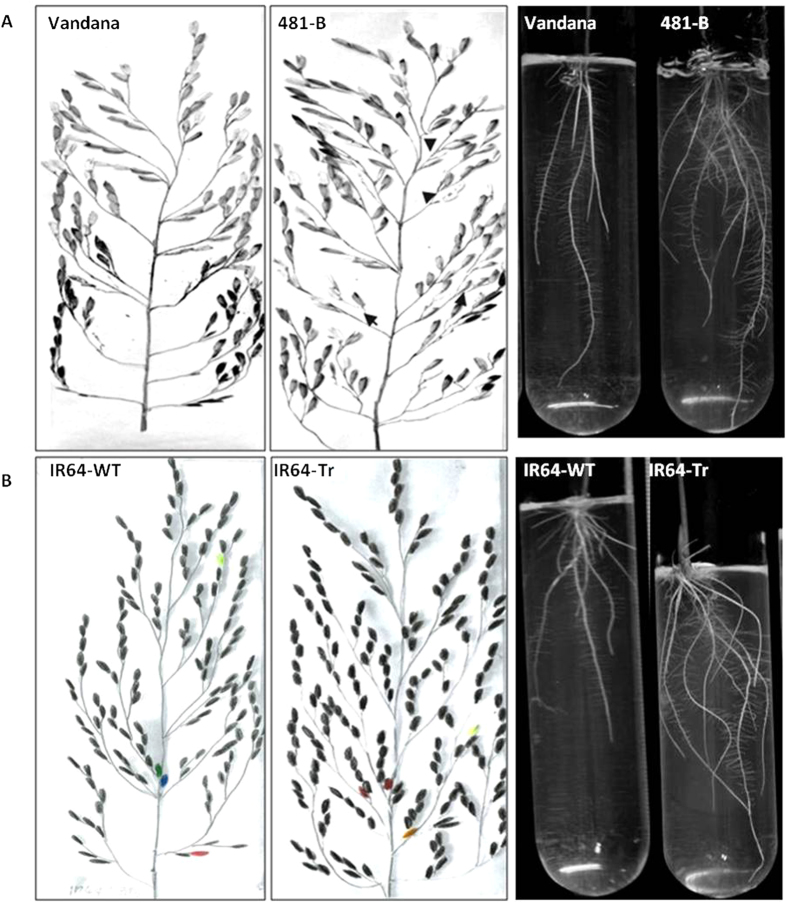
Panicle and root branching. (**A**) Under reproductive stage drought, 481-B exhibited increased numbers of secondary branches, total spikelets and filled spikelets in the panicles as a route to increased yield compared to Vandana. Similarly root branching was also increased in 481-B under PEG 8000 simulated water deficit as seen here as well as in the field (Figure S7). (**B**) IR64-Tr-E2 plants overexpressing the *OsNAM*_*12.1*_ recapitulated similar traits of panicles and roots under drought but with reduced effect on yield compared to 481-B.

**Figure 3:**
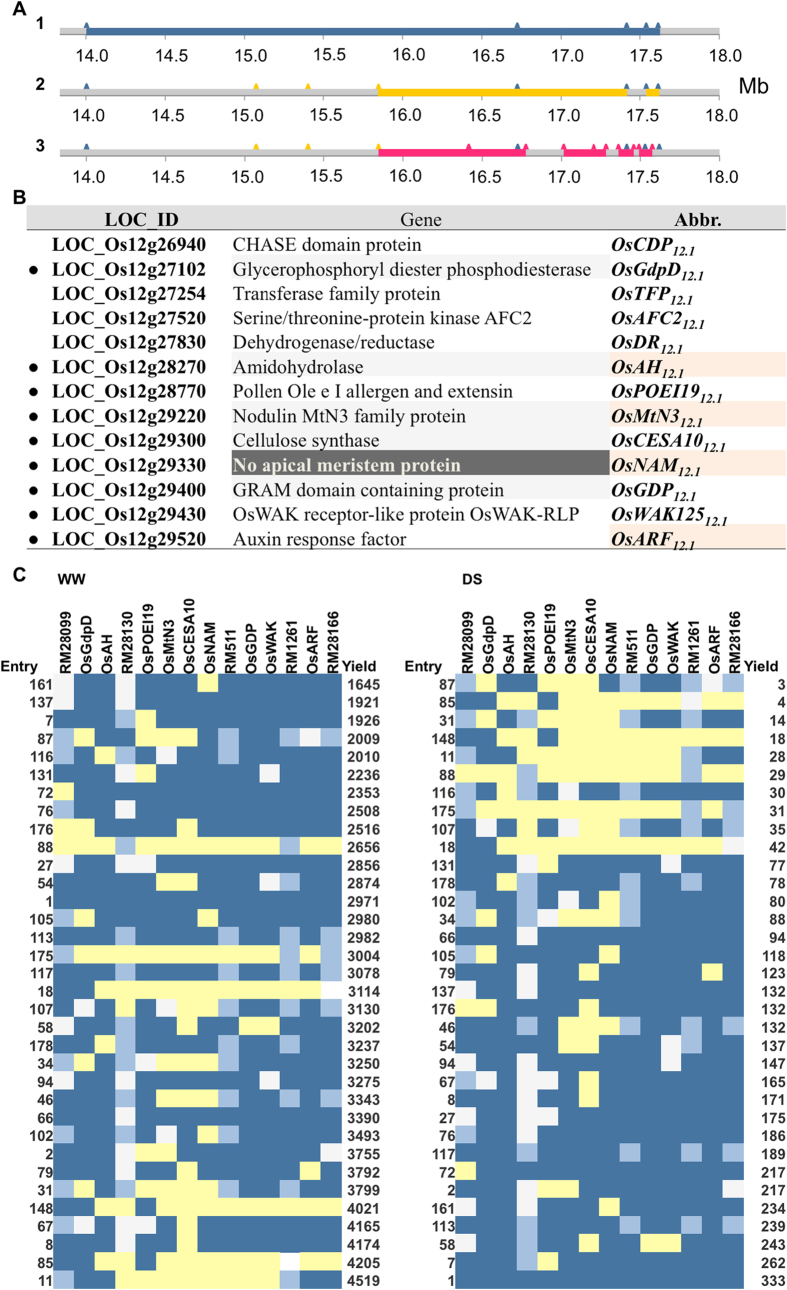
Identification of gene-based high density markers and candidate genes. (**A**) Schematic representation of the q*DTY*_*12.1*_ region for advancement in marker saturation. 1. Five markers (blue peaks) used for the original QTL detection. 2. A further 3 markers (orange peaks) for fine mapping detected two sub-QTLs. 3. Nine more gene-based markers (red) used in MCMC analysis detected 4 sub-QTLs. The original QTL was reduced from 3.6 Mb to 1.8  Mb to 1.5 Mb successively. (**B**) Genes used as gene-based markers (dotted) by a strategy outlined in Figures S8, S9 and Table S2. Grey shade indicates putative *OsNAM*_*12.1*_ targets. Final mapping shifted the QTL peaks directly to four putative candidate genes (beige) based on results in C. (**C**) Heat map style representation of the result that higher the number of Way Rarem alleles, more improved the yield. Raw data represented for yield (Y-axis, right; kg ha^−1^) in recombinant lines (Y-axis, left) tested for 14 markers (X-axis, top) under well watered (WW) and drought stress (DS) conditions. Alleles are indicated by colors: yellow = Vandana; blue = Way Rarem; light blue = heterozygous, and white = unknown.

**Figure 4:**
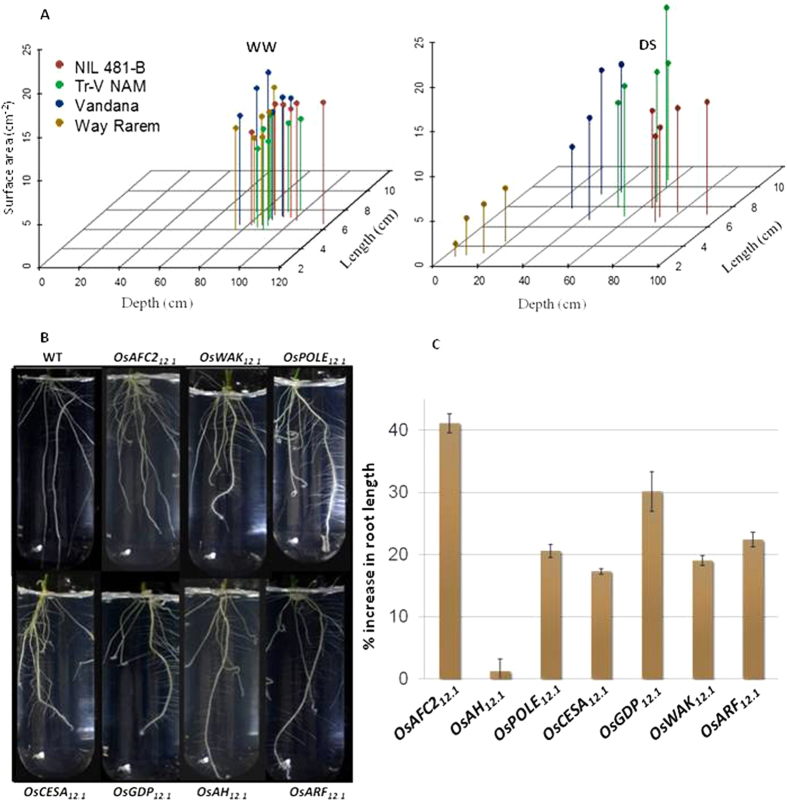
Root analysis of the transgenic plants. (**A**) 3D scatterplot for total root traits in Vandana, Way Rarem, 481-B, and transgenic Vandana overexpressing *OsNAM*_*12.1*_. Data was collected with ImageJ root analyzer ((http://imagej.nih.gov) on 2 week old plants with 8 to 15 plants per genotype under well watered (WW) and drought stress (DS) conditions. Statistical analysis and graph plotting were performed using R software (http://CRAN.R- project.org/package=scatterplot3d). Multiple stalks of a single color represent mean values for multiple samples within a ‘genotype’, which represent different standard deviations within the group for the three root traits. (**B**) Panel showing that plants mutated for the particular genes led to higher lateral root growth than the WT. (**C**) Quantitative difference in total root length of each mutant as percent increase over WT. Up to five seedlings from pots were sampled for each mutant and WT.

# Supplementary material for: Action of multiple intra-QTL genes concerted around a co-localized transcription factor underpins a large effect QTL
**Source:** Sci Rep. 2015 Oct 28;5:15183. doi: 10.1038/srep15183
**Supplement:** Supplementary Information

# Action of multiple intra-QTL genes concerted around a co-localized transcription factor underpins a large effect QTL

Shalabh Dixit<sup>1</sup>, Akshaya Kumar Biswal<sup>1</sup>, Aye Min<sup>1</sup>, Amelia Henry<sup>1</sup>, Rowena H. Oane<sup>1</sup>, Manish L Raorane<sup>1</sup>, Toshisangba Longkumer<sup>1</sup>, Isaiah M Pabuayan<sup>1</sup>, Sumanth K Mutte<sup>1</sup>, Adithi R Vardarajan<sup>1</sup>, Berta Miro<sup>1</sup>, Ganesan Govindan<sup>1</sup>, Blesilda Albano-Enriquez<sup>1</sup>, Mandy Pueffeld<sup>2</sup>, Nese Sreenivasulu<sup>1,2</sup>, Inez Slamet-Loedin<sup>1</sup>, Kalaipandian Sundarvelpandian<sup>3</sup>, Yuan-Ching Tsai<sup>3</sup>, Saurabh Raghuvanshi<sup>4</sup>, Yue-Ie C. Hsing<sup>3</sup>, Arvind Kumar<sup>1</sup>, Ajay Kohli<sup>1\*</sup>.

**Keywords:** Abiotic stress, rice, drought, breeding, complex-trait, yield, food security, large-effect QTL, NAC, panicle, root, spikelet, transcription-factor, transcriptome, transgenic.

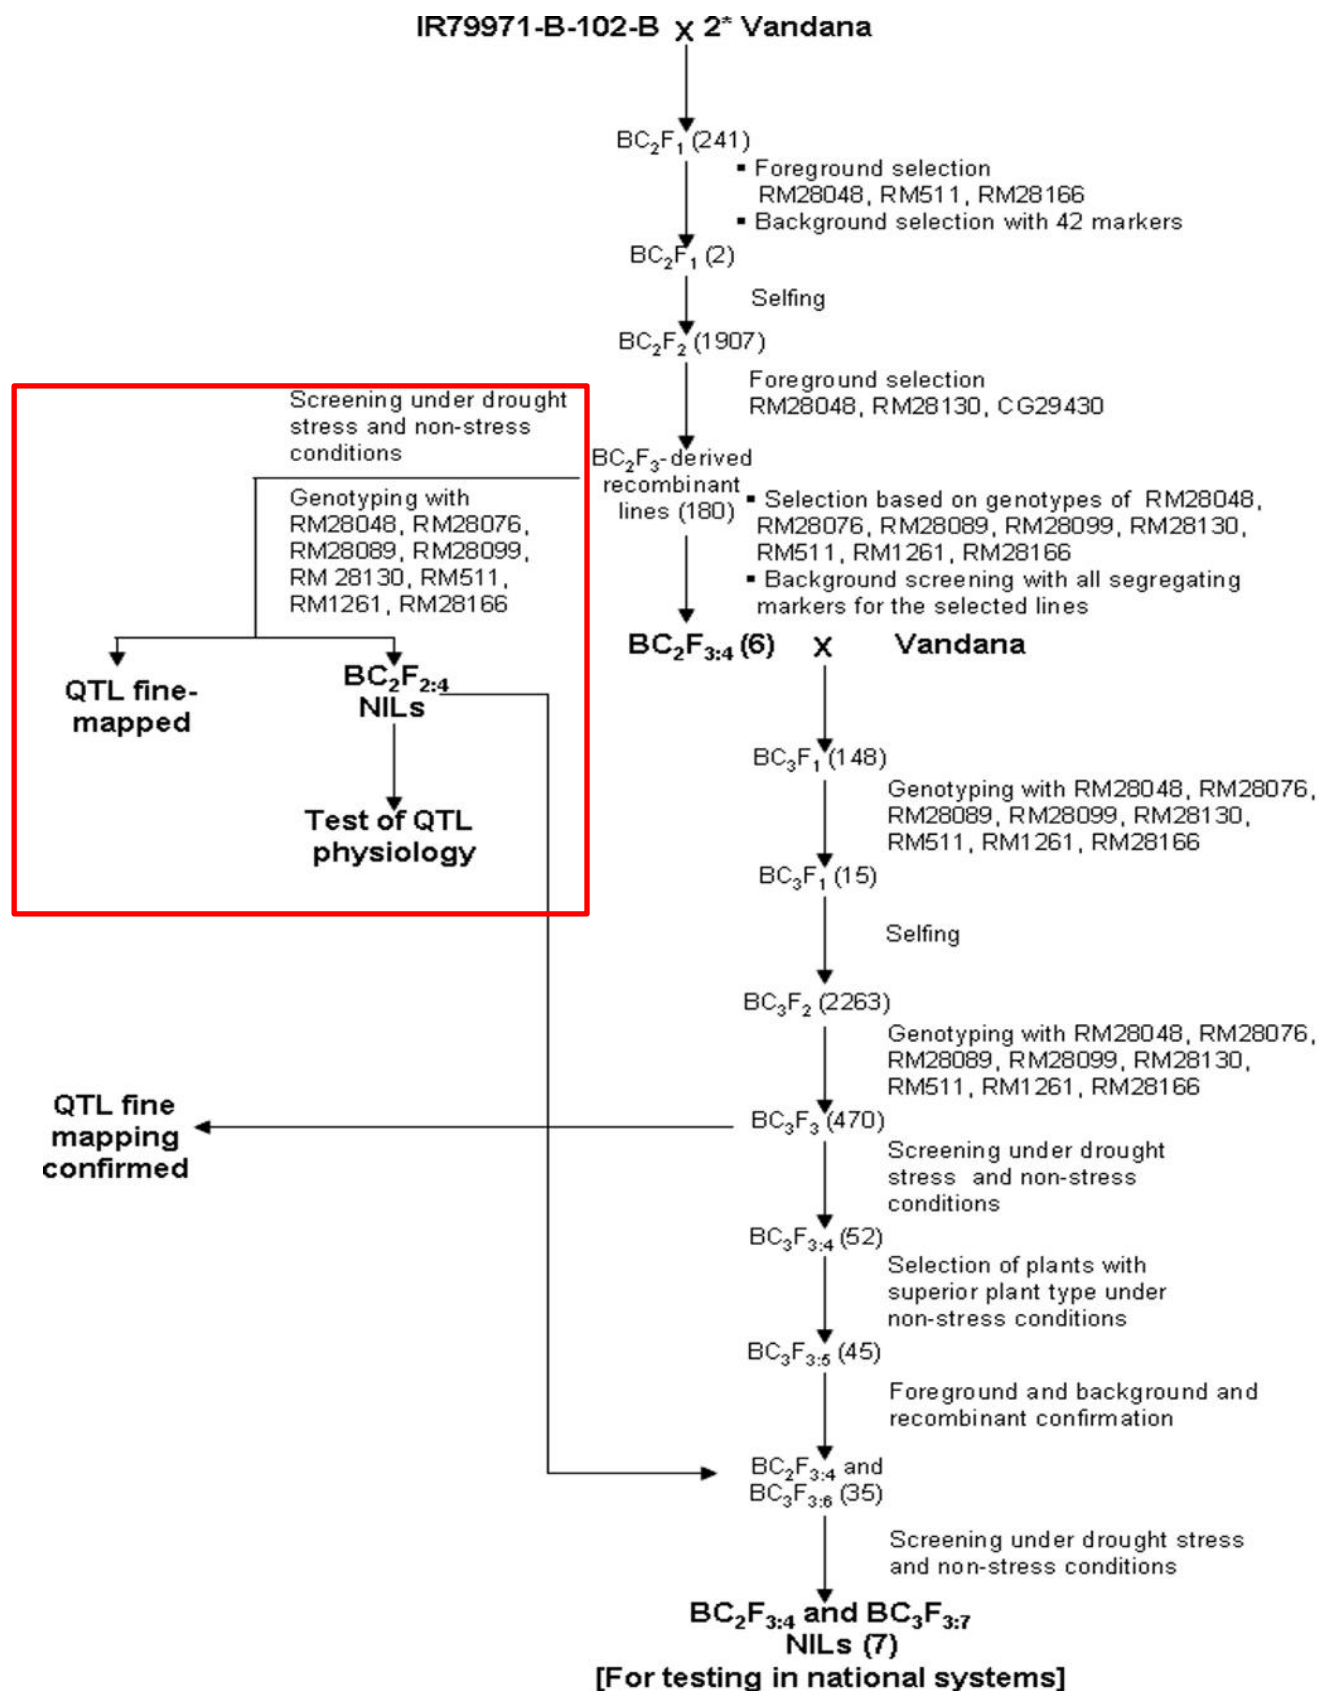

**Figure S1: Marker assisted backcrossing (MAB) scheme.** MAB scheme used to develop backcross (BC) populations for fine mapping *qDTY<sub>12.1</sub>* and development and screening of NILs of recipient parent Vandana. Rice microsatellite (RM) markers which are simple sequence repeats (SSR) were used for genotyping. BC (followed by the number as subscript) refers to the backcross generation; F (followed by the number as subscript) refers to the filial generation developed through selfing after the backcross. RM numbers indicate SSR marker identity.

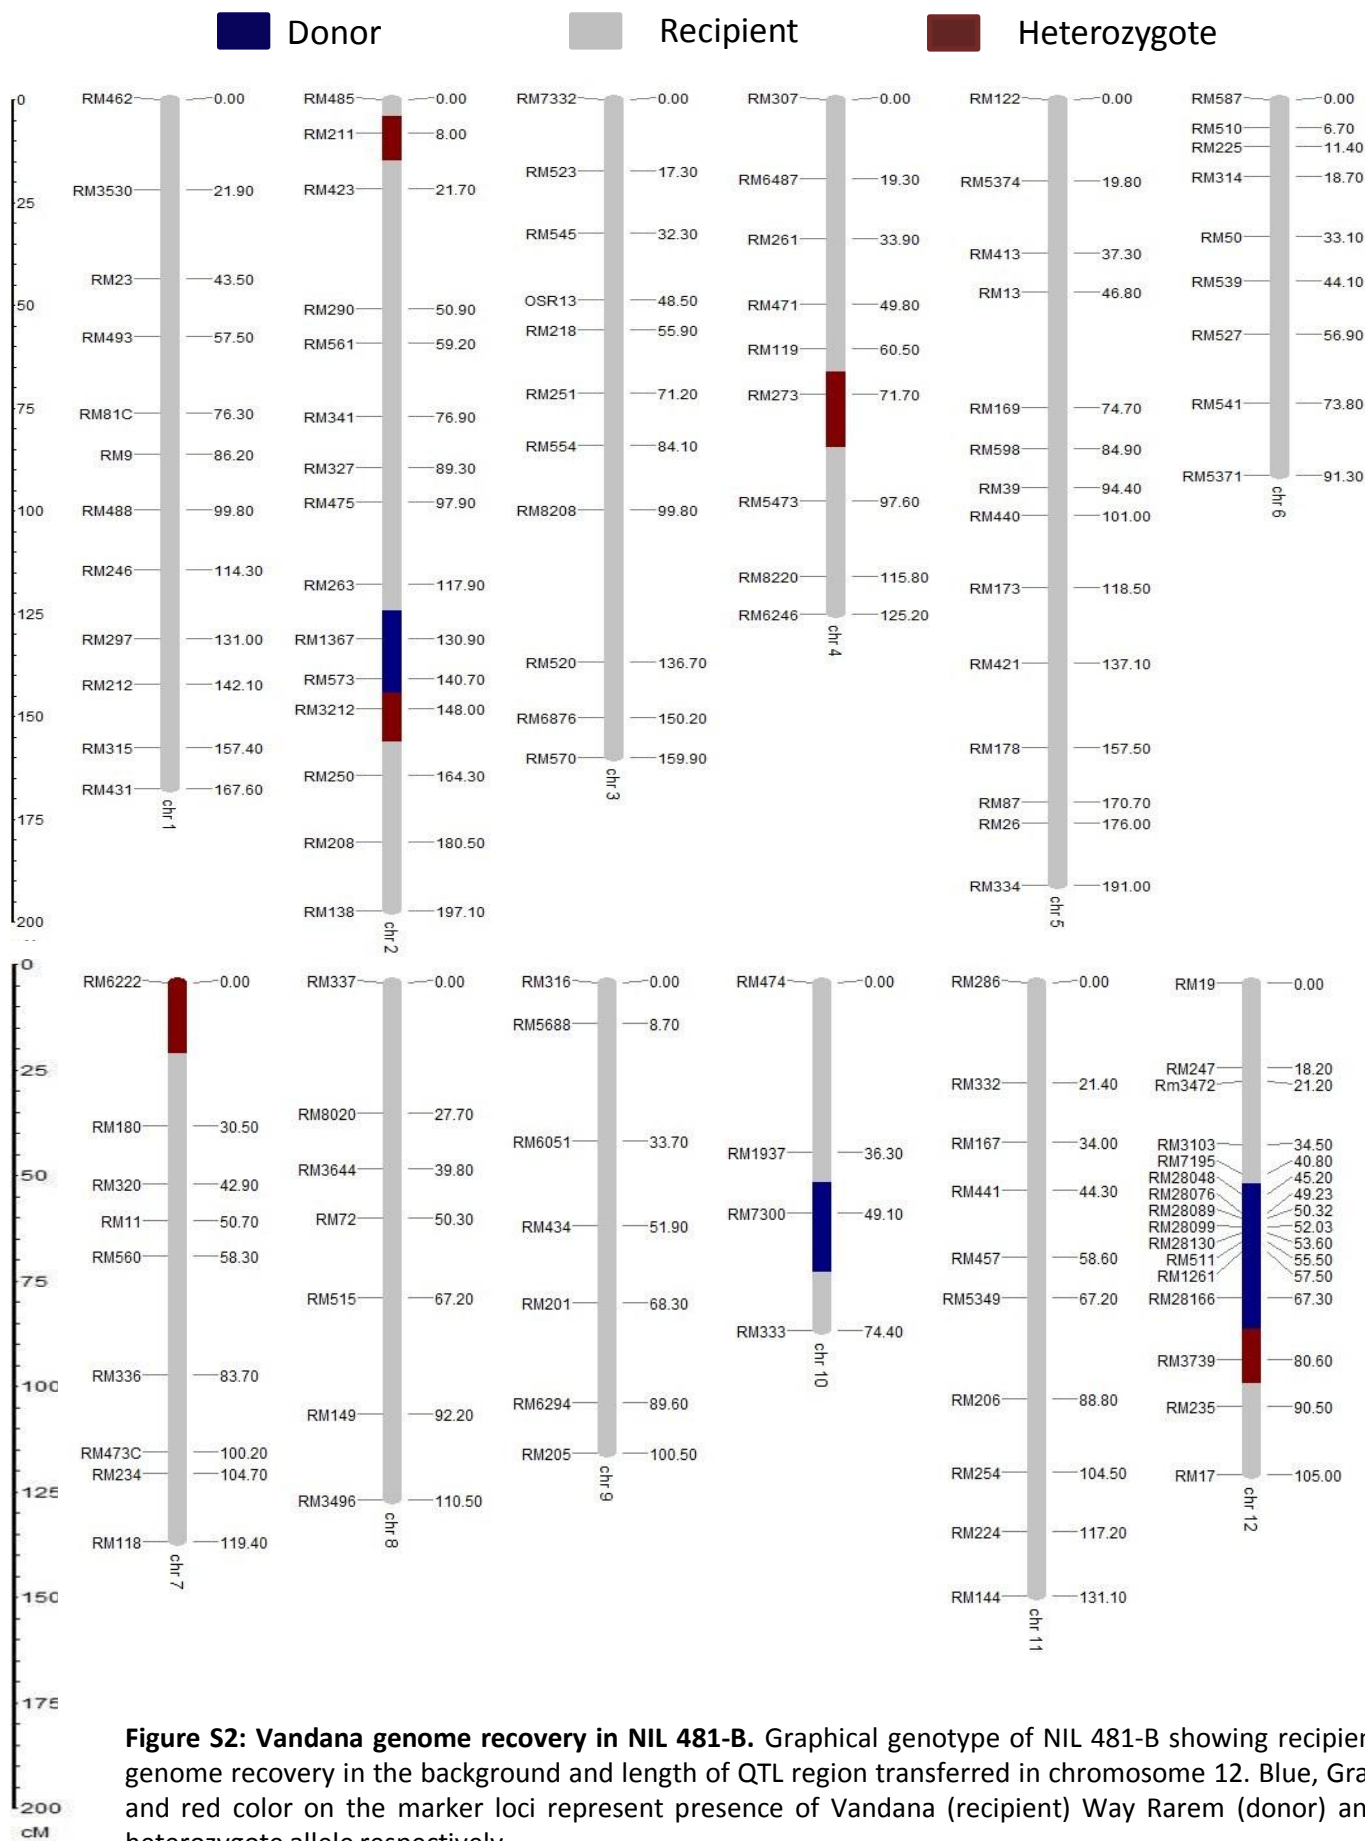

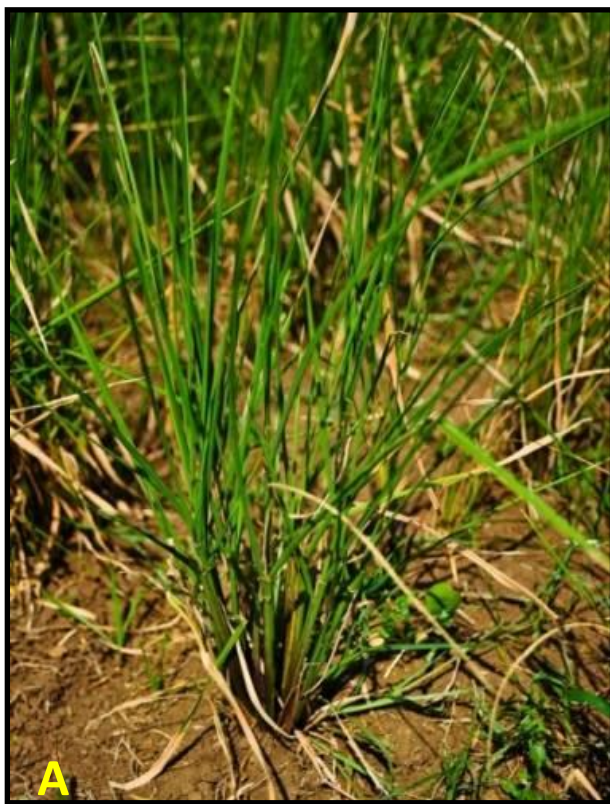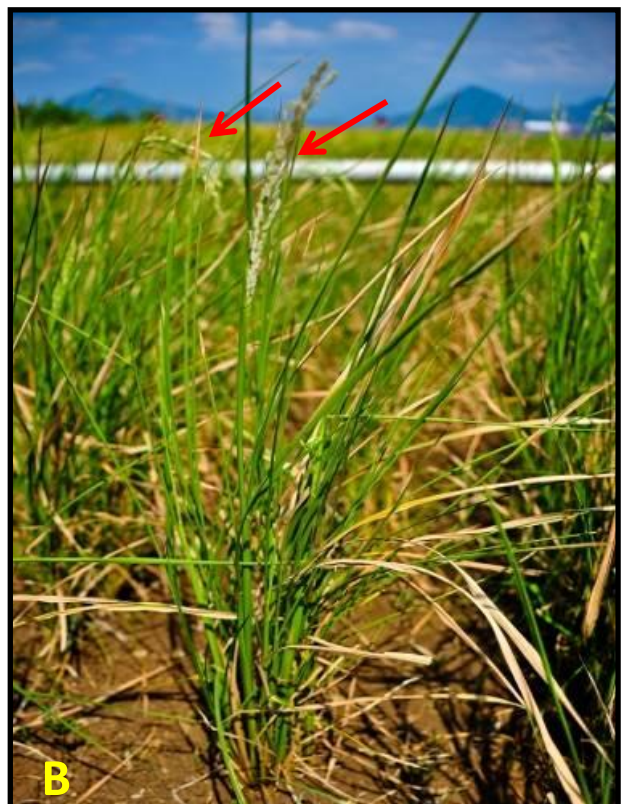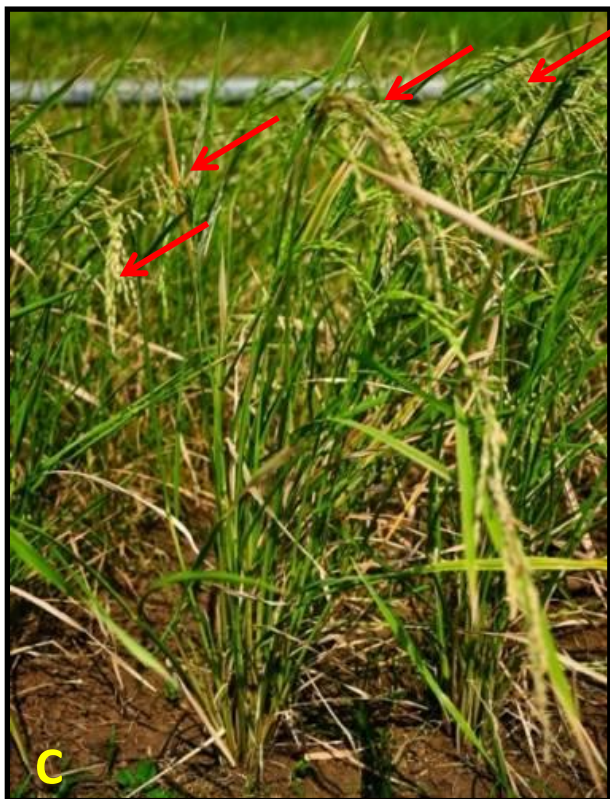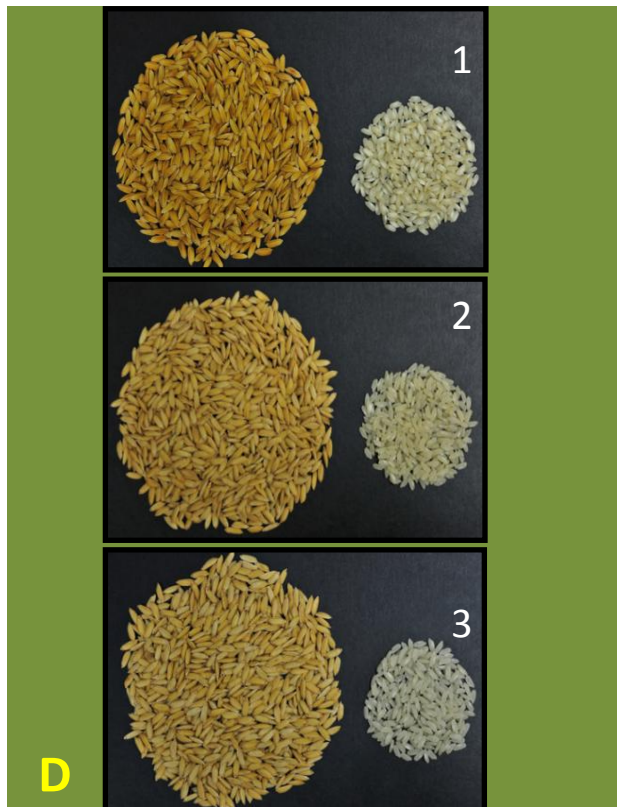

**Figure S3: NIL performance under drought.** Differences in stress tolerance, plant type and yield under reproductive stage drought in field trial. The donor Way Rarem (**A**) showed less biomass and panicles with filled grains (indicated by red arrows) than the recipient Vandana (**B**) and NIL 481-B (**C**). Grain type of Way Rarem (1) was different while it was highly similar between Vandana (2) and 481-B (3) in bulk harvest (**D**). The grain measurements (in Table S1) and the picture were taken once the NILs were fixed and showed no further within line segregation. The authors acknowledge the 'Communications and Publications Section' (CPS) of the International Rice research Institute for the images in Figure S3 and for permitting the use of these images in this publication.

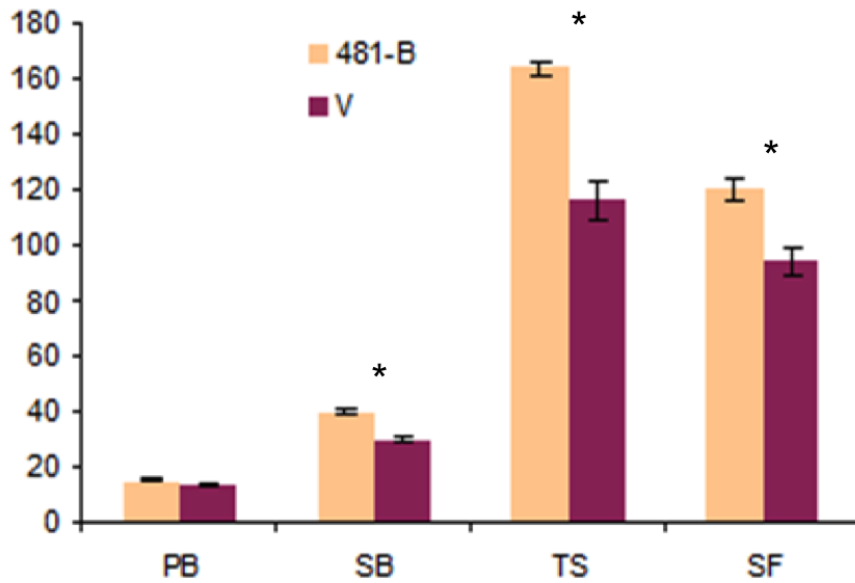

**Figure S4: Differences between Vandana and 481-B for panicle branching and yield.** Comparison between panicles of Vandana and 481-B revealed similar number of primary branches (PB), but increase in the numbers of secondary branches (SB), total spikelets (TS) and filled spikelets (SF). Three panicles were sampled from 10 plants each under drought in the field. SB had significant increase in 481-B (M=40.6, SD=3.2) when compared to V (M=32.1, SD=2.43); with  $t(28.4)=1.21e01$ ,  $p=1.29e-016$ . Also a significant increase was found in TS in 481-B (M=162, SD=5.3) from V (M=117, SD=9.7);  $t(27.6)=2.22e01$ ,  $p=6.37e-26$ . And also for SF (481-B: M=120, SD4.8; V: M=92.3, SD=6.2); with  $t(28.7)=1.93e01$ , and  $p=4.21e-26$ .

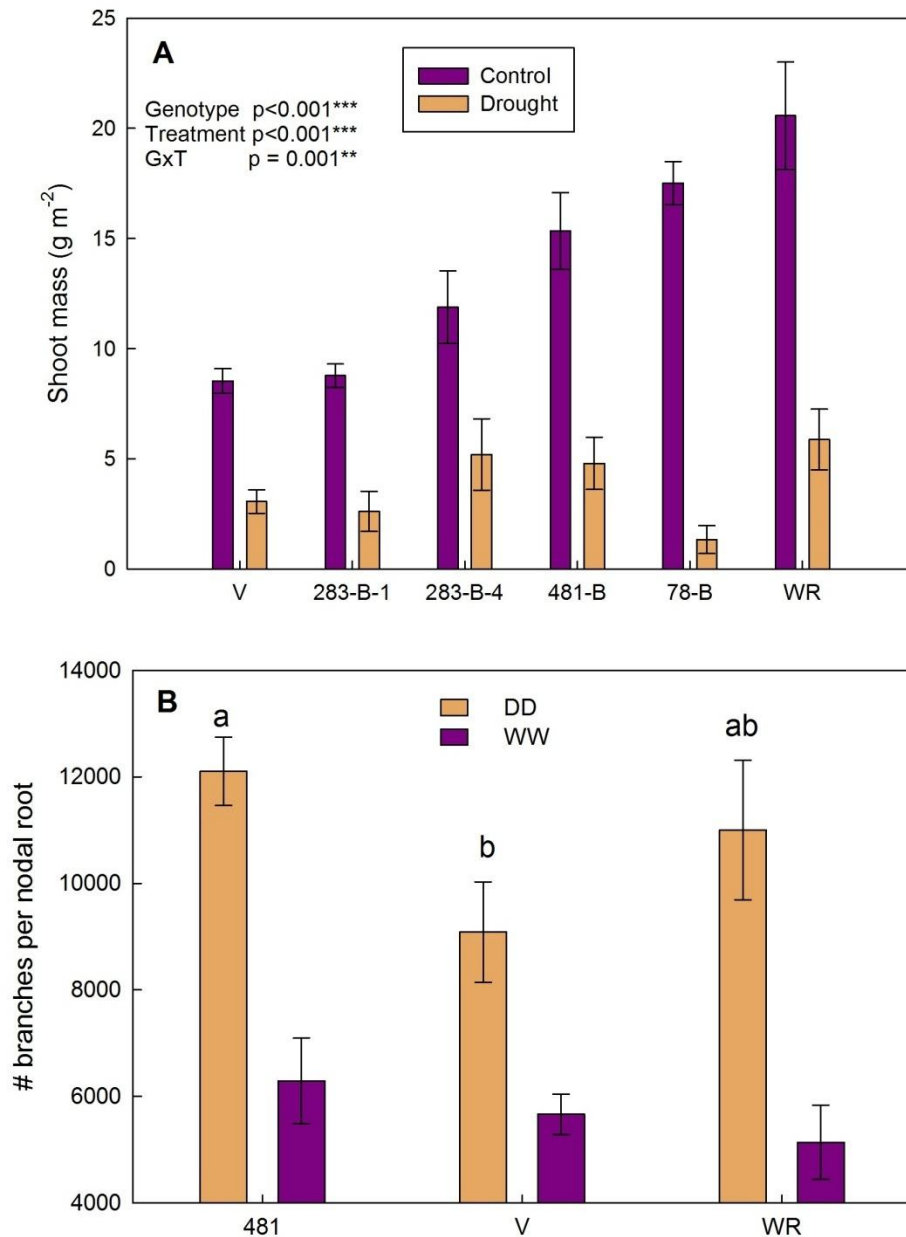

**Figure S5. Performance of the NILs seedlings under drought. A)** Among 4 NILs assessed, 481-B and 283-B-4 showed improved performance over Vandana at seedling-stage in the field as measured by shoot biomass at 32 DAS ( $n=4$ ;  $p < 0.001$  in the well-watered treatment;  $p = 0.09$  in the drought stress treatment). **B)** 481-B showed more root branching than Vandana under seedling stage drought in the greenhouse ( $n=5$ ,  $p = 0.05$ ). Graphs show mean values  $\pm$  s.e., and letters indicate different significance groups according to the ANOVA and post-hoc test.

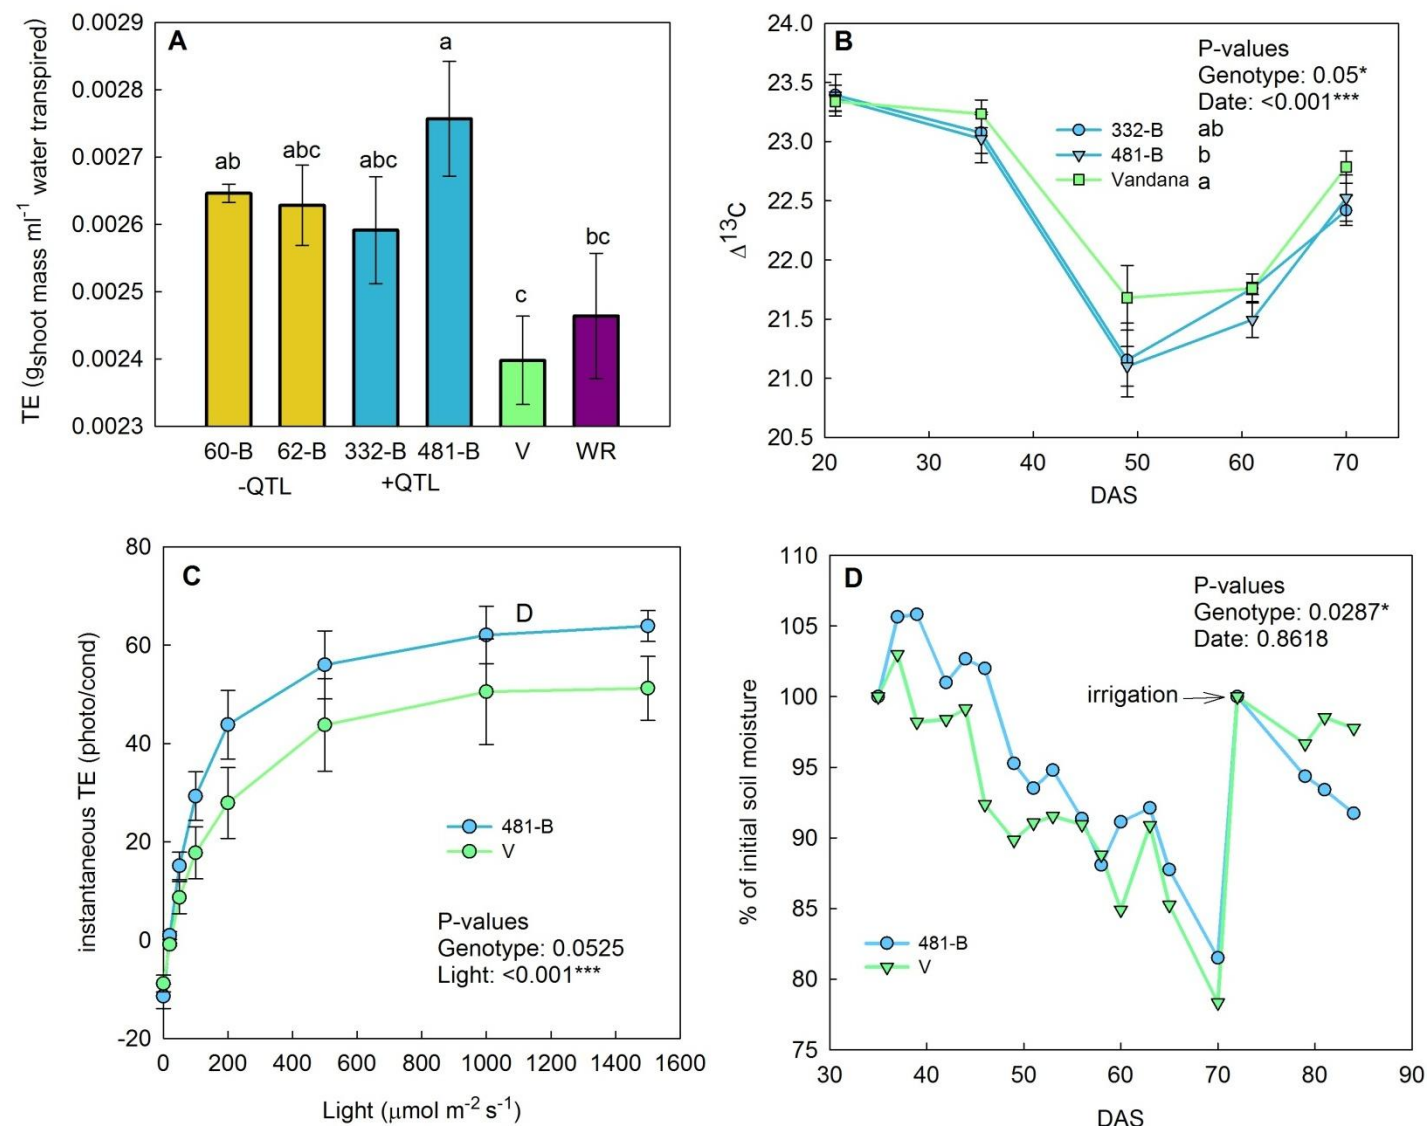

**Figure S6. Transpiration efficiency of the NILs. A)** Transpiration efficiency was measured in two -QTL (60-B; 62-B) and two +QTL (332-B; 481-B) lines in comparison to Vandana and WayRarem gravimetrically in a greenhouse seedling-stage study ( $n=5$ ,  $p=0.04$ ). 481-B was most efficient. **B)** The two QTL+ lines were then compared to Vandana for transpiration efficiency using carbon isotope discrimination in the youngest leaves sampled every 2 weeks during the drought stress period in a field study ( $n=4$ ,  $p=0.05$ ). 481-B again exhibited highest transpiration efficiency. **C)** Vandana and 481-B were then directly compared for instantaneous transpiration efficiency by gas exchange (photosynthesis rate/stomatal conductance ( $n=3$ ,  $p=0.05$ ) and **D)** by soil moisture measurements in which 481-B showed more conservative water uptake patterns than Vandana during vegetative stage and higher water uptake during reproductive stage at a 40 cm depth ( $n=3$ ,  $p=0.0287$ ). Graphs show mean values  $\pm$  s.e., and letters indicate different significance groups according to the ANOVA and post-hoc test. The drought response of  $qDTY_{12.1}$  reflects drought-induced transpiration efficiency coupled with greater water uptake during reproductive stage drought, most likely due to increased lateral root growth.

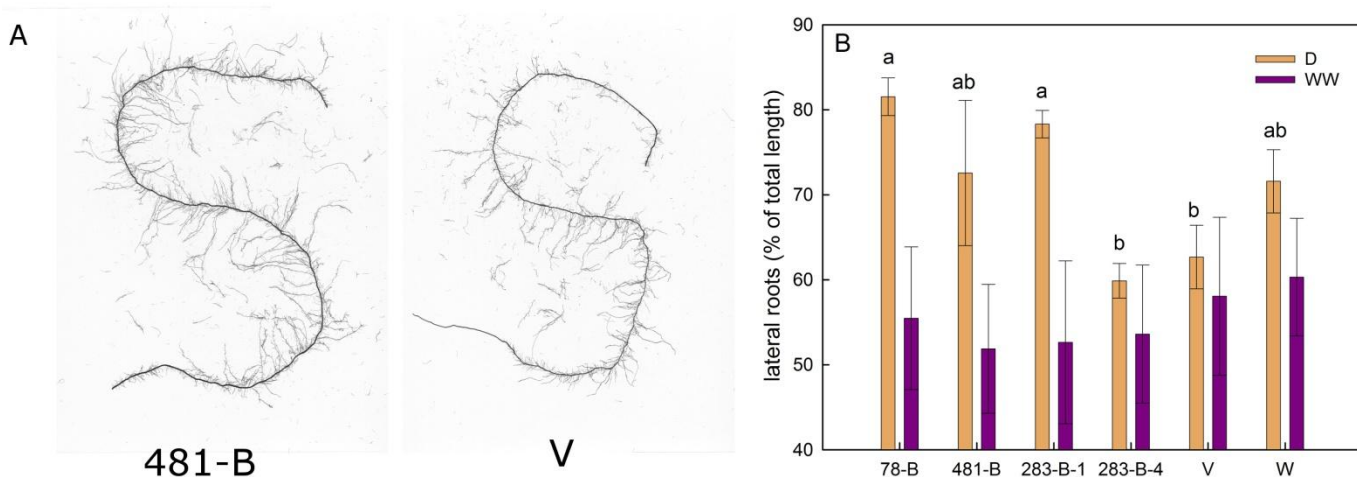

**Figure S7. Root branching under drought. A)** Under drought more root branches were observed in 481-B compared to Vandana. **B)** Quantitative measurements of root branching in field drought experiments also showed more branches in 481-B (soil depth = 45-60 cm;  $n=3$ ,  $p=0.035$ ). The graph shows mean values  $\pm$  s.e., and letters indicate different significance groups according to the ANOVA and post-hoc test.

**A**

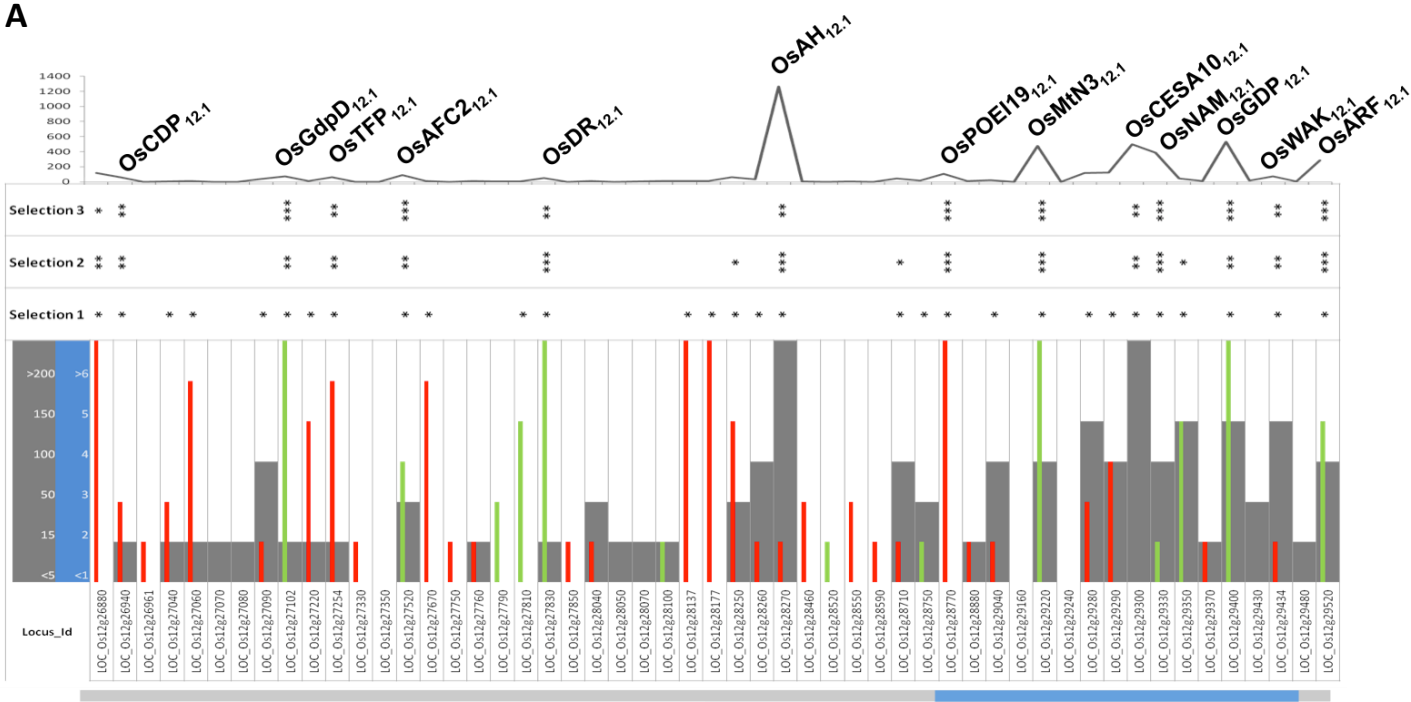

**B**

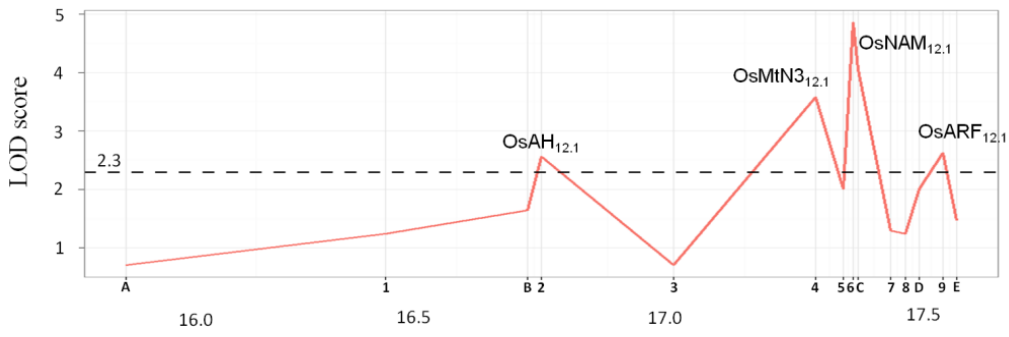

**Figure S8. A) Schematic representation of the selection criterion for gene-based high density markers and candidate genes in *qDTY12.1*.** Candidate genes within the QTL were selected by 3 criteria. First criteria represented by grey barplot was based on the number of SNPs between Vandana and Way Rarem the genes (promoter + coding region). Genevestigator-mediated differential gene expression under drought shows upregulation (green bars) and down-regulation (red bars). Legend for the SNP number is in the left column in gray and for the over-expression/down-regulation fold change in blue. Thirty genes selected based on high number of SNPs and/or high fold change values are marked with 1 star. The second criteria was based on gene co-expression networks assessed from the RiceFRIEND database for links with other genes relevant to drought tolerance, root or panicle development and water use efficiency as confirmed from peer reviewed literature. A direct association in first hierarchy with any of the three traits was given 3 stars and a secondary relationship was given 2 stars. The last criteria was based on the presence of drought responsive promoter *cis*-regulatory elements, protein domains and protein partners as assessed from PlantCARE/PLACE, Pfam/PROSITE and STRING databases respectively. A gene with 3 or more drought-responsive promoter *cis*-elements and a drought-related protein domain was marked with 3 stars, a gene with only drought-related *CIS*-elements or drought-related protein domain was marked with 2 stars, and the rest were marked with 1 star (weak relationship) or no star (no relationship). The line plot graphically represents the results of all criteria accounted together. Thirteen putative markers/candidate genes were finally, shortlisted (Figure 3A for full names of the genes). Nine genes (*OsGDP12.1*, *OsAmH12.1*, *OsPOEI1912.1*, *OsMtN312.1*, *OsCesA1012.1*, *OsNAM12.1*, *OsGRAM12.1*, *OsWAKL312.1* and *OsARF12.1*) were selected as colinear markers for high-density mapping. Finally, the hotspot for candidate genes is represented at the bottom of the figure (blue line) over a grey line representing the QTL region. Incidentally maximum SNPs/indels and putative candidate genes occur in this blue region which denotes the original LOD score peak of Bernier et al (2007). **B) Fine mapping results and identification of sub-QTLs** using Bayesian MCMC *rqt1* package from R software (<http://cran.r-project.org/web/packages/qtl/index.html>). The fine mapping of the QTL was carried out by using five SSR markers RM28099, RM28130, RM511, RM1261 and RM28166 represented as alphabets and the nine colinear gene markers represented as numerals 1-9 respectively on the x-axis. The LOD threshold was detected at 2.3 and 4 QTLs were identified above the threshold.

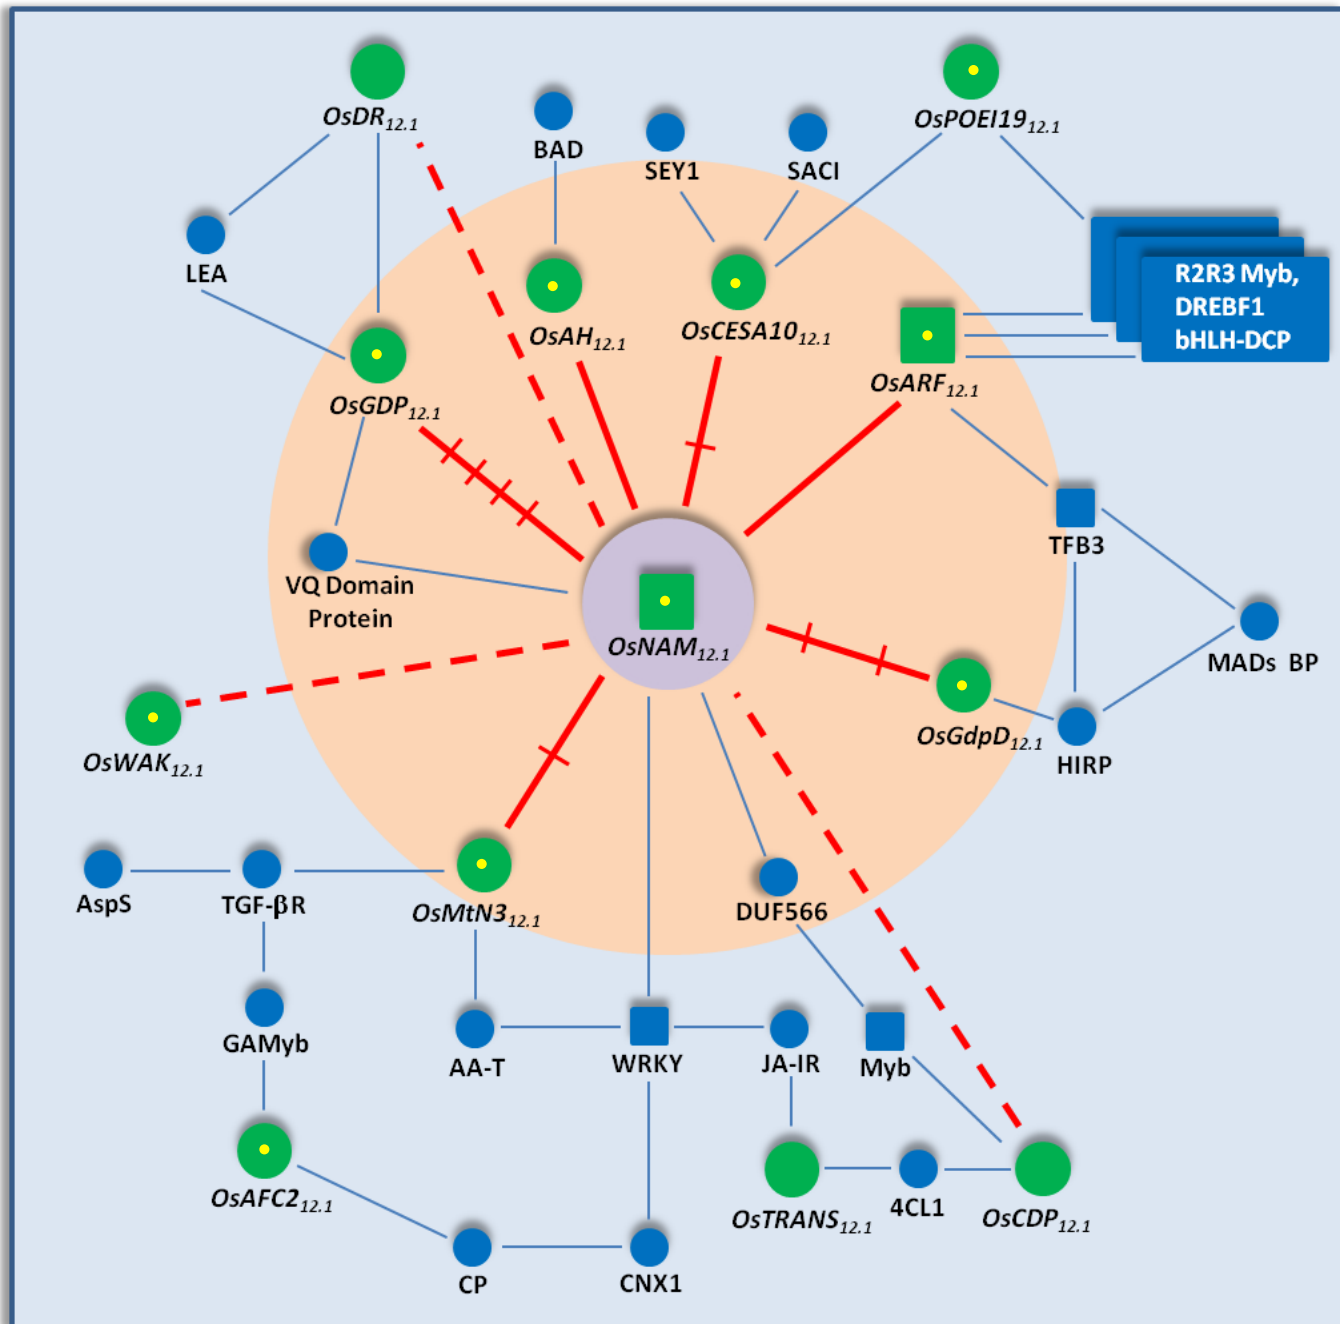

**Figure S9. Schematic representation of the possible functional interlinks between the 13 putative candidate genes.** Green motifs represent the *qDTY<sub>12.1</sub>* genes and blue other genomic genes. Boxes are transcription factors. Genes in the beige circle are linked to the central *OsNAM<sub>12.1</sub>* through solid red lines if validated through EMSA, broken red lines represent transcriptomic evidence of regulation in the transgenic lines overexpressing *OsNAM<sub>12.1</sub>*. Most such links were confirmed at the RiceFrend coexpression database, which was also the basis, along with the STRING database, for the connections depicted by the blue lines. Of the 13 'green' genes, 10 containing the central yellow dot were picked for further analysis based on either a direct link to each other through *OsNAM<sub>12.1</sub>* or direct links to strongly inducible drought responsive transcription factors. The *OsWAK<sub>12.1</sub>* was an exception and was chosen based on strong evidence from literature on its function relevant to stress tolerance. Details of the genes are shown in the Table S2. Putative interactions between the co-localized genes suggested *qDTY<sub>12.1</sub>* may be functional through a multi-gene cluster. Gene-clusters of a single GO-term are known for gene families<sup>1</sup>, biosynthetic pathways<sup>2</sup> or traits<sup>3,4</sup>. QTLs functional through multiple genes, each of a separate GO-term have not been validated.

**References:** **1)** Li et al. (2007) Identification of Six New Box C/D snoRNA Gene Clusters from Rice. IUBMB Life, 59: 664 – 674. **2)** Shimura et al. (2007) Identification of a Biosynthetic Gene Cluster in Rice for Momilactones. JBC, 282: 34013-34018. **3)** He et al. (2006) Haplotype variation in structure and expression of a gene cluster associated with a quantitative trait locus for improved yield in rice. Genome Research 16: 618-626. **4)** Yang et al. (2012) A Killer-Protector System Regulates Both Hybrid Sterility and Segregation Distortion in Rice. Science 337: 1336-1340.

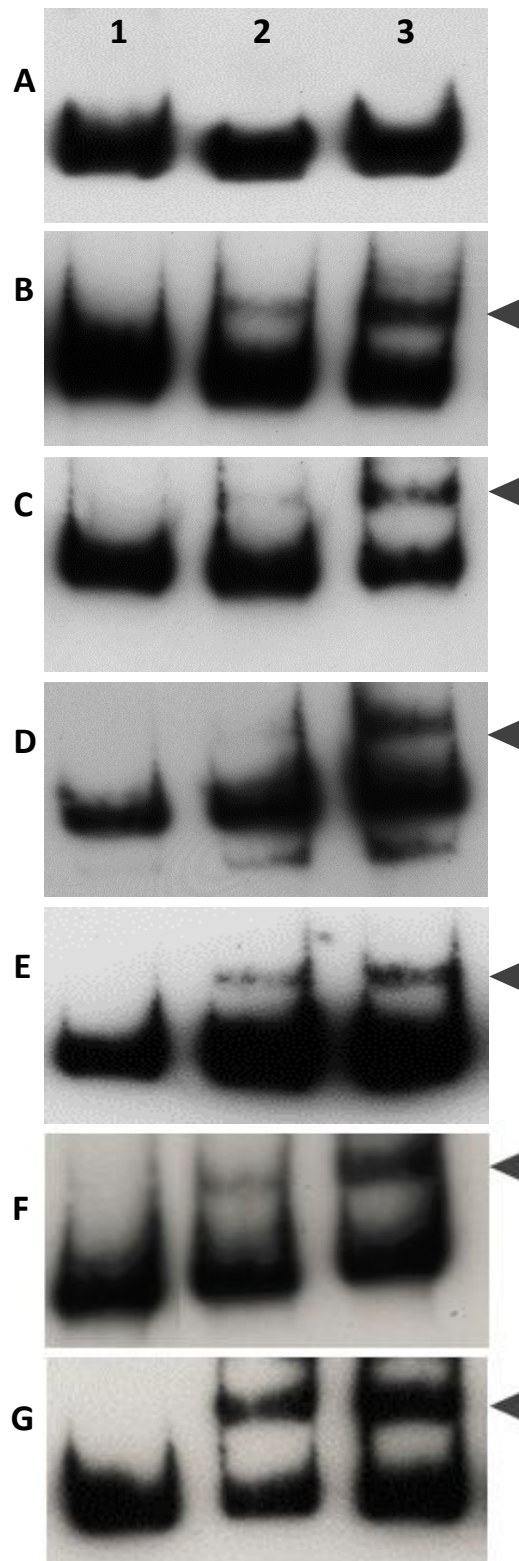

**Figure S10. EMSA-mediated assay for gene promoter:*OsNAM12.1* binding. Lane 1.** Free labelled probe (promoter fragment). **Lane 2.** r-*OsNAM*<sub>12.1</sub> + labelled probe + specific competitor (unlabelled probe fragment). **Lane 3.** r-*OsNAM*<sub>12.1</sub> + labelled probe. Alphabets A to F respectively represent *OsGdpD12.1* fragment 4 as the negative control, *OsGDP*<sub>12.1</sub>; *OsCESA*<sub>12.1</sub>; *OsARF*<sub>12.1</sub>; *OsMtN3*<sub>12.1</sub>; *OsGdpD*<sub>12.1</sub> fragment 5 and *OsAH*<sub>12.1</sub> respectively. Arrow marks indicate the band shift due to a complex between the specific promoter and r-*OsNAM*<sub>12.1</sub>. In each case, except the negative control, promoter:protein binding increases in lane 3 suggesting specific binding of *OsNAM*<sub>12.1</sub>. The promoter fragments assessed were obtained from the donating parent Way Rarem

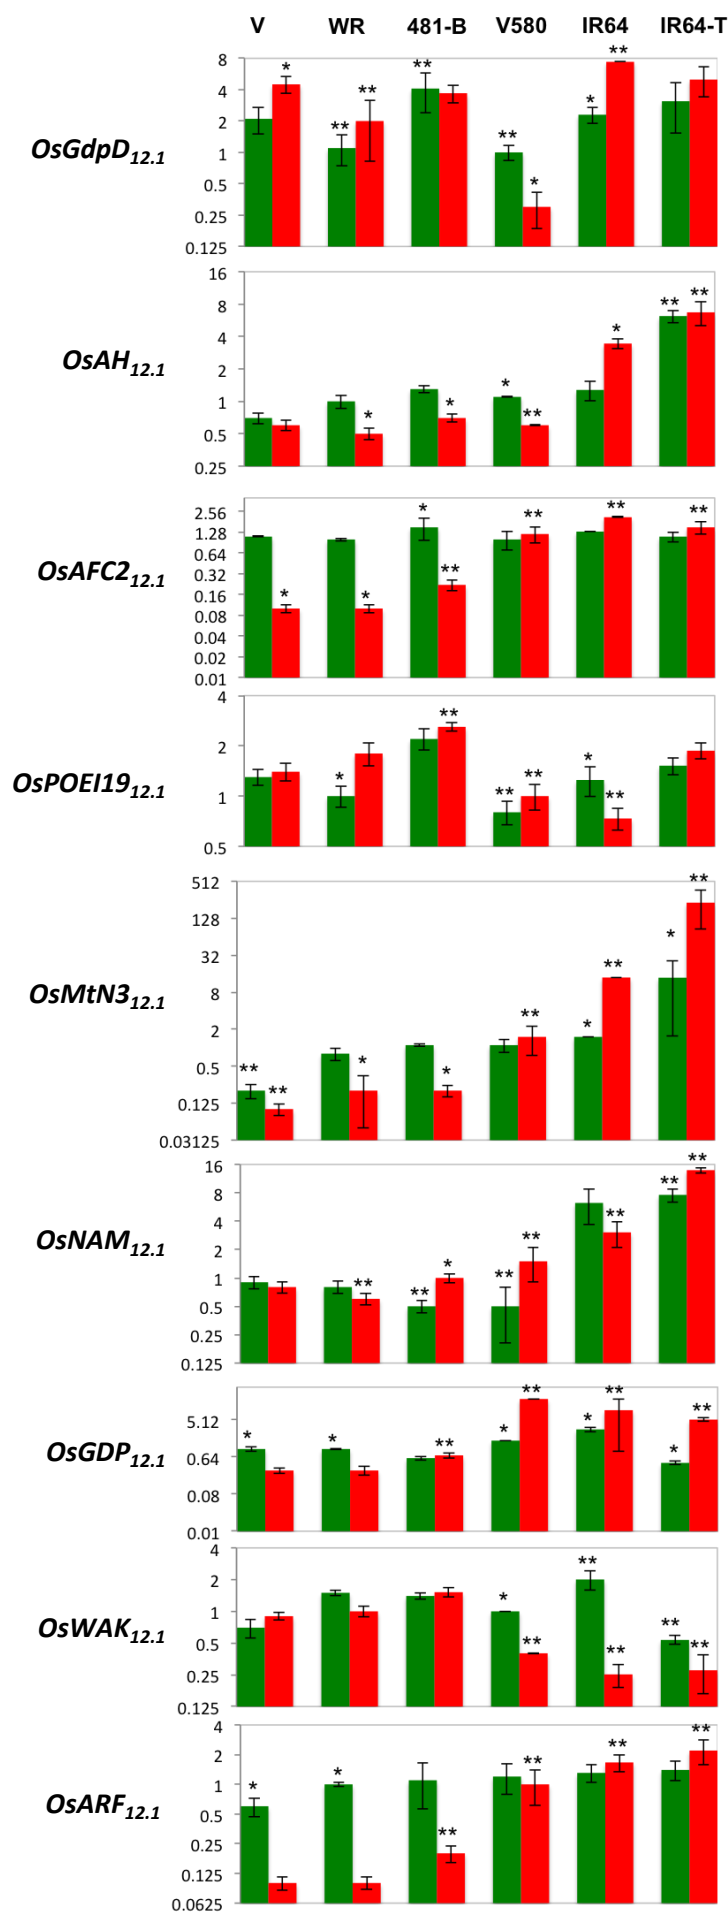

**Figure S11. Candidate gene expression under drought.**

Bar graphs represent expression of the 9 candidate genes assessed by qRT-PCR in 6 lines in the roots under well watered (green bars) and drought (red bars) conditions at the heading stage. The candidate genes are listed vertically on the left. Genotypes listed horizontally at the top are the parental Vandana (V) and Way Rarem (WR), NIL (481-B), transgenic Vandana overexpressing the Way Rarem *OsNAM*<sub>12.1</sub> (V580), IR64 wild type (IR64) and IR64 overexpressing the Way Rarem *OsNAM*<sub>12.1</sub> (IR64-T). Gene expression values were normalized against cyclophilin as an internal reference gene. Expression is represented in the y axis as a log<sub>2</sub> scale. Significantly different expression between well watered and drought conditions is symbolized with \* (one star) and significantly different expression between the genotypes is symbolized with \*\* (2 stars). Significance was assessed with a two-tailed t-test at p=0.005.

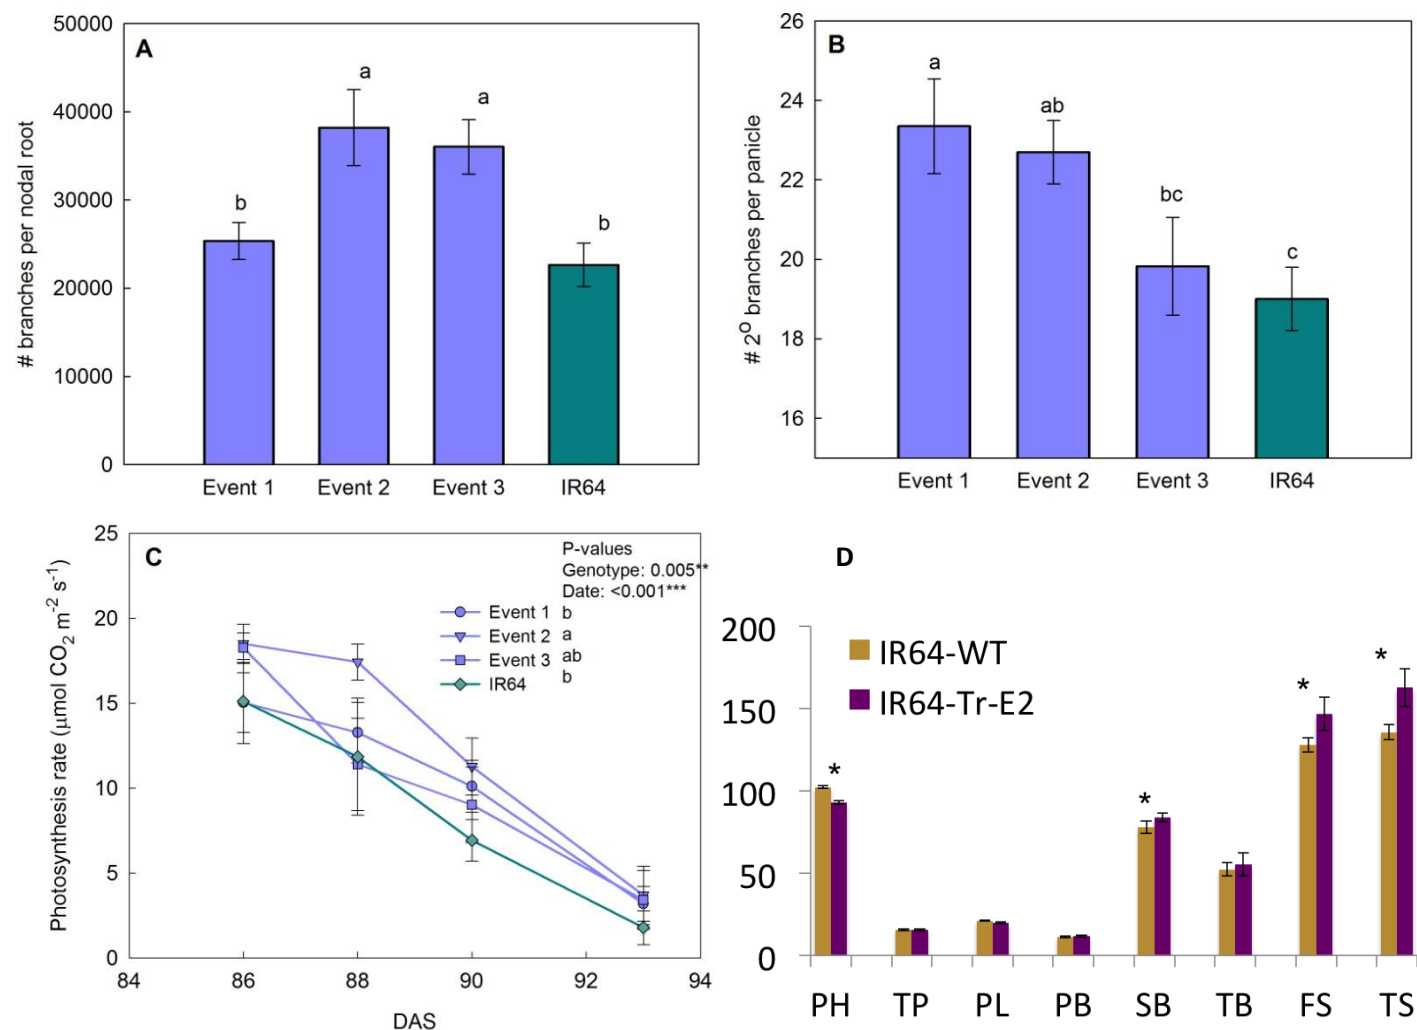

**Figure S12. Assessment of the transgenic plants.** Three independent transgenic events overexpressing *OsNAM12.1* exhibited **A**) increase in root branching ( $n=8$ ,  $p=0.005$ ); **B**) increase in panicle branching ( $n=10$ ,  $p=0.012$ ) and **C**) increase in transpiration in the drought stress treatment ( $n=4$ ,  $p=0.005$ ). Graphs show mean values  $\pm$  s.e., and letters indicate different significance groups according to the post-hoc test. Event E2 stood out as potentially useful due to increase in root branching and transpiration. **D**) Due to its favorable characteristics event E2 was compared with the wild type IR64 for panicle traits affecting yield under drought; plant height (PH, in cm); number of tillers per plant (TP); panicle length (PL, in cm); number of primary branches (PB); secondary branches (SB); tertiary branches (TB); fertile spikelets (FS) and total spikelets (TS). Bar graph plotted for each trait showing mean (M) and standard error of 12 and 9 measurements for the wild type (IR64-WT) and transgenic plant (IR64-Tr-E2), respectively. PH was significantly decreased while SB, FS and TS were significantly increased. These changes led to marginally higher 100-grain weight in IR64-Tr-E2 than IR64-WT (for IR64-Tr-E2:  $M=2.6$  and  $SD=0.13$ , for WT:  $M=2.4$  and  $SD=0.18$ ;  $t(18.9)=-3.035$ ,  $p=0.0068$ ).

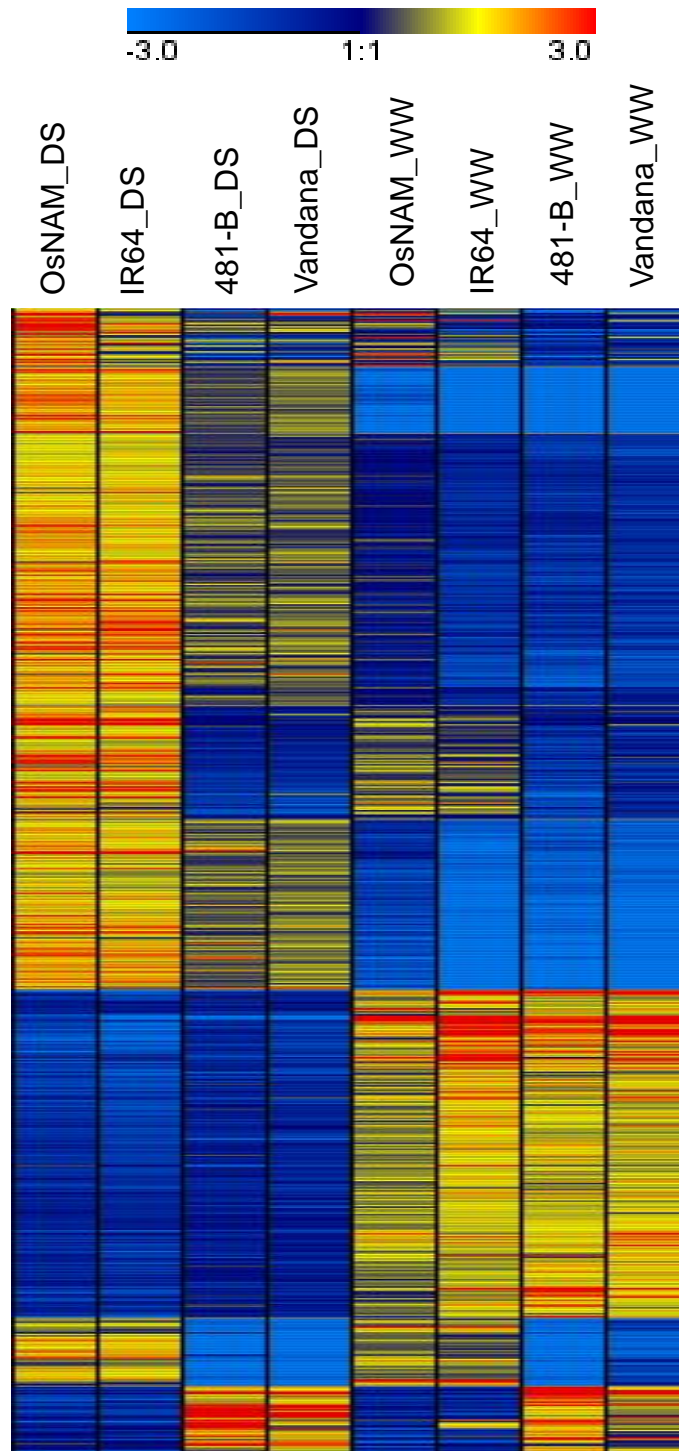

**Figure S13. Heatmap analysis of microarray data.** Temporal expression profiles of differentially expressed genes in roots between *OsNAM*<sub>12.1</sub> transgenic line in IR64 background, IR64 (wild type), 481-B near isogenic line and Vandana under drought stress (DS) and well watered (WW). By using K-mean and SOM clustering methods, four cluster groups were defined based on temporal expression patterns. Note that cluster group 1 genes are mostly expressed under DS. On the other hand, cluster group 2 transcripts are preferentially expressed under WW but down-regulated under DS across all genotypes. The cluster group 3 transcripts regulated under WW and DS in OsNAM and IR64 and cluster group 4 transcripts are expressed under WW and DS in 481-B and Vandana lines. Expression values are given in logarithmically scaled (base 2) signal intensities: red, high expression; yellow, moderate expression; blue, low expression. Horizontal rows represent gene expression patterns.

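In the fit of all arrays, 49 probes were called for drought in all 4 genotypes, of which 47 were higher and 2 lower under drought. Without NIL-481-B drought replicate 1 the count was 27, and without the array labelled Vandana well-watered replicate 2 it was 36. After Benjamini-Hochberg adjustment 236 probes were called in all 4 genotypes, 166 higher and 70 lower. The median absolute response of the 49 probes was 6.75 (log2) in IR64-WT, 7.19 in IR64-Tr-E2, 5.69 in NIL-481-B and 5.81 in Vandana.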

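Between the IR64 and Vandana backgrounds, averaged over lines and treatments, 470 probes were called, of which 231 were higher in the IR64 lines and 239 higher in NIL-481-B and Vandana. Without the array labelled Vandana well-watered replicate 2 the count was 756, after Benjamini-Hochberg adjustment 1809 and after normexp background correction 213. To place each array, probes were chosen on the 12 drought arrays: 127 were more than 2 log2 units higher on every IR64 array than on any NIL-481-B or Vandana array, and 158 the reverse. On an index set to 0 at the mean of the NIL-481-B and Vandana drought arrays and 1 at that of the IR64 drought arrays, the well-watered IR64 arrays lay between 0.827 and 0.976. The well-watered NIL-481-B and Vandana arrays lay between -0.034 and 0.2, except the array labelled Vandana well-watered replicate 2, which lay at 0.931 and 0.942 over the 2 sets.

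**Figure D4:**
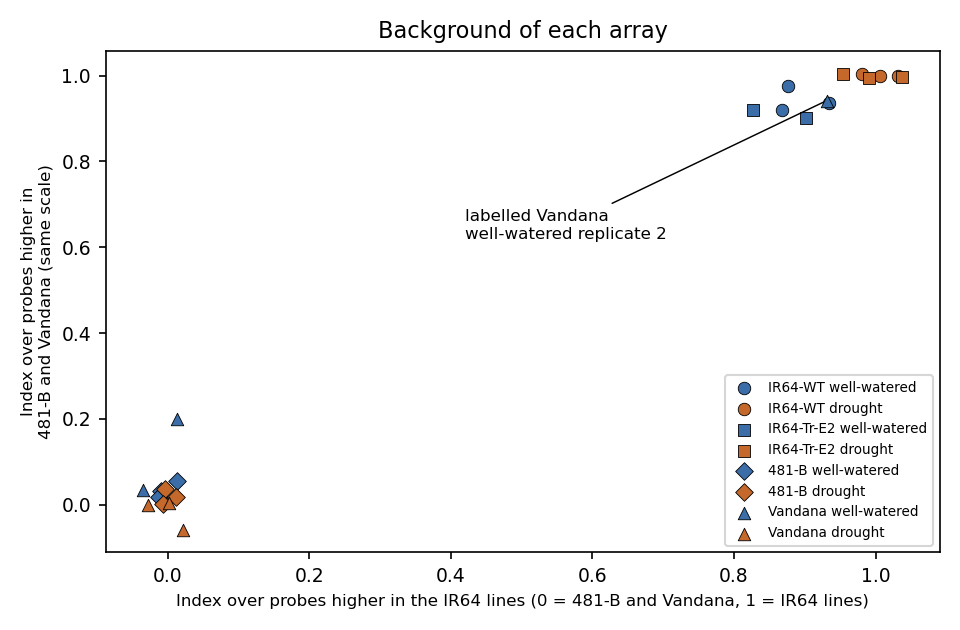
Index of each of the 23 arrays over the 127 probes higher in the IR64 lines (horizontal axis) and the 158 probes higher in NIL-481-B and Vandana (vertical axis). Each point is an array, its shape the labelled genotype and its colour the treatment (blue, well watered; orange, drought); drought arrays define the scale. The array labelled Vandana well-watered replicate 2 lies among the IR64 arrays.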

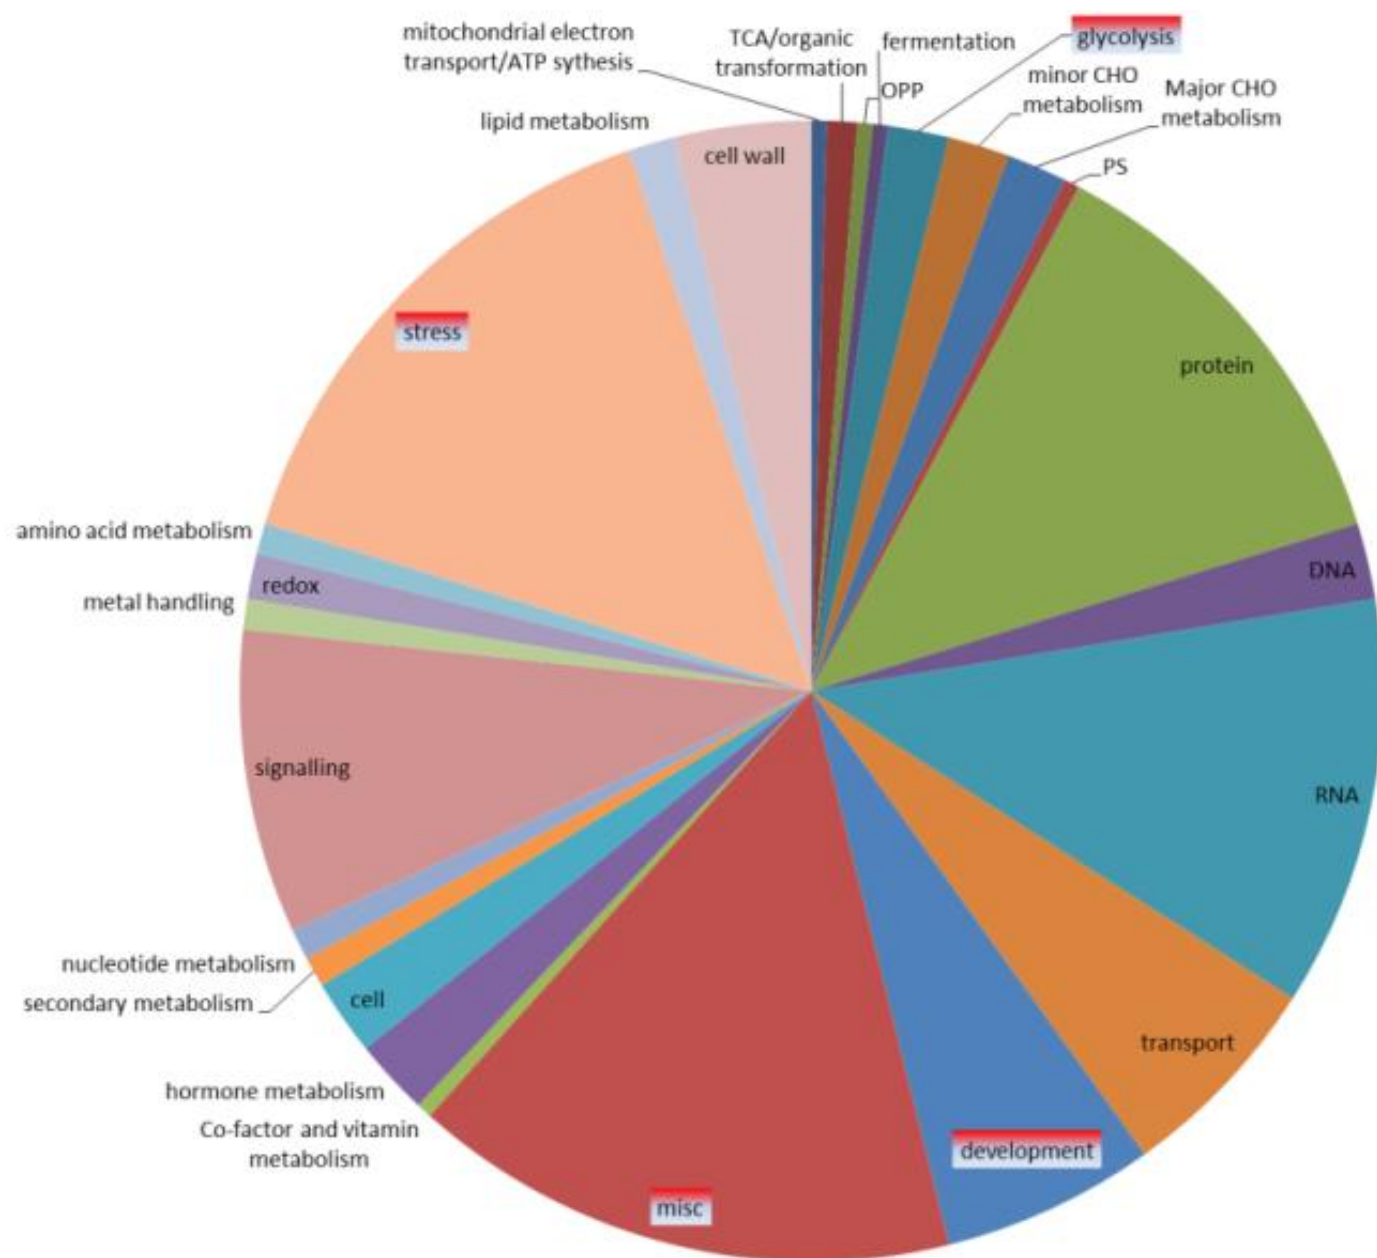

**Figure S13 B)** Functional categories of the genes upregulated under drought as identified from transcriptome analysis of the roots

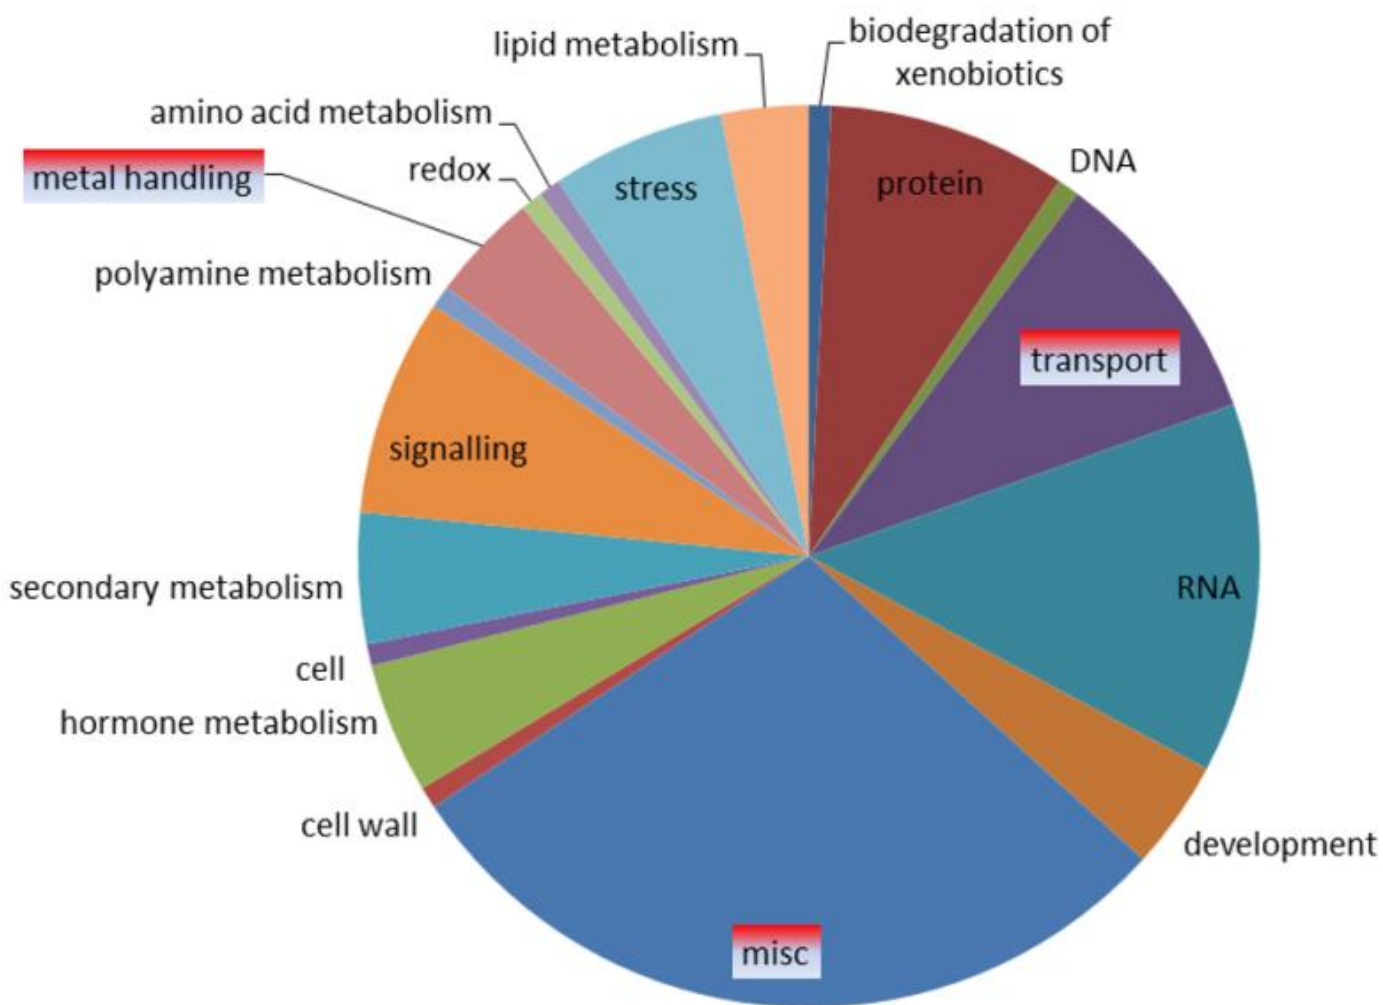

**Figure S13 C)** Functional categories of the genes down-regulated under drought as identified from transcriptome analysis of the roots

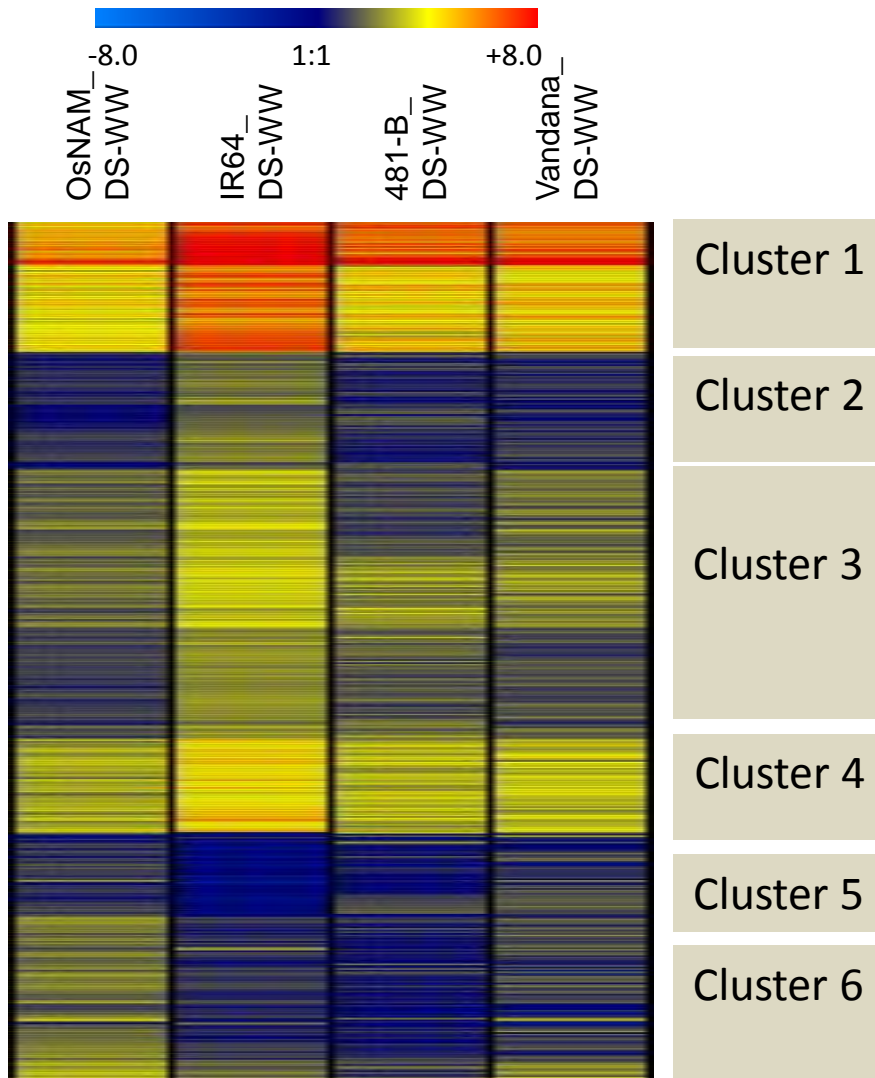

**Figure S14. Heatmap analysis of microarray data.** Expression profiles of rice genes responsive to drought depicted as heat-map. Expression ratios (drought stressed vs well watered) are colour-coded: Red >8 fold up-regulated under DS; blue >8 fold up-regulated under WW. Genes were grouped into 6 clusters based on hierarchical clustering using the average linkage method. Each gene is represented as horizontal row and the vertical columns represent tissue samples (OsNAM transgenic line in IR64 background, IR64, 481-Bnearisogenic line, Vandana)

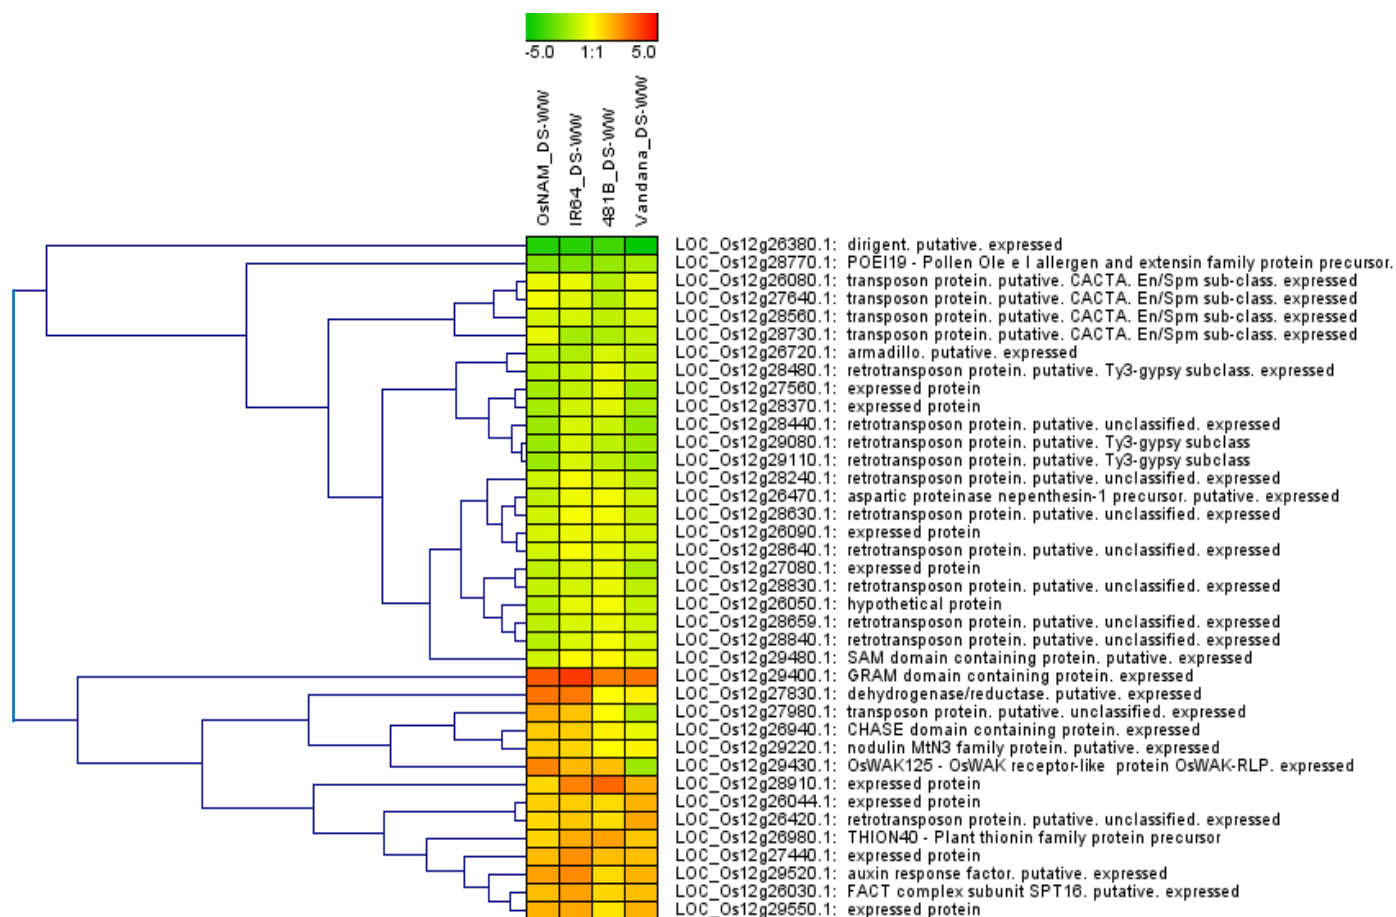

**Figure S15. Dendrogram of microarray data for genes within *qDTY<sub>12.1</sub>*.** The fold differences calculated between drought stressed (DS) vs well watered (WW) root samples in OsNAM, IR64, 481-B near isogenic line and Vandana lines shown as heat map. Hierarchical clustering of 38 differentially expressed genes of *qDTY<sub>12.1</sub>* led to two major clusters. Green or red colors indicate differentially down and up-regulated genes under DS, respectively. Genes were grouped into 2 clusters based on hierarchical clustering using the average linkage method.

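Drought minus well-watered differences of 15 probes of qDTY12.1 could be set beside the values that Table S4 gives for them. In IR64-WT, NIL-481-B and Vandana each of the 15 lay within 0.032 (log2) of the paper's value. In IR64-Tr-E2, whose well-watered group had 2 arrays here, they lay within 1.61 of it. LOC_Os12g26030 rose with drought by 1.79 in IR64-WT (adjusted p = 0.0162, limma) and 1.81 in IR64-Tr-E2 (adjusted p = 0.0235, limma), LOC_Os12g29550 by 1.73 (adjusted p = 0.0271, limma) and 2.08 (adjusted p = 0.0167, limma), and LOC_Os12g27440 by 2.16 (adjusted p = 0.011, limma) and 1.69 (adjusted p = 0.051, limma). The last value passed the threshold with slide or replicate number as a block, after the 75th percentile shift, after normexp background correction and with dim probes filtered, with adjusted p between 0.019 and 0.0462. The 5 calls were lost with 1 of several arrays left out. LOC_Os12g29480 fell by 1.28 in IR64-Tr-E2 (adjusted p = 0.256, limma).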

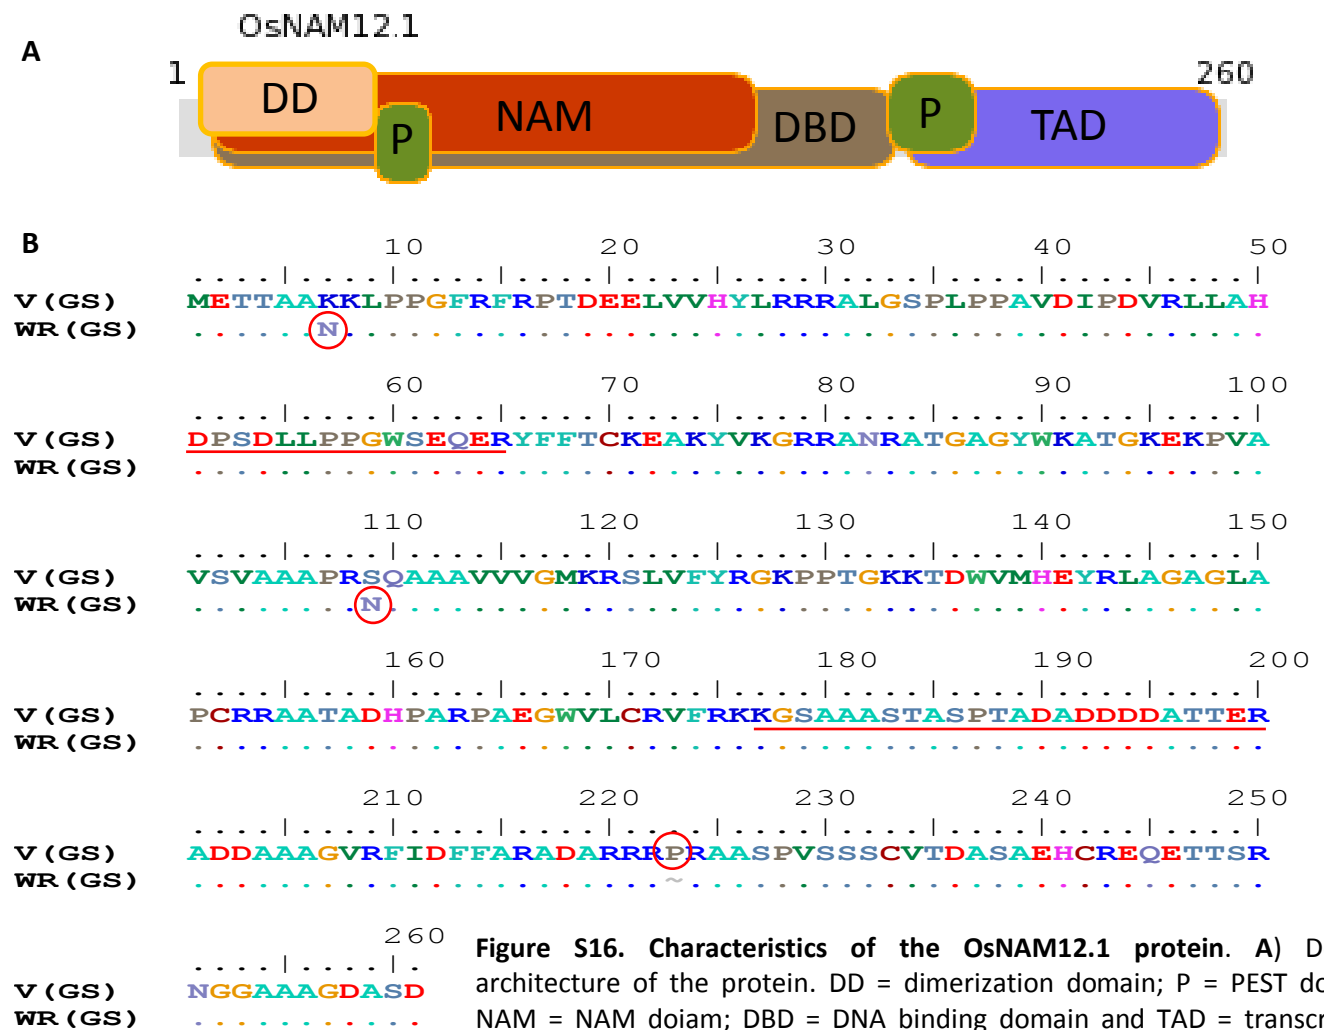

**Figure S16. Characteristics of the OsNAM12.1 protein.** **A)** Domain architecture of the protein. DD = dimerization domain; P = PEST domain; NAM = NAM domain; DBD = DNA binding domain and TAD = transcription activation domain. **B)** Protein sequence comparison between Vandana and WayRarem. Changed AAs encircled. PEST sequence underlined. **C)** Predicted effect of AA changes on protein structure indicated by the white arrow.

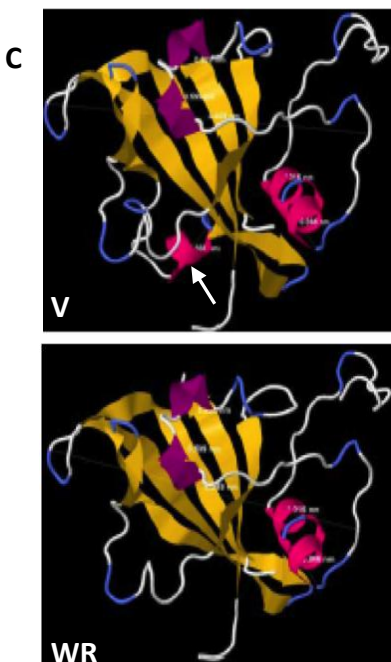

Among the 114 rice NAM proteins, *OsNAM<sub>12.1</sub>* was one of only eight predicted to contain two PEST motifs, a protein degradation signal present in the negative regulatory domain of DREB2A. It was one of only five whose PEST motif was predicted to be potentially ubiquitinated and SUMOylated and prone to intrinsically disordered protein structure. These modifications actively regulate the fate of the PEST motif and hence the activity of the motif-containing protein<sup>1</sup>. Also, among the 268 rice and Arabidopsis NAM/NAC genes, *OsNAM<sub>12.1</sub>* phylogenetically belongs to the ONAC1 clade of eight members<sup>2</sup>, none of which are characterized. Thus, effects of *OsNAM<sub>12.1</sub>* on roots, and on the yet to be analyzed panicle branching, transpiration efficiency and yield under drought, might be due to a unique combination of *OsNAM<sub>12.1</sub>* *per se*, its genomic location and its *cis*- and *trans*-interactions with other genes/proteins.

**References:** **1)** Singh et al. (2006) Intrinsic unstructuredness and abundance of PEST motifs in eukaryotic proteomes. *PROTEINS: Structure, Function, and Bioinformatics* 62:309–315. **2)** Nuruzzaman et al. (2010) Genome-wide analysis of NAC transcription factor family in rice. *Gene* 465(1-2):30-44

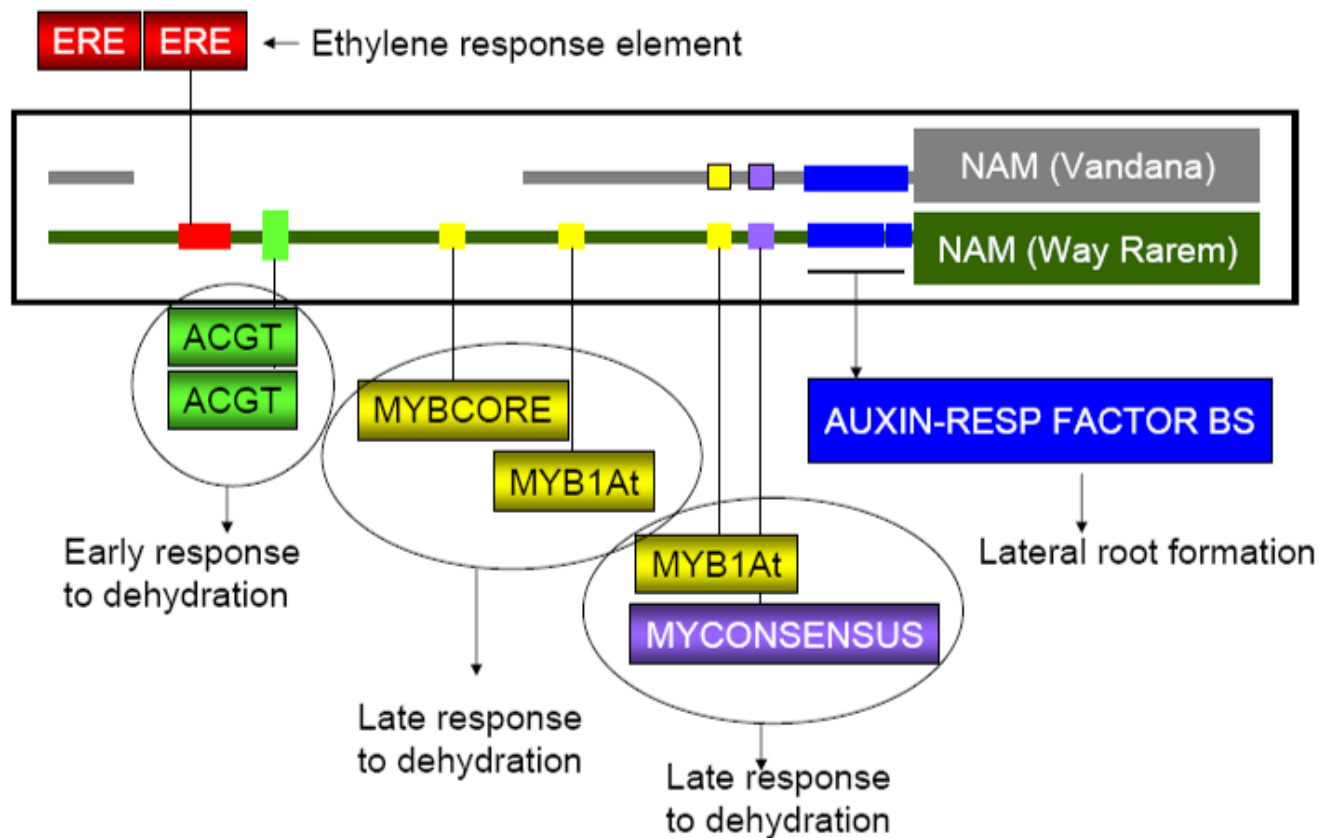

**Figure S17. An indel in the promoter region of *OsNAM<sub>12.1</sub>*.** Important drought responsive and root development associated *cis*-regulatory elements were missing in the Vandana allele, particularly the ethylene response elements and some elements responsive to dehydration.

**Table S1.** Field performance and grain characteristics of BC<sub>2</sub>F<sub>3:4</sub> and BC<sub>3</sub>F<sub>3:7</sub> NILs, parents, and drought-tolerant checks in advanced yield trials under upland severe stress and non-stress conditions with respective percentage recovery of Vandana allele in the background (%BG)

| Genotype             | Particulars                      | Upland severe stress |        |         |        |         | Upland non-stress |         |        |       |       | GL   | GW   | L:W | % BG |
|----------------------|----------------------------------|----------------------|--------|---------|--------|---------|-------------------|---------|--------|-------|-------|------|------|-----|------|
|                      |                                  | GY                   | DTF    | PHT     | BIO    | HI      | GY                | DTF     | PHT    | BIO   | HI    |      |      |     |      |
| IR84984-83-15-481-B  | BC <sub>2</sub> F <sub>3:4</sub> | 693                  | 64     | 75      | 4160   | 0.17    | 2525              | 62      | 79     | 9584  | 0.29  | 0.65 | 0.25 | 2.6 | 93.4 |
| IR84984-83-15-862-B  | BC <sub>2</sub> F <sub>3:4</sub> | 582                  | 66     | 75      | 5120   | 0.28    | 2037              | 67      | 86     | 11050 | 0.29  | 0.64 | 0.25 | 2.6 | 92.6 |
| IR84984-21-19-78-B   | BC <sub>2</sub> F <sub>3:4</sub> | 478                  | 66     | 74      | 3333   | 0.13    | 2996              | 65      | 89     | 10769 | 0.31  | 0.63 | 0.25 | 2.5 | 92.6 |
| IR84984-83-15-110-B  | BC <sub>2</sub> F <sub>3:4</sub> | 475                  | 66     | 78      | 3210   | 0.3     | 2279              | 66      | 89     | 8539  | 0.29  | 0.64 | 0.24 | 2.7 | 92.6 |
| IR90020:22-283-B-1-B | BC <sub>3</sub> F <sub>3:7</sub> | 604                  | 66     | 79      | 4160   | 0.14    | 3039              | 66      | 85     | 11610 | 0.29  | 0.64 | 0.23 | 2.8 | 93.4 |
| IR90020:22-283-B-4-B | BC <sub>3</sub> F <sub>3:7</sub> | 515                  | 67     | 77      | 4133   | 0.21    | 2245              | 68      | 84     | 7579  | 0.27  | 0.65 | 0.26 | 2.5 | 95.0 |
| IR90019:17-156-B-2-B | BC <sub>3</sub> F <sub>3:7</sub> | 323                  | 67     | 75      | 4650   | 0.18    | 2202              | 67      | 87     | 8539  | 0.36  | 0.63 | 0.25 | 2.5 | 95.9 |
| Way Rarem            | Donor                            | 0                    | NF     | 60      | 2267   | 0.01    | 1660              | 87      | 100    | NA    | NA    | 0.62 | 0.28 | 2.2 | -    |
| Vandana              | Recipient                        | 27                   | 70     | 79      | 2080   | 0.09    | 2208              | 68      | 91     | 10498 | 0.34  | 0.63 | 0.24 | 2.6 | -    |
| Apo                  | Check                            | 0                    | NF     | 57      | 2267   | 0       | 2765              | 80      | 101    | NA    | NA    | 0.65 | 0.24 | 2.7 | -    |
| UPLRi7               | Check                            | 0                    | NF     | 55      | 1290   | 0       | 2236              | 85      | 91     | NA    | NA    | 0.68 | 0.24 | 2.8 | -    |
| IR74371-54-1-1       | Check                            | 0                    | NF     | 65      | 2960   | 0       | 2935              | 75      | 86     | NA    | NA    | 0.6  | 0.23 | 2.6 | -    |
| Population mean      |                                  | 327                  | 68     | 76      | 4150   | 0.13    | 2461              | 67      | 87     | 10497 | 0.31  | -    | -    | -   | -    |
| <b>p value</b>       |                                  | <0.0001              | 0.0005 | <0.0001 | 0.0299 | <0.0001 | 0.011             | <0.0001 | 0.0233 | 0.002 | 0.097 | -    | -    | -   | -    |

DTF: days to 50% flowering, PHT: plant height (cm), GY: grain yield (kg ha<sup>-1</sup>), BIO: shoot biomass (kg ha<sup>-1</sup>), HI: harvest index GL: grain length, GW: grain width, L:W: grain length-width ratio, NF: no flowering, NA: not available

Table S1 presents the summary of yield, phenology and plant type related traits for selected NILs in field trials conducted under reproductive stage drought stress and non-stress conditions. The table also shows the grain measurements (under non-stress) and percentage background recovery. The experiments were conducted in alpha lattice design with three replicates and included NILs, parents and check varieties. Data on yield, biomass, height, days to flowering and harvest index were recorded and analyzed using mixed model analysis to compute LS means and P values. Genotype, blocks and replication were taken as factor with effects of genotypes taken as fixed effects while those for blocks and replications were taken as random effects. Grain measurements were conducted on non-stress grains harvested from the NILs, parents and checks. Length and width of grains were calculated from observations taken from 10 grains of each line. L:W ratio was calculated based on the mean length and width data.

| qDTY <sub>12.1</sub> genes |                                | Other genes | MSU name       |                                                    |
|----------------------------|--------------------------------|-------------|----------------|----------------------------------------------------|
| LOC_Os12g29300             | <i>OsCESA10<sub>12.1</sub></i> | SEY1        | LOC_Os12g41170 | SEY1 putative                                      |
|                            |                                | SAC1        | LOC_Os11g20384 | Sac1 homology domain containing protein            |
| LOC_Os12g28770             | <i>OsPOLE19<sub>12.1</sub></i> | R2R3        | LOC_Os07g43580 | MYB family transcription factor                    |
| LOC_Os12g29520             | <i>OsARF<sub>12.1</sub></i>    | Myb         | LOC_Os10g30690 | MYB family transcription factor, putative,         |
|                            |                                | DREB1F      | LOC_Os01g73770 | dehydration-responsive element-binding protein     |
|                            |                                | bHLH-DCP    | LOC_Os01g01870 | helix-loop-helix DNA-binding domain CP             |
|                            |                                | TFB3        | LOC_Os11g32110 | Auxin response factor                              |
|                            |                                | MADS BP     | LOC_Os01g10504 | MADS-box family gene with MIKCC type-box           |
| LOC_Os12g27102             | <i>OsGdpD<sub>12.1</sub></i>   | HIRP        | LOC_Os09g19710 | hypersensitive-induced response protein,           |
| LOC_Os12g26940             | <i>OsCDP<sub>12.1</sub></i>    | Myb         | LOC_Os04g50770 | MYB family transcription factor, putative,         |
|                            |                                | 4CL1        | LOC_Os08g14760 | 4-Coumarate ligase/AMP binding DCP                 |
| LOC_Os12g27254             | <i>OsTFP<sub>12.1</sub></i>    | JA-IR       | LOC_Os12g14440 | Jacalin - Jasmonate-induced protein, putative      |
| LOC_Os12g29330             | <i>OsNAM<sub>12.1</sub></i>    | DUF566      | LOC_Os10g40620 | Domain of unknown function containing protein      |
|                            |                                | WRKY        | LOC_Os01g47560 | WRKY16, expressed                                  |
| LOC_Os12g29400             | <i>OsGDP<sub>12.1</sub></i>    | VQ DP       | LOC_Os05g44270 | VQ domain containing protein, putative, expressed  |
| LOC_Os12g27830             | <i>OsDR<sub>12.1</sub></i>     | LEA         | LOC_Os08g23870 | late embryogenesis abundant group 1, putative      |
|                            |                                | CNX1        | LOC_Os04g56620 | molybdopterin biosynthesis protein CNX1, putative  |
| LOC_Os12g29220             | <i>OsMtN3<sub>12.1</sub></i>   | AA-T        | LOC_Os08g03350 | amino acid transporter, putative                   |
|                            |                                | TGF-BR      | LOC_Os02g37040 | TGF-beta receptor, type I/II extracellular protein |
| LOC_Os12g27520             | <i>OsAFC2<sub>12.1</sub></i>   | CP          | LOC_Os10g42790 | CTP:phosphorylcholine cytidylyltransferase         |
|                            |                                | GAMyb       | LOC_Os03g63020 | Gibberellin activated Myb binding kinase           |
|                            |                                | AspS        | LOC_Os03g18130 | asparagine synthetase, putative                    |
| LOC_Os12g28270             | <i>OsAH<sub>12.1</sub></i>     | BAD         | LOC_Os04g39020 | Betaine aldehyde dehydrogenase, putative           |
| LOC_Os12g29434             | <i>OsWAK<sub>12.1</sub></i>    |             |                |                                                    |

**Table S2. Details on the IDs of the genes with network relationship among the qDTY<sub>12.1</sub> genes and other genes.** Green font represents qDTY<sub>12.1</sub> genes and blue font their networked gene links. The beige and light blue color overlap with the ‘blue’ genes imperfectly captures the links depicted in Figure S9. Purple shaded genes are common links between two QTL genes. Nearly all blue genes have functional links to at least one of the traits affected by qDTY<sub>12.1</sub> i.e. drought tolerance, root and panicle branching, water use efficiency and yield. For the qDTY<sub>12.1</sub> genes *CESA<sub>12.1</sub>* and *OsARF<sub>12.1</sub>* belong to two classes of genes closely associated with root development<sup>1,2</sup>, especially in combination with NAM/NAC TFs<sup>3</sup>. Gram domain proteins (*OsGDP<sub>12.1</sub>*) are ABA responsive proteins<sup>4</sup> and ABA content has a bearing on drought response<sup>5</sup>. *OsAFC2<sub>12.1</sub>* has 72% identity to the *Arabidopsis* and *Brachypodium* AFC2-LAMMER kinase, which may modulate the transcriptome through alternative splicing, mediated by its known potential to phosphorylate and activate the spliceosome component S/R proteins<sup>6</sup>. *OsWAK<sub>12.1</sub>* is similar to the WAK receptor-like kinases in the cell wall that are associated with signaling for modification of cell wall integrity during expansion. Silencing of a WAK in rice led to abnormal root growth along with defective anther dehiscence<sup>7</sup>. The *OsPOLE1<sub>12.1</sub>* has high similarity to an Arabidopsis gene (AT5G05500) known to be functional in root hair elongation. Other than the result that *OsGdpD<sub>12.1</sub>* and *OsMtN3<sub>12.1</sub>* were upregulated under drought, lack of additional information on them at this stage warrants more research, especially on *OsMtN3<sub>12.1</sub>* because along with *OsNAM<sub>12.1</sub>* it subtends the major LOD peak for qDTY<sub>12.1</sub>. The *MtN3* class of genes is also known as the *SWEET* genes as they have been proposed to be functional in sugar transport<sup>8</sup>, a process highly relevant to yield-under-drought. The *OsGdpD<sub>12.1</sub>*-like proteins are also known to play an important role in cell wall formation<sup>9</sup>. The *OsAH<sub>12.1</sub>*-KO line exhibited increased root growth and confirmed its negative regulation over the process.

**References:** **1)** Faveri B et al. (2001) *KOJAK* encodes a cellulose synthase-like protein required for root hair cell morphogenesis in *Arabidopsis*. *Genes Dev* 15(1): 79-89. **2)** Okushima et al. (2007) ARF7 and ARF19 regulate lateral root formation via direct activation of *LBD/ASL* genes in *Arabidopsis*. *Plant Cell* 19(1): 118-130. **3)** He XJ et al. (2005) AtNAC2, a transcription factor downstream of ethylene and auxin signaling pathways, is involved in salt stress response and lateral root development. *Plant J* 44(6): 903-916. **4)** Liu et al. (2013) Functional analysis of the ABA-responsive protein family in ABA and stress signal transduction in *Arabidopsis*. *Chin Sci Bull* 58(31): 3721-3730. **5)** Sreenivasulu et al. (2012) Contrapuntal role of ABA: does it mediate stress tolerance or plant growth retardation under long-term drought stress? *Gene* 506(2):265-73. **6)** Savaldi-Goldstein et al. (2003) Alternative splicing modulation by a LAMMER kinase impinges on developmental and transcriptome expression. *Plant Cell* 15(4): 926-938. **7)** Kanneganti V and Gupta AK (2011) RNAi mediated silencing of a wall associated kinase, OsWAK1 in *Oryza sativa* results in impaired root development and sterility due to anther indehiscence. *Physiol Mol Biol Plants* 17(1): 65-77. **8)** Yuan M et al. (2014) Rice *MtN3/saliva/SWEET* gene family: Evolution, expression profiling, and sugar transport. *Journal of Integrative Plant Biol Online* doi:10.1111/jipb.12173. **9)** Hayashi S et al. (2008) The glycerophosphoryl diester phosphodiesterase-like proteins SHV3 and its homologs play important roles in cell wall organization. *Plant Cell Physiol* 49(10):1522-1535.

Table S3.

NAM/NAC binding sequence and position in promoters of the 5 genes in Vandana and Way Rarem

| Gene                          | Size |      | CATGTG      |             | TTNCGTR                   |                           | TTNCGTRrc          |                    |
|-------------------------------|------|------|-------------|-------------|---------------------------|---------------------------|--------------------|--------------------|
|                               | V    | WR   | V           | WR          | V                         | WR                        | V                  | WR                 |
| <i>OsGdpD</i> <sub>12.1</sub> | 2001 | 2002 | 856,<br>558 | 856,<br>558 |                           |                           |                    |                    |
| <i>OsCesA</i> <sub>12.1</sub> |      | 1932 |             |             |                           |                           |                    | 1773               |
| <i>OsNod</i> <sub>12.1</sub>  | 2003 | 1998 |             |             | 616                       | 613                       | 999, 278           | 996, 275           |
| <i>OsGRAM</i> <sub>12.1</sub> | 1989 | 2004 | 774         | 774         |                           |                           |                    |                    |
| <i>OsARF</i> <sub>12.1</sub>  | 2005 | 2002 |             |             | 1789, 1717,<br>1655, 1039 | 1785, 1713,<br>1651, 1035 | 1870,<br>1648, 925 | 1866,<br>1644, 921 |
| <i>OsAmi</i> <sub>12.1</sub>  | 2001 | 2001 | 1434        | 1434        | 1640                      | 1640                      | 1708               | 1708               |

**Table S5:** Statistical analysis used

|                                                                                                  |
|--------------------------------------------------------------------------------------------------|
| $P_{ijk} = M + R_i + B_j (R_i) + L_k + e_{ijk}$ $\text{Add. (\%)} = [(T_L - T_V/2) / T_V] * 100$ |
|--------------------------------------------------------------------------------------------------|

| Symbol         | Description                            |
|----------------|----------------------------------------|
| P              | measurement recorded on a plot         |
| M              | mean over all plots                    |
| R              | replications                           |
| B              | blocks                                 |
| L              | lines                                  |
| e              | error                                  |
| Additive (%)   | percentage additive effect of the line |
| T <sub>L</sub> | trait value for the line with the QTL  |
| T <sub>V</sub> | trait value of the recipient parent    |

| Statistical Package         | Purpose           |
|-----------------------------|-------------------|
| CROPSTAT v 7.2 (IRRI, 2007) | Yield trials      |
| R v. 2.8.0 (RDCT, 2008)     | Physiology expts. |

- IRRI: International Rice Research Institute.2007. Cropstat for Windows version 7.2.2007.2. International Rice Research Institute (IRRI). Metro Manila, Philippines.
- RDCT: R Development Core Team. 2008. A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria.

**Table S6:** Primers used for Fine mapping

| PRIMER NAME   | SEQUENCE               |
|---------------|------------------------|
| AMI_C2_F2     | TTTGCCAGCTTTGACCTTCA   |
| AMI_C2_R2     | CCATCGACCGTTGCACATTA   |
| ARF_C3_F2     | ACCTCCCGTTGCTTCTCTC    |
| ARF_C3_R2     | TCGGAGAGAATTTCTGGGCTC  |
| NAM12_PF+1656 | CCACATCGGTTATGACCA     |
| 5UNAM12-R1    | CGTCTCCATCGATACACCTC   |
| GRAM_C2_F2    | CACCATCTGTCCAAAGTCCA   |
| GRAM_C2_R     | GTAACCTCTGCTCCGGCAACT  |
| GPDP-C3-F1    | TCGTTTATTCTATTGTTTGCCA |
| GPDP-C3-R1    | CCATCTCCTTGGCGTGTACAA  |
| Cesa CF1      | GTGCTGTCCATATATCCTCGC  |
| Cesa CR1      | CAACCTGGACCATAGCCGCT   |
| NOD CF2       | CTACCGGATCTACAAGAGCAAG |
| NOD CR2       | GATCTTCGTCGTGAACACC    |
| POLe_C2_F     | GCGCCAAAATTTCTTGGT     |
| POLe_C2_R2    | CTTCTCGGCGGTGATCTTGA   |
| WAK_Pro_F     | CTCTCTACTCGCCAACCACC   |
| WAK_Pro_R     | CATGAACAGCCTGGTGTCTGT  |

**Table S7:** Primers used in different studies with *qDTY<sub>12.1</sub>*

| Gene Name                       | Locus ID       | Primer       | Sequence information                    | Purpose |
|---------------------------------|----------------|--------------|-----------------------------------------|---------|
| <i>OsMtN3<sub>12.1</sub></i>    | LOC_Os12g29220 | NOD qCF3     | 5'-tctacgcgctgatcaagtcca-3'             | RT-PCR  |
|                                 |                | NOD qCR3     | 5'-cgtaggcgaggtacatgacgat-3'            |         |
| <i>OsAH<sub>12.1</sub></i>      | LOC_Os12g28270 | AMDH_CF3     | 5' -ggcgtgaggcggtacatcac- 3'            | RT-PCR  |
|                                 |                | AMDH_CR1     | 5' -ggagtactgattggtagtgtcg- 3'          |         |
| <i>OsNAM<sub>12.1</sub></i>     | LOC_Os12g29330 | NAM qCF3     | 5'-ccaagtatgtcaagggcg-3'                | RT-PCR  |
|                                 |                | NAM qCR3     | 5'-atgaccagtcgcttctt-3'                 |         |
| <i>OsAFC2<sub>12.1</sub></i>    | LOC_Os12g27520 | SER_ CF2     | 5' -tagtgcaaaagccttcctgt- 3'            | RT-PCR  |
|                                 |                | SER_ CR2     | 5' -cctgcggtagctttcgtaac- 3'            |         |
| <i>OsCesA10<sub>12.1</sub></i>  | LOC_Os12g29300 | CESA_F       | 5' -gcgtcttctcgactgcac- 3'              | RT-PCR  |
|                                 |                | CESA_R       | 5' -caacctggaccatagccgct- 3'            |         |
| <i>OsEP1<sub>12.1</sub></i>     | LOC_Os12g29340 | EXP_CF1      | 5' -gctgaaagcctctccatgtt- 3'            | RT-PCR  |
|                                 |                | EXP_CR1      | 5' -gcatgatgcatagtggatgg- 3'            |         |
| <i>OsGDP<sub>12.1</sub></i>     | LOC_Os12g29400 | GDP_CF2      | 5' -cgtggagctactacaaggtgat- 3'          | RT-PCR  |
|                                 |                | GDP_CR2      | 5' -catagctaacgaaccccatga- 3'           |         |
| <i>OsWAK<sub>12.1</sub></i>     | LOC_Os12g29430 | WAK qPCF1    | 5' -gcctcactactggaagaagg- 3'            | RT-PCR  |
|                                 |                | WAK qPCR1    | 5' -tccccttagctgatatgc- 3'              |         |
| <i>OsPOE119<sub>12.1</sub></i>  | LOC_Os12g28770 | Pol Ole qCF5 | 5' -ctccaaccacagctacttcttgc- 3'         | RT-PCR  |
|                                 |                | Pol Ole qCR5 | 5' -caccttctcggcggtgatcttg- 3'          |         |
| <i>OsNAM<sub>12.1</sub></i>     | LOC_Os12g29330 | NAM101-119F  | 5' -ttgattttgccgaggtgta- 3'             | Cloning |
|                                 |                | NAM168-186R1 | 5' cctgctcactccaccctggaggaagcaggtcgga3' | Cloning |
| <i>OsGDP<sub>12.1</sub></i>     | LOC_Os12g29400 | ProGDP01     | 5' -ggcctccaaaatttatagtccca-3'          | EMSA    |
|                                 |                | ProGDP02     | 5' -gtggagaggcctcctgtttac- 3'           |         |
| <i>OsCesA10<sub>12.1</sub></i>  | LOC_Os12g29300 | ProCESA01    | 5' -gaggcttctgttgactggt- 3'             | EMSA    |
|                                 |                | ProCESA02    | 5' -attgcctccgttggtgttga- 3'            |         |
| <i>OsARF<sub>12.1</sub></i>     | LOC_Os12g29520 | ProARF01     | 5' -tctgtagccccgctattctt- 3'            | EMSA    |
|                                 |                | ProARF02     | 5' -aggtagagcggtgaggtcac- 3'            |         |
| <i>OsMtN3<sub>12.1</sub></i>    | LOC_Os12g29220 | ProNOD01     | 5' -taccctgtcaaacaagaacag- 3'           | EMSA    |
|                                 |                | ProNOD02     | 5' -ggaaagtcttttgacacgc- 3'             |         |
| <i>OsAH<sub>12.1</sub></i>      | LOC_Os12g28270 | ProAMI01     | 5' -tcgtctcgcaatttacacgt- 3'            | EMSA    |
|                                 |                | ProAMI02     | 5' -catggctcacgagatgtatgt- 3'           |         |
| <i>OsGdpD<sub>12.1</sub> F4</i> | LOC_Os12g27102 | ProGdpD_F401 | 5' -atctccagattcgttgacaca- 3'           | EMSA    |
|                                 |                | ProGdpD_F402 | 5' -atctccagattcgttgacaca- 3'           |         |
| <i>OsGdpD<sub>12.1</sub> F5</i> | LOC_Os12g27102 | ProGdpD_F501 | 5' -atctccagattcgttgacaca- 3'           | EMSA    |
|                                 |                | ProGdpD_F502 | 5' -atctccagattcgttgacaca- 3'           |         |

**Table S8.** TRIM mutants

| Gene                           | TRIM lines<br>used | AT/KO |
|--------------------------------|--------------------|-------|
| <i>OsAFC2</i> <sub>12.1</sub>  | M0032667           | AT    |
| <i>OsAH</i> <sub>12.1</sub>    | M0039637           | KO    |
| <i>OsCESA</i> <sub>12.1</sub>  | M0074686           | AT    |
| <i>OsGDP</i> <sub>12.1</sub>   | M0111080           | AT    |
| <i>OsWAK</i> <sub>12.1</sub>   | M0092628           | AT    |
| <i>OsARF</i> <sub>12.1</sub>   | M0093267           | AT    |
| <i>OsPOLEI</i> <sub>12.1</sub> | M0066205           | AT    |

## **NIL development, yield screening and statistical analysis**

This study was conducted at the International Rice Research Institute (IRRI), Los Baños, Laguna, Philippines. Experiments for characterization of NILs were conducted in the dry season (DS) of 2010 to DS2012. IRRI is located at 14°13'N latitude, 121°15'E longitude, at an elevation of 21 m above mean sea level. The soil was classified as Aquandic Epiaquall, and was characterized at the physiology study sites as having a bulk density of 0.94 and 0.90 g cm<sup>-3</sup> at a depth of 10-15 cm, 0.92 and 0.93 g cm<sup>-3</sup> at 25-30 cm, and 0.89 and 0.91 g cm<sup>-3</sup> at 45-50 cm in the upland and lowland fields, respectively, measured when the soil was dry in both treatments. Soil particles at a depth of 10-15 cm were classified as 49% clay, 34% silt, and 17% sand.

## **Plant material**

*qDTY<sub>12.1</sub>* was identified in an F<sub>3:4</sub> population derived from the cross Vandana/Way Rarem (Table 1). Vandana is an upland-adapted cultivar derived from a cross between C22 and Kalakeri. This cultivar is early to mature, and low yielding but tolerant of drought, and is grown in drought-prone areas of Jharkhand and Orissa (eastern India). Way Rarem is a high-yielding, drought-susceptible upland rice cultivar from Indonesia. The yield-increasing allele in this study was derived from the susceptible parent, Way Rarem, making the tolerant parent Vandana the recipient parent for a MAB program. IR79971-B-102-B, one of the F<sub>3</sub>-derived lines from the original population, was used as the donor for *qDTY<sub>12.1</sub>*. This line was backcrossed to Vandana to develop BC<sub>2</sub>- and BC<sub>3</sub>-derived populations for the identification of NILs with *qDTY<sub>12.1</sub>* showing improved tolerance of drought compared with Vandana. A set of such contrasting +QTL and – QTL BC<sub>2</sub>F<sub>3</sub>-derived lines was used for the *qDTY<sub>12.1</sub>* physiology studies.

## **Generation of genotypic data**

Young leaves were collected from 2-week-old plants and freeze-dried. Freeze-dried leaf samples were ground using a Geno/Grinder® (SPEX CertiPrep) and DNA was extracted by the modified CTAB method (Murray and Thomson, 1980) in deep-well plates. The quality and quantity of DNA were then checked on 0.8% agarose gel and diluted to a final concentration of 20 ng  $\mu\text{L}^{-1}$  with TE (Tris-EDTA) buffer. Polymerase chain reaction (PCR) was performed in 96-well polycarbonate plates according to the method described by Panaud *et al.* (1996). After the PCR was completed, 4  $\mu\text{L}$  of 6 $\times$  loading dye was added to each well. Four  $\mu\text{L}$  of the resulting solution mix was then loaded into an 8% (w/v) polyacrylamide gel (Sambrook *et al.*, 1989) for size separation of the amplified DNA fragments using a mini vertical electrophoresis system (CBS Scientific, model MGV-202–33). DNA fragments were then stained with SYBR® Safe gel stain (Invitrogen) and visualized with a UV trans-illuminator.

Rice SSR markers were used for foreground, recombinant, and background selection. Markers described by Bernier *et al.* (2007) were used for selection for foreground and background. Three other markers, RM28076, RM28089, and RM28099, were also included for foreground and recombinant selection. The cM position described by Bernier *et al.* (2007) was used for the construction of chromosome maps except for the three additional markers where the cM position was calculated based on the physical distance (Mb) of these markers from RM28048. Graphical genotyping software GGT 2 (Van Berloo, 2008) was used for the construction of chromosome maps of the selected lines in various generations.

## Molecular marker analysis and crossing scheme

The MAB scheme for the transfer of *qDTY<sub>12.1</sub>* into Vandana is shown in Fig. 1. *qDTY<sub>12.1</sub>* spans between RM28048 and RM28166 on chromosome 12 of the rice genome. IR79971-B-102-B, a F<sub>3:4</sub> line with the full segment of the QTL, was crossed twice to Vandana to develop a BC<sub>2</sub>F<sub>1</sub> (241 plants). The population was screened with RM28048, RM511, and RM28166 to identify individual plants segregating for *qDTY<sub>12.1</sub>* (foreground selection). The selected plants were then screened with 42 SSR markers for the presence of the Vandana allele across the background (background selection) and two BC<sub>2</sub>F<sub>1</sub> plants (IR84984-21-19 and IR84984-83-15) segregating for *qDTY<sub>12.1</sub>* and maximum background recovery were identified to develop the BC<sub>2</sub>F<sub>2</sub> population. A large BC<sub>2</sub>F<sub>2</sub> population (1907 plants) was developed from the identified BC<sub>2</sub>F<sub>1</sub> plants and was genotyped with foreground markers RM28048, RM28130, and CG29430 (marker designed for *qDTY<sub>12.1</sub>* region) to identify lines segregating for the *qDTY<sub>12.1</sub>* locus. The 180 BC<sub>2</sub>F<sub>3</sub> lines identified through this process were then saturated with six additional SSR markers, RM28076, RM28089, RM28099, RM511, RM1261, and RM28166, within the region and were screened under varying drought-stress conditions to identify high-yielding BC<sub>2</sub>F<sub>3</sub>-derived NILs. Lines from this population were also used for the study of QTL physiology. Six of these lines were further backcrossed to Vandana to develop a large BC<sub>3</sub> derived population for confirmation of fine mapping results obtained in the BC<sub>2</sub> derived population as well as to develop BC<sub>3</sub> derived NILs. A total of 148 BC<sub>3</sub>F<sub>1</sub> plants were generated and genotyped with all eight SSR markers within the QTL region. 15 BC<sub>3</sub>F<sub>1</sub> plants segregating for different segments or full region of *qDTY<sub>12.1</sub>* were selected for developing a large BC<sub>3</sub>F<sub>2</sub> population (2263 plants). 470 BC<sub>3</sub>F<sub>2</sub> plants were identified from this population based on the segments of QTL present in them and were used for further screening for confirmation of fine mapping and identification of NILs.

BC<sub>3</sub>F<sub>3</sub> lines developed from these plants were screened under drought stress and non-stress conditions. The 52 best BC<sub>3</sub>F<sub>3:4</sub> lines were selected based on their field performance under stress. These lines were then evaluated under non-stress conditions for superior plant type and yield and single panicle selections were conducted. Seeds from 62 different lines coming from BC<sub>2</sub>- and BC<sub>3</sub>-derived populations were multiplied under non-stress conditions and confirmed for the presence of *qDTY<sub>12.1</sub>* along with background screening with segregating markers. Thirty-five selected lines with the *qDTY<sub>12.1</sub>* segment were evaluated in advanced yield trials (AYTs) under upland stress and non-stress conditions and four BC<sub>2</sub>-derived and three BC<sub>3</sub>-derived lines with *qDTY<sub>12.1</sub>*, superior plant type, the highest Vandana genome recovery, and highest yield under non-stress conditions were identified. Further, these four of the seven NILs were identified and screened in repeated yield trials across season in different plot sizes to characterize the effect of QTL as well as the yield advantage of the NILs over Vandana.

## **Experimental conditions**

### ***Drought screening in yield trials to develop NILs***

All populations were screened in upland conditions under severe stress, moderate stress, and non-stress treatments. The BC<sub>2</sub>F<sub>3:4</sub> and BC<sub>3</sub>F<sub>3:4</sub> lines with *qDTY<sub>12.1</sub>* developed through MAB were screened using an  $\alpha$ -lattice design along with Vandana, Way Rarem, in two replications of 2-m and 1.5-m single-row plots for severe stress and 2-m and 1-m single-row plots for non-stress conditions. A 0.25-m row-to-row spacing was followed in all the experiments. The NILs identified from these trials were screened in advanced yield trials (AYTs) using an  $\alpha$ -lattice along with the two parents and popular upland checks across different seasons and stress severities. These yield trials had three to four replications of 2-m, four to eight row plots. Seeds

were dry-direct-seeded in aerobic soil using a seeding rate of 2.5 g per linear meter of row. Fertilizer and crop management practices were followed as described by Venuprasad *et al.* (2009). In all stress experiments, trials were sprinkler-irrigated twice a week during establishment and early vegetative growth. At 35 days after seeding, stress was initiated by withholding irrigation and plots were irrigated only when the soil water tension fell below  $-50$  kPa at 30-cm soil depth. At this soil water potential, most lines wilted and exhibited leaf drying. This type of cyclic stress is considered to be efficient in screening for drought tolerance in populations consisting of genotypes with a broad range of growth duration (Lafitte *et al.*, 2004) and ensures that all lines receive adequate stress during reproductive development. Upland non-stress trials received the same cultural practices as the stress trials except that irrigation was continued twice a week up to 10 days before harvest. The trials were irrigated to field capacity at each irrigation and no flooding was allowed.

### **Observations recorded**

In all yield trials, days to 50% flowering (DTF), mean plant height at maturity (PH), grain yield, and biomass were recorded. DTF was recorded as the number of days from sowing until 50% of the plants in a plot had flowering tillers. Plant height of three plants from each plot was measured at maturity from ground level to the tip of the tallest tiller and averaged to get the PH. Grain yield from each plot was harvested at physiological maturity, dried to a moisture content of about 14%, and weighed (Venuprasad *et al.*, 2009). Biomass was sampled by selecting a uniform section 50 cm in length in each plot and harvesting the plants in this section at ground level. Biomass samples were then oven-dried, weighed, and threshed. Harvest index was estimated as the ratio of grain weight to whole-plant weight of the biomass sample. Grain measurements were

conducted on non-stress grains harvested from the NILs, parents and checks. Length and width of grains were calculated from observations taken from 10 grains of each line. L:W ratio was calculated based on the mean length and width data.

### Statistical analysis

Data of all experiments for computation of means and standard error of difference (SED) were analyzed using CROPSTAT version 7.2.3 (<http://archive.irri.org/science/software/cropstat.asp>).

Mixed model analysis of data was carried out using the model

$$y_{ijk} = \mu + g_i + r_j + b_{lj} + e_{ijk}$$

where  $\mu$  is the overall mean,  $g_i$  is the effect of the  $i^{\text{th}}$  genotype,  $r_j$  is the effect of the  $j^{\text{th}}$  replicate,  $b_{lj}$  is the effect of the  $l^{\text{th}}$  block within the  $j^{\text{th}}$  replicate and  $e_{ijk}$  is the error. Combined analysis was conducted for the lowland experiments to obtain line means across years under stress and non-stress conditions. Genotypic effects were considered fixed and the replicates and block effects were random. Broad-sense heritability ( $H$ ) of the traits for single years was calculated as shown below:

Additive effect of the line with the QTL was computed as

$$A = \left[ \frac{(T'/T)}{T} \right] \times 100$$

where  $A$  is the percentage additive effect of the line over the recipient parent (Vandana),  $T'$  is the trait value for the line, and  $T$  is the trait value of the recipient parent (Vandana).

How the deposited data were processed for this re-analysis (not part of the article)

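Root RNA of 4 rice genotypes (IR64-WT, IR64-Tr-E2, NIL-481-B and Vandana), each well watered and under drought, was measured on 23 custom Agilent arrays labelled with Cy3, 3 per genotype and treatment except well-watered IR64-Tr-E2, which had 2. No well-watered IR64-Tr-E2 array labelled replicate 2 was analysed here. The labels of the arrays and the paper's methods gave genotype, treatment and replicate, and no condition was taken from the values. The array labelled Vandana well-watered replicate 2 was kept under its label, although its expression was that of the IR64 lines.

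The authors deposited, for each array, the Feature Extraction output with 62976 spots, of which 61657 were not controls. The software that made it was a later version than the methods name. Its processed signal is an intensity with the background subtracted on a linear scale, and the authors had not normalized it between arrays. The authors also deposited a table of log2 values for 52957 probes, quantile normalized across the 23 arrays and then centred on the median of each probe. Tested on the files, that table had a correlation of 0.99998 with log2 values computed from the scanner output in that way, and 23 of 23 arrays correlated best with their own column.

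From the intensities, control spots and spots that the software marked as outliers were left out (between 0 and 31 marked spots per array, with 0 saturated spots), log2 values of spots of the same probe were averaged, and the log2 values were quantile normalized with limma 3.58.1 in R 4.3.3. Files were read with python 3.11.15, numpy 2.4.6 and pandas 2.3.3. All 52901 probes were tested, of which 52827 had a value on every array. The share of spots well above background on an array lay between 31.6% and 64.2%. The number of arrays limits the precision of every value.

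A single limma model (lmFit and eBayes) had a mean for each of the 8 combinations of genotype and treatment. Compared were drought with well watered in each genotype, IR64-Tr-E2 with IR64-WT and NIL-481-B with Vandana under drought, when well watered and in their drought responses, and the IR64 lines with NIL-481-B and Vandana. A probe was called at more than 2-fold and a Bonferroni-adjusted p below 0.05 over 52901 probes, as the methods state. The paper's text does not name the test behind its p. All tests were two-sided. Single genes were called at a Benjamini-Hochberg adjusted p below 0.05. Where no array of 1 group was well above background and the other group had such arrays, a change is given as a lower bound against the lowest signal well above background on each array. For OsMtN312.1 in IR64-Tr-E2 this equals the fitted change, which is given in its place.

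Genes were named by a fixed rule. It took OsNAM12.1 first, then every qDTY12.1 gene that the paper names and every qDTY12.1 probe of Table S4. It added, for the difference under drought and in response between the IR64 lines, between NIL-481-B and Vandana under drought, and for drought in IR64-WT, the 3 largest rises and 3 largest falls among called probes whose arrays did not overlap. The 273 qDTY12.1 probes were those with locus numbers from 26030 to 29550 on chromosome 12. Of Table S4, 394 probes listed as OsNAC downregulated and 143 listed as upregulated were summarised by medians, with errors from a jackknife over arrays. Families were tallied over the descriptions in Table S4. The set tests camera and fry were planned for the case that a table describes all probes, and were not run, since the descriptions used here cover Table S4 alone.

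The calls were tested on simulated data, drawn from the observed mean and spread of each probe. For each comparison and each size of change, recovery was counted over 100 changed probes of the brighter part of the array, so that the shares do not cover dim probes. Further probes changed in the same simulation also differ in these comparisons, which can raise the shares recovered after Benjamini-Hochberg adjustment. Each value was drawn on its own, so that shifts shared by a whole array were not simulated. Of changes of 4 log2 units, limma recovered 76% for drought in IR64-WT and 65% for drought in IR64-Tr-E2, and of changes of 2 log2 units 17% and 8%. At Bonferroni 0 unchanged probes were called, and after Benjamini-Hochberg adjustment 13 and 6.

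The alternatives tried were a shift of each array to its 75th percentile in place of quantile normalization, normexp background correction with an offset of 50, a filter that kept the 29187 probes well above background on every array of at least 1 group, slide or replicate number as a block, the deposited log2 values, Benjamini-Hochberg adjustment, fits of only the arrays compared, an F-test over the 8 groups, other definitions of the region and of the probes compared, and each array left out in turn. For normexp the median signal of the spot stood in for the mean signal, which the files used here do not hold.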

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

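The tests of explanations and the counts of regrouped arrays were chosen after the results were seen.

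Between well-watered IR64-Tr-E2 and IR64-WT, 2 probes that the paper does not discuss were called, LOC_Os06g46240 with a log2 difference of 2.12 (adjusted p = 0.0247, limma) and LOC_Os11g07320 with 1.81 (adjusted p = 0.0247, limma). LOC_Os06g46240 had a log2 signal of 3.51 ± 0.67 (SD, n = 2) in IR64-Tr-E2 and 1.40 ± 0.09 (SD, n = 3) in IR64-WT, with every IR64-Tr-E2 array higher. Neither probe was well above background on any of the 23 arrays, so these differences are between signals not well above background and are not read as folds. For LOC_Os06g46240 the adjusted p was 0.0589 with slide as a block, 0.175 after normexp background correction and 1 after the 75th percentile shift, and for LOC_Os11g07320 it was 0.113, 0.668 and 1. A difference between slides cannot be told apart from a difference between the lines here, since the smaller p with slide as a block (0.0589) lies just past the threshold. With 2 arrays in a group, regroupings of the arrays were not counted. The loss after normexp decides nothing, since its offset of 50 shrinks the differences of dim probes, here to 0.34 and 0.16. The number of probes different between IR64-Tr-E2 and IR64-WT when well watered was 64 without IR64-Tr-E2 well-watered replicate 1 and 45 without its replicate 3, in fits where the lone remaining array is assumed to vary like the other groups. A difference between the lines stays open and was not tested further.

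Between NIL-481-B and Vandana, LOC_Os03g20800 was called under drought, with a log2 difference of 2.72 (adjusted p = 2.6e-06, limma), and when well watered, with 1.79 (adjusted p = 0.00288, limma). The paper does not discuss it. Its log2 signal under drought was 3.73 ± 0.33 (SD, n = 3) in NIL-481-B, where all 3 arrays were well above background, and 1.01 ± 0.004 (SD, n = 3) in Vandana, where none was, so that it was at least 1.63-fold higher in NIL-481-B. When well watered it was well above background on 0 of 3 arrays in each line, so the difference of 1.79 is not read as a fold. LOC_Os11g21900 was lower in NIL-481-B under drought, by a log2 difference of -1.99 (adjusted p = 1.95e-06, limma), and its drought response differed from that in Vandana by -1.96 (adjusted p = 5.38e-04, limma), a test of the difference between the responses itself. It was well above background on 1 of the 3 Vandana drought arrays and on no other array. Under drought the arrays of the groups did not overlap for either probe, as the rule for naming genes required. Chance gives such a separation in 10% of probes with 3 arrays against 3.

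Slide as the whole cause of the drought calls is argued against by the fit with slide as a block, where the larger adjusted p of the 2 probes was 5.07e-05. The range over the alternatives was wide, with an adjusted p of 1 for both after the 75th percentile shift and of 0.247 and 1 after normexp background correction, where the differences were 0.36 and -0.26. For the well-watered difference of LOC_Os03g20800 it was 0.00956 with slide as a block, 0.645 after the shift and 0.867 after normexp, and for the response of LOC_Os11g21900 0.00579, 0.939 and 1. A spread of dim probes compressed by quantile normalization cannot be told apart from a difference between the lines, for these calls and those between the IR64 lines. After the 75th percentile shift the standard error of LOC_Os03g20800 under drought was 0.705, against 0.20 before, and its difference 3.03. The median standard error of probes left out by the filter of dim probes was 0.721 after the shift and 0.488 before, against 0.494 and 0.471 for the probes kept. Whether quantile normalization compresses the spread of dim probes or the shift widens it was not tested. Chance cannot be excluded for any of these counts. For the difference under drought 1 of the 10 ways to split the 6 arrays gave as many calls, the real one included, for the well-watered difference 6 of 10, and for the response 42 of 100 regroupings. The 2 calls under drought became 13 without NIL-481-B drought replicate 1, and the well-watered call became 21 without Vandana well-watered replicate 1 and 5 without the array labelled Vandana well-watered replicate 2. The difference in response of LOC_Os11g21900 was -1.93 without that array. A difference between the lines, which the design names, also stays open and was not tested further.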

How the results depend on the processing

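The F-test with Benjamini-Hochberg adjustment, the qDTY12.1 probes changed by drought after that adjustment, the families with 1 array left out, and counts of other groups without the array labelled Vandana well-watered replicate 2 were chosen after the data were seen. The other alternatives and the thresholds were set before the data were examined. All counts are of limma's calls. With all arrays, the probes at an unadjusted p below 0.05 numbered 3177 between the well-watered IR64 lines, and between NIL-481-B and Vandana 1072 under drought, 2371 when well watered and 908 for the response. Over 26 results, 151 of 199 values under alternatives other than leaving out an array stayed within the spread or within 1.5 times the count, 48 moved further and 0 reversed. Where a value moved, the cause was not tested unless stated. The deposited log2 values, distinct loci in place of probes and leaving out transposon loci moved none of the results they were run on. Distinct loci could not, since the 52901 probes have 52901 distinct loci. The deposited values could hardly do so, with a correlation of 0.99998 with log2 values computed from the scanner output.

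After the 75th percentile shift, 0 probes were called between the well-watered IR64 lines, 1 between NIL-481-B and Vandana under drought, 0 between them when well watered and 0 for their responses, and 87.9% of the qDTY12.1 probes had the larger response in IR64-Tr-E2. This shift moved the median drought response of all probes to -0.48 in IR64-WT, -1.12 in IR64-Tr-E2, -0.03 in NIL-481-B and -0.57 in Vandana (log2). Relative to the median of all probes, the genes listed as OsNAC downregulated differed between the IR64 lines by 0.38 under drought and 0.23 when well watered, and those listed as upregulated by 0.70 and -1.24.

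After normexp background correction, 35 probes changed with drought in NIL-481-B, 29 in all 4 genotypes and 1 in qDTY12.1, and 213 differed between the backgrounds. Calls were 0 between the well-watered IR64 lines and 0 between NIL-481-B and Vandana under drought, when well watered and in response. The upregulated list differed in response by 0.46 and when well watered by -0.31, the downregulated list when well watered by 0.11. With dim probes filtered, 0 probes were called between the well-watered IR64 lines and 0 for the responses of NIL-481-B and Vandana, and 79.2% of the qDTY12.1 probes kept had the larger response in IR64-Tr-E2.

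With slide as a block, 39 probes changed with drought in Vandana, 28 in all 4 genotypes and 1 in qDTY12.1. There were 0 calls between the well-watered IR64 lines and 2 between well-watered NIL-481-B and Vandana, and the downregulated list differed when well watered by 0.70. With the replicate number as a block, 1 probe was called between the well-watered IR64 lines. The numbers do not pair the arrays. Residuals of arrays that share a number had a median correlation of -0.0163 over 77 pairs, against 0.0061 over 154 other pairs.

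Benjamini-Hochberg adjustment gave 2492 probes changed by drought in IR64-WT, 4170 in IR64-Tr-E2, 306 in NIL-481-B, 875 in Vandana, 5169 in at least 1 genotype, 236 in all 4 and 20 in qDTY12.1, 5 between the well-watered IR64 lines and 1809 between the backgrounds. Fits of only the arrays compared, which have fewer arrays to estimate the spread, gave 2 in IR64-WT, 2 in IR64-Tr-E2, 8 in NIL-481-B and 0 in Vandana for drought, where 9748 had an unadjusted p below 0.05 in the limma fit of all arrays. They gave 0 between the well-watered IR64 lines, and 0 between NIL-481-B and Vandana when well watered and in response. An F-test over the 8 groups called 360 probes, and 5939 after Benjamini-Hochberg adjustment. With the region bounded by the Table S2 genes, 1 qDTY12.1 probe was called. Of the 2 qDTY12.1 probes changed by drought, 100% had the larger fitted response in IR64-Tr-E2, which ranks nothing for LOC_Os12g26380, where both lines have only a bound, and of the 20 after Benjamini-Hochberg adjustment, 85%. The median over the transposon probes was -0.66 for the difference under drought in place of the response.

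Leaving out 1 array in turn, drought calls lay between 91 (without IR64-WT drought replicate 1) and 182 in IR64-WT, 76 (without IR64-Tr-E2 drought replicate 3) and 153 in IR64-Tr-E2, 31 (without NIL-481-B drought replicate 2) and 54 in NIL-481-B, 40 (without Vandana drought replicate 2) and 71 in Vandana, 150 and 225 in at least 1 genotype, 27 (without NIL-481-B drought replicate 1) and 57 in all 4, and 1 and 4 in qDTY12.1 (4 without IR64-WT well-watered replicate 1). Calls between IR64-Tr-E2 and IR64-WT lay between 0 and 2 under drought (2 without IR64-WT drought replicate 2), 1 and 64 when well watered and 0 and 41 for the response, the highest of both without IR64-Tr-E2 well-watered replicate 1. Between NIL-481-B and Vandana they lay between 2 and 13 under drought, 1 and 21 when well watered and 1 and 7 for the response. The first and last were highest without NIL-481-B drought replicate 1 and the second without Vandana well-watered replicate 1. They were 0 in qDTY12.1 under drought with every array left out, where 9 had an unadjusted p below 0.05 with all arrays (limma). Between the backgrounds they lay between 337 and 756, the latter without the array labelled Vandana well-watered replicate 2. Without that array 147 probes changed with drought in IR64-WT, 54 in NIL-481-B, 55 in Vandana, 199 in at least 1 genotype, 36 in all 4 and 3 in qDTY12.1. Between the well-watered IR64 lines 1 differed, and between NIL-481-B and Vandana 3 under drought and 5 when well watered.

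The slope of the IR64-Tr-E2 on the IR64-WT response lay between 0.942 and 1.06, the median response difference of the downregulated list between -0.78 and -0.18 and that of the upregulated list between 1.44 and 2.41. Under drought they lay between -0.28 and 0.28 and between 0.17 and 0.79, and when well watered between 0.26 and 0.55 and between -1.63 and -0.86. The downregulated list under drought changes sign without IR64-WT drought replicate 2 (-0.28). The qDTY12.1 correlation lay between -0.0967 and 0.129, the percent with the larger response in IR64-Tr-E2 between 66.7 and 72.9, the transposon median between -2.29 and -1.27, and the families in the paper's direction between 9 (without IR64-Tr-E2 drought replicate 1) and 15.

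Of the values of single genes, 286 kept their side of the threshold after the 75th percentile shift, 1 gained and 10 lost a call. After normexp these were 284, 4 and 9, with dim probes filtered 255, 5 and 1, and with slide as a block 290, 4 and 3. With the replicate number as a block, 295 kept it and 2 gained a call, and with the deposited values 297 kept it. When arrays were left out in turn, 2019 kept it, 7 gained and 53 lost a call, and no call changed direction under any of these alternatives. The set tests camera and fry were not run. Signal over background limits what can be read from dim probes, since 29187 of 52901 probes were well above background on every array of at least 1 group.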

Differences from the paper's values

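The test of the F statistic with Benjamini-Hochberg adjustment was chosen, and the rule for lower bounds was applied, after the values were seen.

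The paper's number of differentially expressed genes is 7674, and 202 probes were called in at least 1 genotype here. The paper's clusters of such genes include some that separate the IR64 lines from NIL-481-B and Vandana, while the 202 are calls for drought alone. The counts are therefore of unlike sets. Of the alternatives set before the data were examined, Benjamini-Hochberg adjustment (5169) comes within 1.5 times the paper's number, and the others do not. An F-test over the 8 groups with Benjamini-Hochberg adjustment, which also takes in differences between genotypes and was chosen after seeing the values, gave 5939. For IR64-WT against IR64-Tr-E2 under stress the paper's number is 553. Here limma called 0 probes for the difference under drought, with 804 at an unadjusted p below 0.05, and 0 for the difference in drought response, with 1771. The 804 probes under drought were counted with no adjustment and no fold threshold, which was not among the alternatives set before the data were examined. They lie within 1.5 times the paper's number, but are 1.52% of all probes, a smaller share than the 0.05 that chance alone would give on average. Their nearness to the paper's number is therefore not evidence of a difference between the lines. No alternative with an adjusted p comes within 1.5 times that number. The highest was 41, for the response without IR64-Tr-E2 well-watered replicate 1. The paper's number of differentially regulated qDTY12.1 genes is 38, and 2 probes were called here, with 20 after Benjamini-Hochberg adjustment as the highest of the alternatives, none of which comes within 1.5 times the paper's number.

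For the Table S4 genes listed as OsNAC downregulated, the paper's median difference in drought response, IR64-Tr-E2 minus IR64-WT, is -1.37 (log2) and the value here is -0.50. Their median difference when well watered is 1.45 in the paper and 0.46 here. Under none of the alternatives is the difference within the spread between arrays. For these genes the paper's well-watered IR64-Tr-E2 values lay a median of 0.79 above the 2 arrays used here. An excess of that sign lowers the response and raises the well-watered difference, so both departures go the way of this unlike input. The paper's drought minus well-watered value of OsGDP12.1 in IR64-Tr-E2 is 3.25 (log2) and the value here is 4.82, and no alternative comes within the spread. For LOC_Os12g26030 in IR64-Tr-E2 the paper's value is 1.26 and the value here 1.81, with a value within the spread after normexp background correction (1.07) and without IR64-Tr-E2 well-watered replicate 3 (1.62). For LOC_Os12g27980 in IR64-Tr-E2 the paper gives 1.63 and the value here is 2.09, and slide as a block (1.91), the replicate number as a block (1.90) and leaving out IR64-Tr-E2 drought replicate 1 (1.86) are within the spread. For LOC_Os12g29550 the paper gives 1.53 in IR64-Tr-E2 and the value here is 2.08, with normexp background correction (1.61) and leaving out IR64-Tr-E2 drought replicate 3 (1.86) within the spread. The remaining alternatives are not within it for these 3 genes. Of 60 pairs of gene and genotype, these 4 differ, all in IR64-Tr-E2, whose well-watered values in the paper depart from the arrays used here. For 3 further genes the value in IR64-Tr-E2 here was treated as a lower bound, which is counted as different only above 1.5 times the paper's fold. LOC_Os12g26380 was at least 18.6-fold lower under drought, where the paper's log2 value is -4.33, and OsDR12.1 at least 2.03-fold higher (the paper's log2 value 2.70). OsMtN312.1 was 2.73-fold higher (the paper's log2 value 0.96). For OsMtN312.1 the bound is only its fitted change of 1.45 (log2, standard error 0.29). It lies above the paper's value, by less than 1.5 times. At fitted values, which rest on signals not well above background, all 3 would differ by more than the spread between arrays (-5.94, 3.86 and 1.45).

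The paper states that differences of qDTY12.1 genes between IR64-Tr-E2 and IR64-WT under drought largely follow those between Vandana and the NIL. It cites a figure of drought against well-watered folds of its differentially expressed region genes, so that genes and measure are unlike those here. Over all 273 probes the correlation of the differences under drought was 0.00163 (jackknife error 0.231 over arrays), with the same sign in 52.0%. On the drought responses it was -0.117. Of the 7 families that the paper gives as more raised in IR64-WT, the median response was higher in IR64-Tr-E2 for LEA (0.01) and HSF (0.12) probes and lower for 5, and relative to all probes after the 75th percentile shift it was lower for 1 of the 7. The paper's qPCR was of roots at the heading stage and the arrays are of roots at 25 days after sowing, so that their stages differ. The paper describes OsNAM12.1 as overexpressed in IR64-Tr-E2 and, by qPCR, as raised by drought in IR64-Tr-E2 and the NIL. On the arrays it was higher in IR64-Tr-E2 than in IR64-WT by 0.67 under drought (adjusted p = 1, limma) and 0.39 when well watered (adjusted p = 0.971, limma; -0.10 with slide as a block), not called in either, and its mean fell with drought by 0.95 in IR64-Tr-E2 (adjusted p = 0.309, limma) and 0.51 in the NIL (adjusted p = 1, limma). From that qPCR and the transcriptome together, the paper describes OsARF12.1 as lowered in the NIL and almost unchanged in IR64-Tr-E2 under drought. Here its mean was higher in the NIL than in Vandana under drought by 0.81 (adjusted p = 1, limma). OsARF12.1 rose with drought by 0.71 (adjusted p = 1, limma) in the NIL and by at least 2.66-fold (adjusted p = 0.141, limma) in IR64-Tr-E2. The paper describes a curtailed reaction to stress in the transgenic roots, and the slope of the IR64-Tr-E2 on the IR64-WT drought response over the 159 probes called in IR64-WT was 1.01. The paper lists OsCDP12.1 and OsARF12.1 among 6 raised genes. Both rose in both IR64 lines here and were not called in any genotype.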

Other observations

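The tests of explanations and the counts of regrouped arrays were chosen after the results were seen.

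The array labelled Vandana well-watered replicate 2 has the expression of the IR64 lines. Over 127 probes higher in the IR64 lines and 158 higher in NIL-481-B and Vandana, chosen on drought arrays, its index is 0.931 and 0.942, where 0 is the mean of the NIL-481-B and Vandana drought arrays and 1 that of the IR64 ones. The other well-watered NIL-481-B and Vandana arrays lie between -0.034 and 0.2. Against a mixed sample, 17.1% of the probes higher in NIL-481-B and Vandana are well above background on it, within the 5.7% to 27.2% of the well-watered IR64 arrays and below the 58.9% of the lowest other array of its background. Against low brightness, 97.6% of the probes higher in the IR64 lines are well above background on it, and at most 23.6% on other arrays of its background. Against the slide, the other NIL-481-B and Vandana arrays on its slide have an index of at most 0.055. Against a swap with another of the 23 arrays, no array labelled as an IR64 line is out of place (lowest index 0.827). A wrong label, or a swap with a sample outside these arrays, is consistent with the index of 0.942 and stays open. No biological explanation was tested.

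In Table S4, the column for well-watered IR64-Tr-E2 departs from the mean of the 2 arrays used here by a median absolute difference of 0.733 (log2), with a median excess over the arrays of 0.79 for the genes listed as downregulated and 0.66 for those listed as upregulated. Normalization of the table is argued against by the other 7 columns, which depart by at most 0.0826. In a least-squares fit of the column the weights of the 2 arrays sum to 0.638, and in the other columns to between 0.905 and 1.03. This is consistent with another array in the column, which was not analysed here.

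The genes listed as OsNAC downregulated had a median difference in drought response of -0.50 (log2, IR64-Tr-E2 minus IR64-WT), within its jackknife error of 0.53. Normalization cannot be told apart from a smaller response, since relative to all probes the median was 0.0794 after the 75th percentile shift, a value also within that error. The value of -0.10 after normexp background correction decides nothing, since the upregulated list shrank there too, from 1.92 to 0.46. Choice of the list on the same experiment cannot be told apart from a smaller response, since the 49 probes called in NIL-481-B and Vandana, with a slope of 1.04 of the IR64-Tr-E2 on the IR64-WT response, were all called in both IR64 lines too, include 43 genes of the list and are strong responders (median absolute response 6.75 in IR64-WT, against a median rise of 3.18 for the list). A smaller rise under drought cannot be told apart either, since the median difference under drought of 0.061 runs over genes that go both ways, with 223 higher and 171 lower. A biological difference between the lines stays open.

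Over the 49 probes called in all 4 genotypes, the drought response followed that of IR64-WT with a slope of 1.04 in IR64-Tr-E2, 0.830 in NIL-481-B and 0.834 in Vandana. Leaving out 1 array, these slopes lay between 0.965 and 1.09, 0.772 and 0.875, and 0.777 and 0.884. The array labelled Vandana well-watered replicate 2 as the whole cause is argued against by a Vandana slope of 0.864 without it, and quantile normalization by a NIL-481-B slope of 0.882 after the 75th percentile shift (Vandana 0.818). Watering regime cannot be told apart from genotype, since 0 arrays of the IR64 lines were grown at the well-watered level of NIL-481-B and Vandana. A difference between the backgrounds stays open and was not tested.

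Other splits of the arrays were counted for comparisons of at least 3 arrays in each group. For drought in IR64-WT, in NIL-481-B and in Vandana, 1 of 10 splits gave as many calls, the real one included, and the largest other counts were 3, 5 and 2. For IR64-Tr-E2 against IR64-WT under drought and for qDTY12.1 probes between NIL-481-B and Vandana, where 0 probes were called by limma (804 and 9 at an unadjusted p below 0.05), 10 of 10 did so, which any split must and which says nothing about chance. With 10 splits, chance cannot be excluded by this count alone. For the backgrounds 1 of 100 regroupings gave as many calls as the real one (551 in a model of background and treatment, against at most 1), so that chance can be excluded.

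The OsNAM12.1 probe had a log2 signal of 6.99 ± 0.51 under drought and 7.49 ± 0.30 when well watered in NIL-481-B, and 6.98 ± 1.02 and 7.59 ± 0.39 in Vandana (SD, n = 3 each).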
